# Single-cell transcriptomics reveals the molecular basis of human iPS cell differentiation into ectodermal ocular lineages

**DOI:** 10.1038/s42003-024-07130-4

**Published:** 2024-11-12

**Authors:** Laura Howard, Yuki Ishikawa, Tomohiko Katayama, Sung-Joon Park, Matthew J. Hill, Derek J. Blake, Kohji Nishida, Ryuhei Hayashi, Andrew J. Quantock

**Keywords:** Differentiation, Induced pluripotent stem cells, Functional clustering

## Abstract

The generation of a self-formed, ectodermal, autonomous multi-zone (SEAM) from human induced pluripotent stem cells (hiPSCs) offers a unique perspective to study the dynamics of ocular cell differentiation over time. Here, by utilising single-cell transcriptomics, we have (i) identified, (ii) molecularly characterised and (iii) ascertained the developmental trajectories of ectodermally-derived ocular cell populations which emerge within SEAMs as they form. Our analysis reveals interdependency between tissues of the early eye and delineates the sequential formation and maturation of distinct cell types over a 12-week period. We demonstrate a progression from pluripotency through to tissue specification and differentiation which encompasses both surface ectodermal and neuroectodermal ocular lineages and the generation of iPSC-derived components of the developing cornea, conjunctiva, lens, and retina. Our findings not only advance the understanding of ocular development in a stem cell-based system of human origin, but also establish a robust methodological paradigm for exploring cellular and molecular dynamics during SEAM formation at single-cell resolution and highlight the potential of hiPSC-derived systems as powerful platforms for modelling human eye development and disease.

## Abstract (web summary)

Single-cell transcriptomic analyses delineate the differentiation of human iPSCs into ectodermal ocular lineages, highlighting defined developmental trajectories and the sequential formation and maturation of distinct ocular cell types in vitro.

## Introduction

The generation of a self-formed, ectodermal, autonomous multi-zone (SEAM) relies on intrinsic developmental processes to guide the differentiation and self-organisation of human induced pluripotent stem cells (hiPSCs) into ocular tissues^1,2^. A growing two-dimensional SEAM primordium can be identified according to the progressive delineation of four concentric zones, with cellular location being indicative of lineage, which recapitulates characteristics of whole-eye morphogenesis. An in-depth characterisation of maturing ocular SEAMs has revealed spatial patterning centred around an innermost zone, Zone 1, which is enriched with cells expressing neural markers indicative of presumptive neuroectoderm. Extending radially, cells in Zone 2 closely resemble those of the neural retina and retinal pigment epithelium (RPE), while Zone 3 is predominantly occupied by ocular epithelial cells. *PAX6*, a master regulator for eye development^3,4^ is expressed in cells across Zones 1 to 3. In contrast, at the periphery of the SEAM, Zone 4 contains cells which express epithelial markers in the absence of *PAX6* and likely represents general surface ectoderm. Functionally, SEAM-derived corneal epithelial cells have been isolated and expanded into sheets and these can successfully recover function when transplanted onto experimental ocular wounds^1,5^. Ocular surface epithelial cells isolated from Zone 3 of the SEAM have also been grown under defined conditions to form 3-dimensional organoids which are strikingly similar to native lacrimal glands. These organoids contain specialised cellular subtypes such as acinar and ductal cells, and when transplanted adjacent to the eyes of recipient rats adopt many of the defining features of functional lacrimal glands^6^.

Since their discovery^7^, induced pluripotent stem cells have garnered significant attention owing to their unique ability to differentiate into virtually any cell type, making them a powerful tool for both disease modelling and regenerative medicine. Meanwhile, the emergence of unbiased single-cell transcriptome-wide analyses has revealed unprecedented levels of phenotypic and functional heterogeneity amongst populations of cells, and this new knowledge has far-reaching implications in both basic and translational research. In the field of ophthalmology, the creation of hiPSC-derived cellular structures for transplant surgery is an emerging possibility. This is particularly significant given both the need to develop minimally invasive surgical techniques and the scarcity of donor tissue worldwide. Here, we use single-cell analyses to interrogate developing SEAMs at key junctures throughout their formation as proxies of human eye development, in order to reveal the developmental trajectories of individual cell populations as they lose pluripotency and commit to specific ocular lineages.

## Results

### Initial gene expression and cell lineage identity in the formative SEAM; weeks 0-1

Human iPSCs were initially grown for 10 days in StemFit medium to preserve pluripotency before being transferred into differentiation medium in order to promote SEAM formation. Cultures were closely monitored to ensure the appearance of the characteristic zones shown in Fig. 1a–c, after which SEAMs were harvested as described previously^1,2^. Single-cell RNA sequencing was performed using the 10x Genomics Chromium platform. 

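SEAMs are flat, multi-zoned colonies that human iPSCs of the line 201B7 form after growth for 10 days in StemFit medium and then in differentiation medium. At each of WK0, WK1, WK2, WK4, WK6 and WK8, 1 well was dissociated, dead cells that took up 7-AAD were sorted away, and 1 library was made with a target of 5000 cells. The dissociation took 4, 10, 10, 60, 60 and 60 min in this order, in dissociation solution at WK0, TrypLE Express at WK1 and Accutase from WK2. In this assay a droplet tags the poly(A) RNA of a cell with a barcode and each molecule with a unique molecular identifier (UMI), and the 3′ ends are sequenced. The authors aligned the reads to GRCh38 and counted UMIs per gene and barcode with Cell Ranger 6.1.1. The values read here are these whole-number counts, before any normalization. The libraries held 7144, 6293, 5965, 4669, 5029 and 5039 barcodes and 236947102, 167990478, 157556530, 102933331, 104490146 and 108807603 UMIs, with medians of 32836, 24633, 24739, 21779, 19954 and 21576 UMIs per barcode. Each week has a single well and a single library, so no value carries a replicate error and no difference between weeks was tested. Differences between weeks also include any difference between wells, media, dissociations and libraries. The medium was StemFit at WK0, differentiation medium from WK1 to WK4, and a medium with KGF and the ROCK inhibitor Y-27632 at WK6 and WK8. The 95% confidence intervals (CI) are exact, from the Poisson distribution for CPM, the level of a gene relative to all UMIs, and by the Clopper-Pearson method for shares, and cover counting error only. WK10 and WK12 are not analysed here.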

Following extensive QC, data were normalised using SCTransform v2^8^ and clustered using the in-built Seurat^9^ function ‘FindClusters’, which returned 12 populations (Fig. 1d). 

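Most WK0 cells carried pluripotency genes, and a smaller part carried genes of the eye field, the sheet of anterior neural tissue from which the optic vesicles form. The WK0 data gave 12 recomputed clusters, numbered apart from the clusters in the paper. Pluripotent-like clusters together held 69.0% (95% CI 67.7 to 70.2%) of the kept cells and an eye field-like cluster held 19.7% (95% CI 18.7 to 20.8%), or 8.32% with log-normalization. That cluster, recomputed cluster 0, scored higher on the pluripotency list (1.08) than on the eye-field list (0.778), and its name rests on 3 eye-field genes among its 10 defining genes. Of the pluripotent-like clusters, only recomputed cluster 3 had a gene of the pluripotency list, *TDGF1*, among its 10 defining genes. The names of the others rest on scores and detected markers. Their share includes recomputed cluster 8, which held the eye-field gene *SIX3* in 80.4% of its cells. The other 2 clusters, with 11.3% of the cells and medians near the library's lowest (1483 and 2164 UMIs), stayed unnamed. Across the other weeks unnamed low-UMI clusters took 6.72%, 7.28%, 8.90%, 2.35% and 7.68% of the cells. Barcodes with at least 500 genes and at most 15% mitochondrial UMIs were kept, as in the paper's methods. Likely doublets, meaning 2 cells in 1 droplet, were called with Scrublet and removed, which left 5733, 5285, 5203, 4111, 4383 and 3959 cells from WK0 to WK8. Counts were normalised with SCTransform v2 and clustered in Seurat with 50 principal components at a resolution of 0.8. Clusters were named from lists of marker genes set before the data were examined, while the lead that a name needs over the next one was set after the first results were seen. A name such as lens-like therefore states which list scored highest among those that met the naming rules, and not what the cells are. For 7 of the 78 named clusters a list that did not meet them scored higher. For shares of cells with a gene, each cell was thinned to 5000 UMIs, and 564, 391, 319, 333, 125 and 231 shallower cells of the 6 libraries were left out. The share before thinning is given beside it as unthinned. RNA that leaks into the suspension adds UMIs to cells that do not express a gene, so a share is set beside that of a class that should lack the gene. Where a share is 0, the bracket gives the limit that a count of 0 allows, which is 3 of the thinned cells. It bounds the share with a UMI at 5000 UMIs per cell, and not the share of cells that hold the gene, so the unthinned share can be higher.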

Gene expression markers for all identity classes were extracted using the FindAllMarkers function. Notably, cells at week 0 (WK0) were highly proliferative (Supplementary Fig. 1) and strongly expressed key pluripotency markers including *POU5F1* (*OCT4*)^10,11^, *ESRG*^12^, *MIR302CHG*^13^ and *DPPA4*^14^ (Fig. 1e). 

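Genes of pluripotency and of cell division were both widespread among the WK0 cells. *POU5F1*, the gene of the OCT4 transcription factor (ENSG00000204531, chromosome 6, 31164337 to 31180731 of GRCh38), was detected in 86.4% (95% CI 85.5 to 87.3%, 94.1% unthinned) of 5169 cells and held 778 CPM (95% CI 775 to 782). *MIR302CHG*, the host gene of microRNAs of the miR-302 family, was detected in 94.2% (96.7% unthinned). The chromatin-associated gene *DPPA4* was detected in 76.0% (94.5% unthinned), and the long non-coding RNA *ESRG* in 56.9% (82.3% unthinned). *TOP2A*, which encodes the topoisomerase that untangles replicated DNA, was detected in 48.3% (95% CI 46.9 to 49.6%, 84.0% unthinned) of cells. *MKI67*, the gene of the Ki-67 antigen of cycling cells, was detected in 35.3% (71.9% unthinned), and *UBE2C*, which acts in mitotic exit, in 38.4% (77.0% unthinned). The division genes were uneven, from 22.7% with *TOP2A* in recomputed cluster 3 (pluripotent-like, 587 cells, median 36309 UMIs) to 90.8% in recomputed cluster 8 (pluripotent-like, 357 cells, median 40213 UMIs). No class at WK0 is known to lack *POU5F1*, so the part of its share that free RNA adds could not be read there. Part of the excess of *TOP2A* in recomputed cluster 8 is built in, since the cells were defined or named by it.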

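At WK0 *SOX2*, the gene of a transcription factor of pluripotent cells and of neural progenitors, was found in nearly every cell, whereas *NANOG*, another gene of the pluripotency network, was found in few. *SOX2* was detected in 93.3% (95% CI 92.6 to 94.0%, 95.0% unthinned) of cells. Its share in the 10 clusters of usual depth ran from 83.7 to 98.6%. *NANOG* was detected in 4.70% (95% CI 4.14 to 5.31%, 22.4% unthinned) and held 11.1 CPM (95% CI 10.6 to 11.5), so its share depends strongly on depth. By cluster, *NANOG* was detected in 14.5% of the cells of recomputed cluster 7 (pluripotent-like, 399 cells, median 44123 UMIs) and 11.7% of those of recomputed cluster 4 (pluripotent-like, 487 cells, median 42994 UMIs), against 0.709% in recomputed cluster 0 (eye field-like, 1130 cells, median 29357 UMIs). Of the 243 thinned cells with *NANOG*, 203 also had *SOX2*, which is 3.93% (95% CI 3.41 to 4.49%) of all cells, against 4.39% if both genes were spread independently. By construction, *NANOG* in recomputed clusters 7 and 4 stood out, because the cells were defined or named with the help of such genes.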

*SOX2*, which functions by forming a complex with POU5F1 and activating or repressing the expression of various target genes which are required for maintaining the undifferentiated states of pluripotent cells^15,16^, was also expressed ubiquitously at WK0, while *NANOG* was expressed by only a subset of cells (Fig. 1e).

**Fig. 1:**
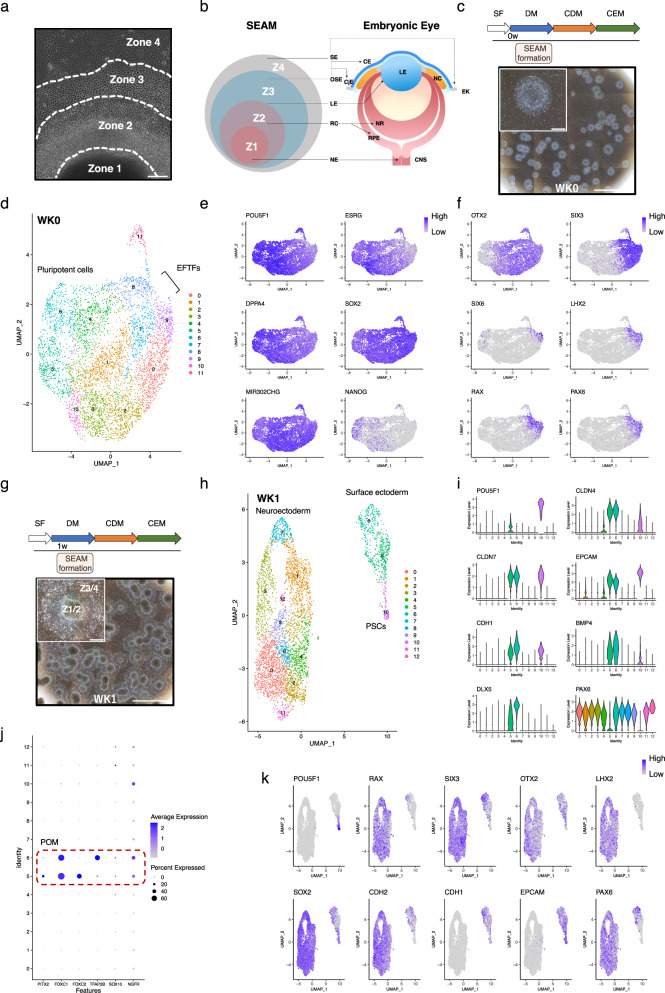
scRNAseq analysis of WK0 and WK1 SEAMs. **a** Phase-contrast image of a typical differentiating SEAM after 40 days of culture, showing the four characteristic zones. Scale bar: 100 μm. **b** Schematic depicting relationship of each zone to the developing embryonic eye. **c** Experimental timeline and representative phase-contrast image showing WK0 SEAMs in culture. Scale bar: 5000 μm; inset, 500 μm. **d** UMAP plot of WK0 SEAMs. **e** Feature plots showing expression of pluripotency markers. **f** Feature plots showing expression of early markers of ocular differentiation. **g** Experimental timeline and representative phase-contrast image showing WK1 SEAMs in culture. Scale bar: 5000 μm; inset, 500 μm. **h** UMAP plot of WK1 SEAMs. **i** Violin plots showing restriction of pluripotent gene expression (*POU5F1*) and expression of surface ectoderm markers in clusters 5 and 6. **j** Dot plot showing co-expression of CNN / POM markers by cells in cluster 5 and 6. **k** Feature plots showing segregation of pluripotent, neuroectodermal and surface ectodermal cells in WK1 SEAMs. Z1 Zone 1, Z2 Zone 2, Z3 Zone 3, Z4 Zone 4, SF StemFit medium, DM differentiation medium, CDM corneal differentiation medium, CEM corneal epithelium maintenance medium, EFTFs eye-field transcription factors, NE neuroectoderm, NC neural crest, RC retinal cells, RPE retinal pigment epithelium, NR neural retina, LE lens, OSE ocular surface ectoderm, SE surface ectoderm, CE corneal epithelium, CjE conjunctival epithelium, EK epidermal keratinocyte, PSC pluripotent stem cell, CNN cranial neural crest, POM periocular mesenchyme.

The shift from a pluripotent state to a state of lineage commitment is marked by significant fluctuations in gene expression and the progressive weakening of pluripotent stem cell networks. During vertebrate eye development, so-called eye-field transcription factors are expressed in overlapping domains, likely beginning with the onset of expression of *OTX2* in the anterior neural plate, with the eye-field transcription factors *PAX6*, *SIX3*, *SIX6*, *RAX* and *LHX2* then becoming detectable in the presumptive eye-field^17,18^. With this in mind, of particular interest for our analyses at this stage are clusters 7, 8, and 9 (Fig. 1d). 

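Genes of the eye field at WK0 were concentrated in recomputed clusters 0 and 8, where pluripotency genes were detected in fewer cells. *SIX3*, a homeobox gene of the anterior neural plate, was detected in 95.0% (95% CI 93.5 to 96.2%, 99.7% unthinned) of 1129 cells of cluster 0 and 80.4% (92.7% unthinned) of cluster 8, against 2.56% (16.5% unthinned) in recomputed cluster 3. *PAX6*, the paired-box gene of eye development, was detected in 21.9% (53.0% unthinned) and 13.7% (38.7% unthinned) of the same clusters, against 0.341% (1.36% unthinned). The retinal homeobox gene *RAX* was detected in 21.6% and 18.8%, against 0.170%. *LHX2* was detected in 14.8% and *SIX6* in 8.24% of cluster 0, against 0.341% and 0.170% in cluster 3. *OTX2*, a gene of the forebrain and midbrain, differed less, with 44.6% in cluster 0 and 37.0% in cluster 3. *POU5F1* was detected in 57.6% (95% CI 54.6 to 60.5%, 90.7% unthinned) of cluster 0 and 66.1% of cluster 8, against 99.3% in cluster 3. *ESRG* was detected in 19.8%, 30.0% and 81.6% of clusters 0, 8 and 3. *SIX3*, *PAX6*, *RAX*, *LHX2*, *SIX6* and *OTX2* in recomputed cluster 0, *RAX*, *POU5F1* and *ESRG* in recomputed cluster 8, and *POU5F1* and *ESRG* in recomputed cluster 3 took part in defining or naming these cells and carried no separate weight there.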

Cells in these clusters expressed ectodermal and eye-field transcription factors, whilst concurrently displaying reduced expression of pluripotency markers (Fig. 1e, f). This suggests that the intrinsic developmental pathways pertaining to anterior ectodermal specification are already underway in those cells in which pluripotency is diminishing.

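At WK0, *POU5F1* and the eye-field genes *SIX3* and *PAX6* were found in the same cells, though less often than chance would give. *POU5F1* with *SIX3* was found in 24.3% (95% CI 23.2 to 25.5%) of the thinned cells, against 31.3% if the genes were independent. Of the cells with *SIX3*, 67.2% also had *POU5F1*. *POU5F1* with *PAX6* was found in 2.94% (95% CI 2.5 to 3.44%), against 5.38%, and 47.2% of the cells with *PAX6* had *POU5F1*. In CPM, *SIX3* was 802 in recomputed cluster 0 and 6.58 in cluster 3, and *POU5F1* was 267 and 1129. From the eye-field genes in cells with lower pluripotency genes, the paper proposes that anterior ectodermal specification has begun where pluripotency is being lost.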

After culture for 1 week in differentiation medium (WK1) (Fig. 1g), there was significant and progressive downregulation of several key pluripotency markers (Supplementary Fig. 2), and cluster analysis revealed early divergence of cellular identity towards either surface ectodermal or neuroectodermal fates (Fig. 1h). 

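Between WK0 and WK1 the pluripotency genes were lower and genes of the eye field and of neural progenitors were higher. *POU5F1* had a log2 ratio of WK1 to WK0 in CPM of -4.21 (95% CI -4.25 to -4.17). The ratio of *ESRG* was -4.37 and that of *DPPA4* -1.78. All 10 genes of a pluripotency list were lower, with a median log2 ratio of -3.30 (95% CI -3.43 to -3.19), below every one of 10000 random lists of like expression. The list includes genes that the study names from these libraries, so it is not independent evidence. *RAX* had a ratio of 3.03 (95% CI 2.98 to 3.08) and *PAX6* of 3.68 (95% CI 3.62 to 3.73). Of 10 eye-field genes 8 were higher, with a median of 0.76 (95% CI 0.74 to 0.78) at percentile 99.99 of random lists. Neuroectoderm progenitor-like clusters held 77.3% (95% CI 76.1 to 78.4%) of the WK1 cells, surface epithelium-like clusters 13.7% (95% CI 12.8 to 14.6%) and a pluripotent-like cluster 2.35% (95% CI 1.96 to 2.79%), which a resolution of 0.4 did not set apart. From its cluster analysis, the paper states that cells diverged early towards surface ectodermal or neuroectodermal fates.

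**Figure D1:**
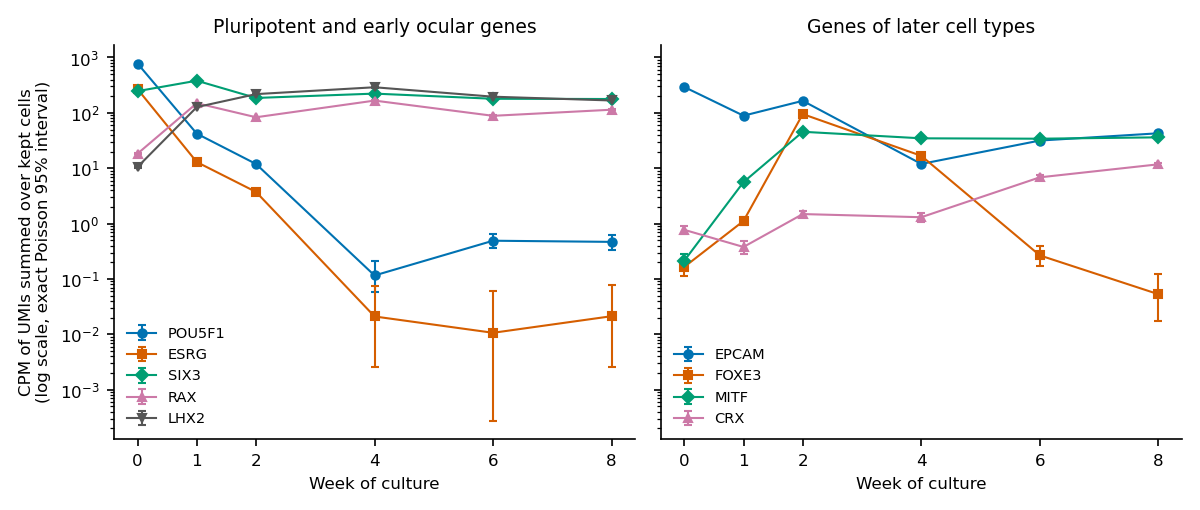
CPM of 9 genes by week of culture, on a log scale, with *POU5F1*, *ESRG*, *SIX3*, *RAX* and *LHX2* on the left and *EPCAM*, *FOXE3*, *MITF* and *CRX* on the right. Points are single libraries joined by lines and bars are exact Poisson 95% intervals, and *POU5F1* goes from 778 CPM at WK0 to 0.116 CPM at WK4.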

While some cells retained expression of pluripotency markers (e.g. *POU5F1*), keratin family members and surface ectoderm markers such as *CLDN4*, *CLDN7*, *CDH1*, and *EPCAM* were strongly expressed in clusters 5, 6 and 10 (Fig. 1i). 

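Keratin, claudin and adhesion genes of surface ectoderm marked 3 groups of cells at WK1, namely recomputed cluster 4 (surface epithelium-like, 403 cells, median 46360 UMIs), recomputed cluster 8 (surface epithelium-like, 319 cells, median 41531 UMIs) and recomputed cluster 11 (pluripotent-like, 124 cells, median 61494 UMIs). *EPCAM*, the gene of an epithelial adhesion molecule, was detected in 68.5% (95% CI 63.7 to 73.0%, 99.3% unthinned) of cluster 4, 55.8% (96.9% unthinned) of cluster 8 and 92.7% (100.0% unthinned) of cluster 11, against 4.94% (17.8% unthinned) in recomputed cluster 0 (neural and glial progenitor-like, 952 cells, median 21194 UMIs). *CDH1*, the gene of E-cadherin, was detected in 34.7%, 60.5% and 36.3%, against 0.841%. The tight-junction genes *CLDN4* and *CLDN7* were detected in 74.0% and 56.6% of cluster 4, 75.9% and 60.5% of cluster 8, and 25.8% and 58.1% of cluster 11, against 5.89% and 0.841%. *KRT18*, a keratin of simple epithelia, was detected in 99.0%, 97.2% and 91.9%, but also in 45.1% of cluster 0, which separates the classes less. In CPM *KRT18* was 2408, 1105 and 958, against 135. *KRT19* was detected in 92.1%, 77.4% and 74.2%, against 59.3%. *EPCAM* with *CDH1* was found in 5.35% (95% CI 4.74 to 6.02%) of all thinned cells, against 1.47% if independent. *EPCAM*, *CDH1*, *CLDN4*, *CLDN7*, *KRT18* and *KRT19* in recomputed clusters 4 and 8 helped to draw or name these cells, which accounts for part of their excess.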

*BMP4* was also strongly expressed by cells in clusters 5 and 6 (80.16 and 86.89% of cells, respectively) and is widely known to play a crucial role in promoting ectodermal-epithelial cell lineages and inhibiting neural fate^19,20^. 

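At WK1 *BMP4*, the gene of a secreted bone morphogenetic protein (ENSG00000125378, chromosome 14, 53949736 to 53958761 of GRCh38), was found mostly in the surface epithelium-like cells. It was detected in 34.0% (95% CI 29.4 to 38.9%, 81.6% unthinned) of 403 cells of recomputed cluster 4 and 50.8% (95% CI 45.2 to 56.4%, 90.3% unthinned) of 319 cells of recomputed cluster 8. In recomputed cluster 0, a neural class that should largely lack it, the share was 0.736% (3.78% unthinned). Because the epithelial cells held more UMIs than those of cluster 0, the thinned shares are the ones to compare. *BMP4* held 114 CPM (95% CI 109 to 119), 195 CPM (95% CI 188 to 203) and 2.37 CPM (95% CI 1.76 to 3.13). Of 8 genes of the BMP response, such as *ID1* and *ID3*, 7 were higher at WK1 than at WK0, with a median log2 ratio of 1.43 (95% CI 1.33 to 1.46), above every random list. Several genes of the fixed lists come from the paper, so this list is not taken as independent evidence of a response to *BMP4*. *ID1* was detected in 91.3% and 79.6% of the epithelial clusters, against 48.9%.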

*DLX5*, a downstream effector of BMP4 in non-neural ectoderm^21^, again showed robust expression in these cells (Fig. 1i). 

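*DLX5*, a distal-less homeobox gene of non-neural ectoderm, differed between the WK1 epithelial clusters. It was found in 87.5% (95% CI 83.3 to 90.9%, 99.4% unthinned) of recomputed cluster 8 and 30.8% (95% CI 26.3 to 35.5%, 79.9% unthinned) of recomputed cluster 4, against 1.26% (4.73% unthinned) in recomputed cluster 0. Its CPM was 499, 127 and 4.56. In recomputed cluster 11 the share of cells with *DLX5* was 6.45%, which lies within the 1.12 to 7.52% of the neuroectoderm progenitor-like clusters. The excess of *DLX5* in recomputed clusters 8 and 4 is partly given in advance, as the cells were defined or named from such genes.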

At this stage in the differentiation protocol, the cells can be described as forming an immature ‘pre-SEAM’. Ocular surface ectoderm cells in the pre-SEAM which display corneal epithelial commitment express *PAX6*, whereas *PAX6*-negative cells are likely to represent early general (head) surface ectoderm^1^. 

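The surface epithelium-like cells of WK1 fell into a part with much *PAX6* and a part with little. *PAX6* (ENSG00000007372, chromosome 11, 31784779 to 31817961 of GRCh38) was detected in 61.4% (95% CI 55.9 to 66.8%, 93.7% unthinned) of recomputed cluster 8 and 13.2% (95% CI 10.0 to 16.9%, 43.9% unthinned) of recomputed cluster 4. It held 224 CPM (95% CI 216 to 232) and 54.9 CPM (95% CI 51.7 to 58.4). Neural cells held *PAX6* as well, with 65.7% (96.9% unthinned) in recomputed cluster 0. The lowest share in a cluster of usual depth was 4.03%, in the pluripotent-like recomputed cluster 11. The share in cluster 4 stands above it, but the part that free RNA adds to either was not measured. *EPCAM* with *PAX6* was found in 5.21% (95% CI 4.60 to 5.87%) of all thinned cells, against 9.05% if independent. Of the cells with *EPCAM*, 31.7% had *PAX6*.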

In our data, this is clearly illustrated by the strong expression of *PAX6* in cluster 6, but not cluster 5 (Fig. 1i). Cells in cluster 10 were also *PAX6*-negative, likely representing their status as pluripotent cells which are newly differentiating towards surface ectodermal fates, but before the establishment of ocular vs. non-ocular commitment.

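The remaining pluripotent-like cells of WK1 held *POU5F1* together with *EPCAM* and almost no *PAX6*. In recomputed cluster 11, *POU5F1* was detected in 91.9% (95% CI 85.7 to 96.1%, 100.0% unthinned) of 124 cells, against 1.88% in recomputed cluster 8 and 0.736% in recomputed cluster 0. The long non-coding RNA *ESRG* was detected in 46.0% (96.0% unthinned), against 0.210%. *PAX6* had 7.40 CPM (95% CI 5.59 to 9.61) in cluster 11, and *SIX3* was detected in 10.5%, the lowest share among clusters of usual depth. Over all thinned cells, *POU5F1* with *EPCAM* was found in 3.05% (95% CI 2.58 to 3.57%), against 0.742% if independent, and 67.4% of the cells with *POU5F1* had *EPCAM*. Cells with both genes were common at WK0 too, where 93.9% of the cells with *EPCAM* had *POU5F1*. *POU5F1* was in 86.4% of the WK0 cells, so independent genes already give a high share and little excess is possible. *POU5F1* with *EPCAM* was found in 60.5% (95% CI 59.2 to 61.8%) of WK0 cells, against 55.7% if independent. *EPCAM* with *CDH1* was found in 27.8% (95% CI 26.5 to 29.0%) of them, against 25.3%. The pluripotent-like cluster is small and deep, and its median doublet score was 0.0411 against 0.0411 in cluster 8. Since these cells were defined or named with *POU5F1* and *ESRG* in recomputed cluster 11, a higher share there follows in part from the procedure.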

As the pre-SEAM continues to grow and mature in culture, there is evidence to suggest the emergence of satellite spheres containing *SOX10* + /*p75*+ neural crest cells^1,2^. The periocular mesenchyme, which is derived from neural crest cells which migrate into the ocular region during development, gives rise to cells of the corneal stroma and endothelium^22^. Several key transcription factors that are known to be important for corneal development are expressed in the periocular mesenchyme. These include *PITX2* and *FOXC1*^23^, along with *TFAP2B*, which is thought to be required for both epithelial stratification and endothelial differentiation^22^. In our analysis, we find that a subset of cells within the epithelial clusters 5 and 6 express markers of cranial neural crest/periocular mesenchyme, including *NGFR*, *PITX2*, *FOXC1/2, SOX10* and *TFAP2B* (Fig. 1j). 

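Genes of cranial neural crest and periocular mesenchyme were found in part of the WK1 epithelial cells, and not all of them set these cells apart from the neural classes. *FOXC1*, a forkhead gene of the anterior eye segment, was detected in 25.1% (95% CI 20.9 to 29.6%, 79.7% unthinned) of recomputed cluster 4 and 25.1% (73.4% unthinned) of recomputed cluster 8, against 0.316% (1.47% unthinned) in recomputed cluster 0. Its relative *FOXC2* was detected in 13.9% and 1.25%, against 0.105%. *TFAP2B*, an AP-2 gene of neural crest and surface ectoderm, was detected in 16.6% (52.0% unthinned) of cluster 8 and 2.48% of cluster 4, against 0% (thinned limit 0.316%). The neurotrophin receptor gene *NGFR* was detected in 4.72% and 6.90%, near the 1.49 to 6.45% of the neuroectoderm progenitor-like clusters. *SOX10*, a gene of migrating neural crest, was detected in 0.993% and 0.627%, within the 0 to 3.37% of those clusters, so its UMIs there do not rise above their level. A list of 10 neural crest and periocular mesenchyme genes named no cluster in any week. Its median log2 ratio of WK1 to WK0 was 2.34 (95% CI 2.01 to 2.76). *FOXC1* in recomputed cluster 4 served to define or name these cells, so the excess there is not a separate result.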

Given that formation of the cornea depends on complex bi-directional interactions between the head ectoderm and periocular mesenchyme^24^, it is possible that these reciprocal events are important for corneal development within the growing SEAM. The remaining cells at WK1 formed a large supercluster comprised of clusters 0-4, 7-9 & 11-12 (Fig. 1h). These cells were transcriptionally similar and expressed *SOX2*, which marks progenitors, alongside early neuroectodermal markers including *OTX2* and *CDH2*. 

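The neural cells of WK1 shared *SOX2* and *CDH2*, and differed more in *OTX2*. Across the 4084 neuroectoderm progenitor-like cells (median 25256 UMIs), *SOX2* was detected in 95.0% (95% CI 94.3 to 95.7%, 99.1% unthinned), with 77.4 to 97.9% by cluster. In the surface epithelium-like recomputed cluster 4 it was detected in 48.6% (95.3% unthinned). *CDH2*, the gene of the N-cadherin of neural tissue, was detected in 74.6% (96.2% unthinned) of the neural cells, against 37.0% (89.1% unthinned) in cluster 4. *OTX2* was detected in 41.1% (83.7% unthinned), with 23.9 to 52.2% by cluster, and in 40.9% (94.8% unthinned) of cluster 4, so that its share does not separate the 2 classes. Its CPM was 109.9 and 105. A list of 10 neural and glial progenitor genes had a median log2 ratio of WK1 to WK0 of 1.05 (95% CI 1.03 to 1.07). *SOX2* in recomputed cluster 0 and *OTX2* in recomputed cluster 1 served to define or name these cells, so the excess there is not a separate result.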

The classical ocular neuroepithelial markers *PAX6*, *RAX*, *SIX3* and *LHX2* were also expressed by cells in these clusters, which are quite distinct from cells in the presumptive surface epithelial clusters expressing *EPCAM* and *CDH1*, and the pluripotent cells expressing *POU5F1* (Fig. 1k).

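At WK1 *RAX* and *LHX2* were found mainly in neural cells, while *SIX3* and *PAX6* were shared with an epithelial cluster and *EPCAM* with the cells that held *POU5F1*. *RAX* was detected in 56.7% (95% CI 55.2 to 58.3%, 88.2% unthinned) of the neuroectoderm progenitor-like cells, 2.98% (16.6% unthinned) of recomputed cluster 4, 16.9% (58.0% unthinned) of recomputed cluster 8 and 1.61% (13.7% unthinned) of recomputed cluster 11. *LHX2*, a LIM homeobox gene that the optic vesicle needs, was detected in 54.1%, 3.47%, 6.90% and 4.03% of the same cells. *SIX3* was less selective, with 79.5% of the neural cells and 77.7% of cluster 8. *PAX6* was detected in 60.5% of the neural cells and 61.4% of cluster 8. *EPCAM* was detected in 5.76% and *CDH1* in 1.43% of the neural cells. *RAX* with *EPCAM* was found in 3.05% (95% CI 2.58 to 3.57%) of all thinned cells, against 7.91% if independent. *POU5F1* with *PAX6* was found in 0.777% (95% CI 0.550 to 1.06%), against 2.49%, but *POU5F1* with *EPCAM* in 3.05% (95% CI 2.58 to 3.57%), against 0.742%. Part of the excess of *RAX*, *SIX3*, *LHX2* and *PAX6* in recomputed cluster 1 is built in, since the cells were defined or named by it.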

### Early gene expression and cell lineage identity in emerging SEAMs; weeks 2 & 4

During eye development, contact of the distal portion of the optic vesicle with the surface head ectoderm results in the formation of the lens placode. Subsequently, it is the invagination of this non-neural placode that generates a 3-dimensional structure, comprising the lens vesicle and optic cup. We began our analysis of 2-week-old SEAMs (WK2; Fig. 2a, b) by assessing the expression of genes reported to be involved in vertebrate lens development. 

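At WK2 a set of *PAX6*-positive cells held genes of the early lens. *FOXE3*, a forkhead gene of the lens placode (ENSG00000186790, chromosome 1, 47416285 to 47418052 of GRCh38), was detected in 57.0% (95% CI 53.9 to 60.1%, 83.0% unthinned) of recomputed cluster 1 (lens-like, 1019 cells, median 26307 UMIs). It was detected in 53.8% (87.6% unthinned) of recomputed cluster 9 (lens-like, 210 cells, median 38977 UMIs) and 47.7% (85.8% unthinned) of recomputed cluster 10 (lens-like, 155 cells, median 39783 UMIs), against 1.56% (6.90% unthinned) in recomputed cluster 2 (surface epithelium-like, 449 cells, median 27871 UMIs), and also in 29.3% of the neural and glial progenitor-like cluster 8. *BHMT*, a methyltransferase that acts as an enzyme crystallin, was detected in 43.5%, 44.8% and 37.4%, against 0.891%. *CRYAB*, the αB-crystallin gene, was detected in 16.2%, 15.2% and 8.39%, against 1.78%. *PITX3* was detected in 9.23% and *PDGFRA* in 11.4% of cluster 1, against 0% (thinned limit 0.668%) and 0.668%. *PAX6* was found in 95.0%, 94.3% and 89.7%, against 4.01%. The 11 scored genes of the lens list had a median log2 ratio of WK2 to WK1 of 2.16 (95% CI 1.94 to 3.34), or 4.22 over those with at least 100 UMIs. Lens-like clusters held 26.6% (95% CI 25.4 to 27.8%) of WK2 cells, neuroectoderm progenitor-like clusters 38.1% (95% CI 36.7 to 39.4%), surface epithelium-like clusters 18.8% (95% CI 17.8 to 19.9%), an amnion-like cluster 6.94% (95% CI 6.26 to 7.66%) and a neuron-like cluster 2.31% (95% CI 1.92 to 2.75%). By construction, *FOXE3*, *BHMT*, *CRYAB* and *PITX3* in recomputed cluster 1, *FOXE3*, *BHMT* and *CRYAB* in recomputed cluster 9, and *FOXE3* and *BHMT* in recomputed cluster 10 stood out, because the cells were defined or named with the help of such genes.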

Cells in clusters 1, 8 and 9 were *PAX6*-positive and expressed early lens markers including *FOXE3*, *PITX3* and *PDGFRA*^25–27^ along with the developmentally regulated enzyme crystallin *BHMT*^28^ and *CRYAB*, which interacts with other crystallins to help preserve lens transparency^29^ (Fig. 2c). 

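*MITF*, the gene of a transcription factor of pigment cells, was found in the same WK2 clusters as the early lens genes and in a neural cluster. It was found in 35.2% (95% CI 32.3 to 38.3%, 77.7% unthinned) of recomputed cluster 1, 34.3% of cluster 9 and 32.9% of cluster 10, against 1.56% (4.90% unthinned) in the surface epithelium-like cluster 2. *RAX* was detected in 61.1% and *SIX6* in 76.1% of cluster 1, against 1.11% and 1.34%. In recomputed cluster 8 (neural and glial progenitor-like, 242 cells, median 27384 UMIs), *RAX* was detected in 42.2% and *MITF* in 28.1%. Over the library, *MITF* held 45.5 CPM (95% CI 44.4 to 46.6).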

Alongside the eye-field transcription factors *PAX6*, *RAX* and *SIX6*, cells within clusters 1, 3, 8, and 9 also expressed *VSX2*, a well-established marker of multipotent retinal progenitor cells (RPCs)^30,31^ and the retinal pigment epithelial (RPE) determinant *MITF*^32,33^ (Fig. 2d), indicating a mixed pool of progenitors.

**Fig. 2:**
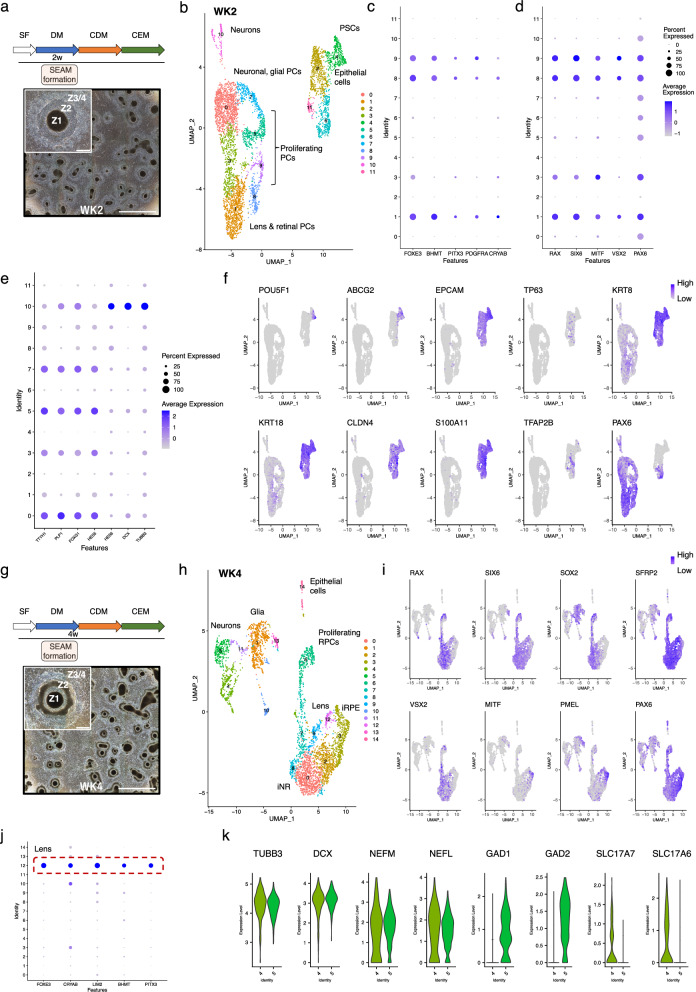
scRNAseq analysis of WK2 and WK4 SEAMs. **a** Experimental timeline and representative phase-contrast image showing WK2 SEAMs in culture. Scale bar: 5000 μm; inset, 500 μm. **b** UMAP plot of WK2 SEAMs. **c** Dot plots showing expression of lens progenitor cell markers *FOXE3*, *BHMT*, *PITX3*, *PDGFRA* and *CRYAB*. **d** Dot plots illustrating overlapping expression domains of NR markers and RPE marker *MITF*. **e** Dot plots showing expression of glial and neural markers. **f** Feature plots showing populations of stem (*POU5F1, ABCG2*) and surface ectoderm-derived epithelial cells. Elevated *PAX6* expression indicates ocular lineages. **g** Experimental timeline and representative phase-contrast image showing WK4 SEAMs in culture. Scale bar: 5000 μm; inset, 500 μm. **h** UMAP plots of WK4 SEAMs. **i** Feature plots showing widespread expression of *PAX6, SIX6 and SFRP2* and reciprocal expression of *VSX2*, *SOX2* and *RAX* in developing NR compared with *MITF* and *PMEL* in RPE. **j** Lens marker expression in Seurat cluster 12. **k** Violin plots showing contribution of neuronal cell subtypes to clusters 4 and 5. Z1 Zone 1, Z2 Zone 2, Z3 Zone 3, Z4 Zone 4, SF StemFit medium, DM differentiation medium, CDM corneal differentiation medium, CEM corneal epithelium maintenance medium, PSC pluripotent stem cell, PC progenitor cell, RPC retinal progenitor cell, NR neural retina, RPE retinal pigment epithelium. ‘i‘ denotes immature cells.

Five clusters of proliferative cells were present in the WK2 data (clusters 5, 7, 8, 9 and 11). These cells expressed markers such as *TOP2A*, *MKI67* and *UB2EC*, and cell cycle analysis demonstrated that a considerable percentage of these cells were in the S and/or G2/M phases (Supplementary Fig. 1). 

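Genes of the cell cycle set apart some WK2 clusters within the lens-like, neural and epithelial cells. *TOP2A* was detected in 97.4% (95% CI 93.5 to 99.3%, 100.0% unthinned) of recomputed cluster 10, 94.8% of cluster 9, 98% of recomputed cluster 5 (neural and glial progenitor-like, 361 cells, median 34231 UMIs) and 84.9% of recomputed cluster 7 (neural and glial progenitor-like, 272 cells, median 21658 UMIs). It was detected in 5.88% (15.0% unthinned) of recomputed cluster 11 (GABAergic neuron-like, 120 cells, median 18144 UMIs), a class of cells that have left the cycle. *MKI67* was detected in 92.3%, 67.1%, 82.6% and 72.4% of the same clusters, against 0.840%. *UBE2C* was detected in 90.3%, 66.2%, 81.7% and 62.1%, against 0.840%. Over the library, *TOP2A* held 399 CPM (95% CI 396 to 402). No phase of the cell cycle was called here. A list of 8 proliferation genes had a median log2 ratio of WK2 to WK1 of 0.21 (95% CI 0.19 to 0.22). *TOP2A*, *MKI67* and *UBE2C* in recomputed cluster 5 took part in defining or naming these cells and carried no separate weight there.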

While cells in clusters 8 and 9 co-expressed lens and retinal progenitor cell markers, the proliferative cells of clusters 5 and 7 were transcriptionally more similar to those in cluster 0, with expression patterns indicative of progression towards a neural fate. 

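Neural and glial genes were strongest in a few WK2 clusters. *PTPRZ1*, a receptor phosphatase gene of glial precursors (ENSG00000106278, chromosome 7, 121873089 to 122062036 of GRCh38), was detected in 87.8% (95% CI 85.7 to 89.7%, 99.8% unthinned) of recomputed cluster 0 (neural and glial progenitor-like, 1105 cells, median 20071 UMIs), 77.0% of recomputed cluster 5 and 71.3% of cluster 7, against 6.01% (24.5% unthinned) in the surface epithelium-like cluster 2. *TTYH1*, a gene of neural stem cells, was detected in 77.4%, 75.1% and 73.2%, against 4.01%. *PTPRZ1* held 486 CPM (95% CI 477 to 495) in cluster 0, with a log2 ratio of WK2 to WK1 over the libraries of -0.45 (95% CI -0.47 to -0.43). *PTPRZ1* and *TTYH1* in recomputed clusters 0, 5 and 7 helped to draw or name these cells, which accounts for part of their excess.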

We observed increased levels of the anterior neuroectoderm and developing forebrain marker *FOXG1* in these cells, along with *TTYH1*, which enhances NOTCH signalling and is required for the maintenance of neural stem cells^34^, *PTPRZ1*, which is expressed by oligodendrocyte precursors^35^, and the proteolipid *PLP1*, which is expressed in myelin^36^ (Fig. 2e). These gene expression patterns are therefore indicative of a mixed neural and glial precursor cell population. Another NOTCH-responsive factor, *HES5*, which can regulate both gliogenesis and neurogenesis^37^, was expressed across these clusters, whereas the pro-neural *HES6* was expressed in cells of cluster 10, together with neuronal markers such as *TUBB3* and *DCX* (Fig. 2e).

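*HES5*, a target of NOTCH signalling, was spread over the neural progenitor-like cells of WK2. Neuronal genes were found in a larger share of recomputed cluster 11 than of clusters 0 and 2. With 120 cells against 1105 in cluster 0, cluster 11 need not hold most of the cells with these genes. *HES5* was detected in 89.1% (95% CI 87.1 to 90.8%, 97.2% unthinned) of recomputed cluster 0, 89.8% of cluster 5, 80.9% of cluster 7 and 77.3% of cluster 8, but 24.4% of cluster 11 and 2.67% (17.2% unthinned) of the surface epithelium-like cluster 2. *HES6*, a proneural relative, was detected in 61.3% (95% CI 52.0 to 70.1%, 87.5% unthinned) of cluster 11, against 11.0% in cluster 0 and 10.0% in cluster 2. *TUBB3*, the neuronal tubulin gene, was detected in 98.3% of cluster 11, against 28.1% and 13.1%. The doublecortin gene *DCX* was detected in 93.3%, against 30.4% and 2.90%. All 9 genes of a neuron list were higher at WK2 than at WK1, with a median log2 ratio of 1.57 (95% CI 1.53 to 1.62). From the joint expression of neural and glial genes, the paper proposes a mixed population of neural and glial precursors. The excess of *HES5* in recomputed clusters 0, 5, 7 and 8 is partly given in advance, as the cells were defined or named from such genes.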

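*POU5F1* was found in a group of WK2 cells that held some other pluripotency genes and almost none of *NANOG* and *TDGF1*. In recomputed cluster 6 (amnion-like, 361 cells, median 52564 UMIs) *POU5F1* was detected in 23.0% (95% CI 18.8 to 27.7%, 69.3% unthinned) of 361 cells, against 0.0905% (0.724% unthinned) in recomputed cluster 0. *ABCG2*, the gene of a drug-efflux transporter, was detected in 37.4% (95% CI 32.4 to 42.6%, 89.5% unthinned), against 0.272% (0.543% unthinned). *NANOG* was detected in 1 of these cells (0.277%), close to the share in cluster 0 (0.272%). *POU5F1* held 83.5 CPM (95% CI 79.5 to 87.6) there. *L1TD1* and *ESRG* held 318 and 24.3 CPM, against 122 and 1.56 CPM in the epithelium-like cells, the highest other class. *DPPA4* did not mark the cluster, with 36.3 CPM against 69.9 in the neuroectoderm progenitor-like cells. *NANOG* and *TDGF1* held 0.154 CPM each. Genes of amnion and trophoblast named the cluster, among them *GABRP*, a GABA receptor subunit gene, and *HAND1*, a basic helix-loop-helix gene. *EPCAM* was found in 91.1% and *CDH1* in 41.8% of these cells. *POU5F1* with *PAX6* was found in 0.123% (95% CI 0.0451 to 0.267%) of all thinned cells. Since these cells were defined or named with *GABRP*, *HAND1* and *POU5F1* in recomputed cluster 6, a higher share there follows in part from the procedure.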

The remaining four clusters at WK2 (clusters 2, 4, 6 and 11) include subpopulations of cells expressing *POU5F1* and the stem cell marker *ABCG2*^38,39^, and clusters representing developing surface ectoderm (Fig. 2f). Cells in cluster 6 expressed PAX6 along with the keratin family members *KRT8* and *KRT18* and epithelial markers including *EPCAM* and *CDH1*. 

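Recomputed cluster 3 of WK2 combined *PAX6* with genes of simple epithelia. *PAX6* was detected in 48.3% (95% CI 43.6 to 53.1%, 69.5% unthinned) of recomputed cluster 3 (surface epithelium-like, 443 cells, median 29291 UMIs). *KRT8* was detected in 98.0% and *KRT18*, its usual partner keratin, in 98.2%, against 36.7% and 29.0% in recomputed cluster 0. In CPM the keratins differed more, with 1225 and 1477, against 109.9 and 75.8. *EPCAM* was detected in 76.8% (95% CI 72.5 to 80.6%, 99.8% unthinned), against 3.08% (12.2% unthinned). *CDH1* was detected in 46.1% (95% CI 41.3 to 50.8%, 94.6% unthinned), against 0.634% (2.08% unthinned). *EPCAM* with *PAX6* was found in 6.02% (95% CI 5.37 to 6.72%) of the library, against 15.3% if independent. The 13 genes of a surface ectoderm list had a median log2 ratio of WK2 to WK1 of 0.62 (95% CI 0.61 to 0.64). *KRT8*, *KRT18*, *EPCAM* and *CDH1* in recomputed cluster 3 served to define or name these cells, so the excess there is not a separate result.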

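*TP63*, the p63 gene of stratifying epithelia (ENSG00000073282, chromosome 3, 189631389 to 189897276 of GRCh38), was found in a small part of the WK2 epithelial cells. It was found in 2.81% (95% CI 2.36 to 3.31%, 10.2% unthinned) of all 4884 thinned WK2 cells. Its share was 16.7% (95% CI 13.4 to 20.5%, 54.2% unthinned) in recomputed cluster 3 and 10.7% (95% CI 7.99 to 13.9%, 41.9% unthinned) in cluster 2, against 0.0905% (0.362% unthinned) in the neural recomputed cluster 0. *TP63* held 36.0, 25.4 and 0.174 CPM in these clusters. In the amnion-like cluster 6 its share was 1.94%.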

*TP63*, which regulates epithelial cell stratification in the developing limbus and cornea^40,41^, was expressed by a small number of cells at this stage (Fig. 2f). 

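A further group of WK2 epithelial cells, recomputed cluster 2, held the same keratins with little *PAX6*, and recomputed cluster 12 (surface epithelium-like, 87 cells, median 37669 UMIs) held genes of dividing cells. *PAX6* was found in 4.01% (95% CI 2.39 to 6.26%, 20.7% unthinned) of cluster 2, 19.5% (43.7% unthinned) of cluster 12 and 3.88% of the amnion-like cluster 6, the lowest share among clusters of usual depth. *KRT8* was detected in 100.0% and *KRT18* in 99.8% of cluster 2. *EPCAM* was found in 77.1% and *CDH1* in 45.2%. *TOP2A* was detected in 95.4% of cluster 12, against 29.4% in cluster 2 and 24.6% in cluster 3. *MKI67* was detected in 86.2%, 18.5% and 14.0% of these clusters. *KRT8*, *KRT18*, *EPCAM* and *CDH1* in recomputed cluster 2 served to define or name these cells, so the excess there is not a separate result.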

Cells in cluster 2 were transcriptionally similar to those in cluster 6, but expressed little or no *PAX6*, indicating that these represent non-ocular epithelium, while those in cluster 11 expressed proliferative markers (Supplementary Fig. 1). 

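*CLDN4* and *S100A11* were found across the WK2 epithelial cells, and *TFAP2B* mostly in the part with *PAX6*. *CLDN4* was detected in 73.6% (95% CI 69.2 to 77.6%, 99.1% unthinned) of recomputed cluster 3, 68.6% of cluster 2 and 82.8% of cluster 12, against 2.26% (9.86% unthinned) in the neural cluster 0. *S100A11*, the gene of a calcium-binding protein, was detected in 95.0%, 93.3% and 90.8%, against 6.43% (23.2% unthinned). *TFAP2B* was detected in 37.9% (95% CI 33.4 to 42.6%, 73.1% unthinned) of cluster 3, 14.9% of cluster 12 and 5.57% of cluster 2, against 0.362% (0.905% unthinned). The amnion-like cluster 6 had *CLDN4* in 64.3% and *S100A11* in 98.6% of its cells. Genes of neural crest and periocular mesenchyme as a list had a median log2 ratio of WK2 to WK1 of -1.01 (95% CI -1.18 to -0.85), with 3 of 10 genes higher and 7 lower at WK2. Part of the excess of *CLDN4* and *TFAP2B* in recomputed cluster 3 and *CLDN4* in recomputed clusters 2 and 12 is built in, since the cells were defined or named by it.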

Members of the claudin and S100A multi-gene families, including *CLDN4* and *S100A11*, which are known to be expressed in ocular tissues^42,43^, were widely expressed amongst the epithelial populations at WK2, with markers of periocular mesenchyme including *TFAP2B* also present in subsets of cells interspersed within the main clusters (Fig. 2f).

At WK4 (Fig. 2g, h) there was widespread, multi-cluster expression of neuroepithelial and retinal progenitor cell markers including *RAX*, *SIX6*, *SOX2*, *VSX2*, and *SFRP2* (Fig. 2i) and at this developmental timepoint no pluripotent cells were detected (Supplementary Fig. 2). 

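Retinal progenitor genes were spread over many WK4 clusters, and *POU5F1* and *NANOG* were almost absent. *RAX* was detected in 68.9% (95% CI 66.9 to 71.0%, 92.5% unthinned) of the 1999 retinal progenitor-like cells (median 22544 UMIs), with 49.4 to 82.3% by cluster, against 0% (thinned limit 5.26%, 1.75% unthinned) in recomputed cluster 15 (corneal epithelium-like, 57 cells, median 23761 UMIs). *SIX6*, a homeobox gene of the optic vesicle, was detected in 78.6%, against 0% (thinned limit 5.26%). *SOX2* was detected in 66.6%, against 5.26%. *SFRP2*, the gene of a secreted WNT antagonist, was detected in 98.6%, but also in 24.6% of cluster 15, and held 2265 CPM over the library. *POU5F1* was detected in 2 and *NANOG* in 3 of 3778 thinned cells. Retinal progenitor-like clusters held 48.6% (95% CI 47.1 to 50.2%) of WK4 cells, neuron-like clusters 15.0% (95% CI 13.9 to 16.1%), a neural and glial progenitor-like cluster 12.7% (95% CI 11.7 to 13.8%) and an RPE-like cluster 9.29% (95% CI 8.42 to 10.2%). Lens-like, astrocyte precursor-like and epithelial clusters held 2.48%, 1.61% and 1.39%. A resolution of 0.4 gave 20.7% for the RPE-like class, and clustering without doublet removal 4.64% for the astrocyte precursor-like class. By construction, *RAX*, *SIX6* and *SFRP2* in recomputed clusters 0, 8 and 2 stood out, because the cells were defined or named with the help of such genes.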

Cells in cluster 3 expressed *MITF*, *DCT* and *PMEL*, markers associated with melanin biosynthesis in the RPE^44,45^, in regions where *VSX2* expression was lower, denoting progressive delineation of the presumptive RPE and neural retina (Fig. 2i). 

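Genes of the retinal pigment epithelium (RPE) at WK4 were most frequent in 2 clusters, 1 of them a small glial one. *MITF* was detected in 37.8% (95% CI 32.9 to 42.9%, 85.9% unthinned) of recomputed cluster 3 (RPE-like, 382 cells, median 26822 UMIs), against 9.97% (31.6% unthinned) in recomputed cluster 0 (retinal progenitor-like, 683 cells, median 21241 UMIs). *DCT*, the gene of the melanin enzyme dopachrome tautomerase, was detected in 37.8% (56.8% unthinned), against 5.72% (17.9% unthinned). *PMEL*, which encodes the scaffold of melanosome fibrils, was detected in 84.8%, against 38.9% in cluster 0 and 8.77% in the epithelial cluster 15. Its CPM was 1102 in cluster 3 and 147 in cluster 0. *DCT* and *PMEL* were also detected in 59.1% and 86.4% of recomputed cluster 14 (astrocyte precursor-like, 66 cells, median 24188 UMIs), and *DCT* and *MITF* in 31.3% and 20.6% of the retinal progenitor-like cluster 2. The 13 genes of an RPE list had a median log2 ratio of WK4 to WK2 of 0.34 (95% CI 0.13 to 0.70). Partly from these pigment genes, the paper concludes that the presumptive RPE and the neural retina were becoming distinct. *MITF*, *DCT* and *PMEL* in recomputed cluster 3 took part in defining or naming these cells and carried no separate weight there.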

Highly proliferative progenitors mark cluster 6 (Supplementary Fig. 1), while cells in cluster 12 represent those of the developing lens. 

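Lens genes at WK4 were concentrated in a single small cluster. *LIM2*, the gene of a lens fibre membrane protein (ENSG00000105370, chromosome 19, 51379909 to 51387974 of GRCh38), was detected in 57.8% (95% CI 47.7 to 67.6%, 84.3% unthinned) of recomputed cluster 12 (lens-like, 102 cells, median 30697 UMIs). *FOXE3* was detected in 50.0% (95% CI 39.9 to 60.1%, 77.5% unthinned), against 0% (thinned limit 5.26%) in the epithelial cluster 15 and 0.733% in the retinal cluster 0. *BHMT* was detected in 38.2% (60.8% unthinned), against 0% (thinned limit 5.26%) and 3.08%, and *PITX3*, a paired-type homeobox gene, in 29.4% (69.6% unthinned), against 0% (thinned limit 5.26%) and 0.587%. *LIM2* was found in 0% (thinned limit 5.26%) and 9.38% of clusters 15 and 0. *CRYAB* was shared more widely, with 53.9% (74.5% unthinned) in cluster 12, 38.3% in recomputed cluster 13 (retinal progenitor-like, 85 cells, median 9381 UMIs) and 31.5% in the RPE-like cluster 3. Lens-like cells made up a smaller share of the kept cells at WK4 than the 26.6% of WK2, but the classes are unlike. Cluster 12 had 5 lens genes among its 10 defining genes, against 2, 0 and 0 in clusters 1, 9 and 10 of WK2. Cluster 10 of WK2 scored 0.679 on the lens list and 0.637 on the retinal progenitor list. The lower share is therefore not a measure of lost lens cells. The lens list as a whole had a median log2 ratio of WK4 to WK2 of 0.25 (95% CI 0.04 to 0.54). *LIM2*, *FOXE3*, *BHMT*, *PITX3* and *CRYAB* in recomputed cluster 12 helped to draw or name these cells, which accounts for part of their excess.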

FindAllMarkers revealed that compared to other clusters, cells in cluster 12 differentially expressed *FOXE3*, *CRYAB*, *LIM2*, *BHMT* and *PITX3* (Fig. 2j), well-documented contributors to lens development in vivo^25,27,28^. The mixed pool of glial and neural progenitors seen in WK2 SEAMs was likewise present at WK4. Neuronal cells in clusters 4, 5 and 11 expressed common elements such as *DCX*, *TUBB3* and *NEFM/L*, but also specific markers according to their developing subtype. For example, cells in cluster 4 expressed *SLC17A7* (*VGLUT1*) and *SLC17A6* (*VGLUT2*), which encode vesicular glutamate transporters and specifically mark glutamatergic neurons^46^ while those in cluster 5 expressed the GABAergic markers *GAD1* and *GAD2*^47^ (Fig. 2k), along with the DLX family members *DLX1*, *2*, *5* and *6*, which regulate GABAergic neuronal specification^48^ (Supplementary Fig. 3). 

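Neuronal genes marked 2 clusters of WK4 cells. *DCX* was detected in 97% (95% CI 95.1 to 98.9%, 100.0% unthinned) of recomputed cluster 4 (GABAergic neuron-like, 318 cells, median 21512 UMIs) and 92.0% (97.3% unthinned) of recomputed cluster 5 (glutamatergic neuron-like, 298 cells, median 18307 UMIs), against 1.58% (8.38% unthinned) in the RPE-like cluster 3. *TUBB3* was detected in 100.0% and 100.0%, against 40.9%, and its CPM was 2960, 3430 and 181. *NEFM* and *NEFL*, the genes of the medium and light neurofilaments, were detected in 51.9% and 41.2% of cluster 4 and 49.0% and 48.7% of cluster 5, against 0.787% and 0.525%. All 9 genes of the neuron list were higher at WK4 than at WK2, with a median log2 ratio of 2.64 (95% CI 2.56 to 2.66).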

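The WK4 neurons fell into a part with glutamate transporter genes and a part with GABA enzyme and *DLX* genes. *SLC17A6*, a vesicular glutamate transporter gene (ENSG00000091664, chromosome 11, 22338381 to 22379503 of GRCh38), was detected in 25.5% (95% CI 20.7 to 30.9%, 40.6% unthinned) of recomputed cluster 5, against 1.57% (3.77% unthinned) in cluster 4. *SLC17A7* was detected in 16.4% (39.6% unthinned), against 0.943% (4.09% unthinned). *GAD1* and *GAD2*, whose enzymes make GABA, were detected in 26.4% (61.0% unthinned) and 45.0% (78.3% unthinned) of cluster 4, against 5.71% and 3.02% in cluster 5. *DLX5* was detected in 74.5% (95% CI 69.4 to 79.2%, 92.1% unthinned) of cluster 4, against 5.03% (9.40% unthinned). *DLX1*, *DLX2* and *DLX6* were detected in 66.7%, 72.3% and 30.8% of cluster 4, against 6.04%, 6.71% and 1.68% in cluster 5. *GAD2* with *SLC17A6* was found in 0.106% (95% CI 0.0289 to 0.271%) of all thinned cells, against 0.107% if independent. Median log2 ratios of WK4 to WK2 were 2.89 (95% CI 2.67 to 3.11) for a glutamatergic list and 1.99 (95% CI 1.91 to 2.05) for a GABAergic list. The excess of *SLC17A6* and *SLC17A7* in recomputed cluster 5 and *GAD1*, *GAD2*, *DLX1*, *DLX2*, *DLX5* and *DLX6* in recomputed cluster 4 is partly given in advance, as the cells were defined or named from such genes.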

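Glial genes at WK4 were most frequent in 2 clusters with different partners. *FABP7*, a fatty-acid-binding protein gene of radial glia, was detected in 72.3% (95% CI 68.2 to 76.1%, 93.7% unthinned) of recomputed cluster 1 (neural and glial progenitor-like, 523 cells, median 27133 UMIs), against 3.94% (18.9% unthinned) in the RPE-like cluster 3, and *SOX3*, a SOXB1 gene of neural progenitors, in 78.6%, against 3.15%. *PAX2*, a gene of the optic stalk and optic disc, was detected in 66.7% (95% CI 54.0 to 77.8%, 95.5% unthinned) of recomputed cluster 14 and 28.0% of the retinal progenitor-like cluster 0, against 0.574% (3.25% unthinned) in cluster 1. *VAX1*, a ventral forebrain homeobox gene, was detected in 63.6% (98.5% unthinned) of cluster 14 and 16.2% of the retinal progenitor-like cluster 9, against 11.3% (32.3% unthinned) in cluster 1. Of the 428 thinned WK4 cells with *PAX2*, 44 were in cluster 14. *PAX2* with *VAX1* was found in 1.40% (95% CI 1.05 to 1.83%) of all thinned cells, against 0.636% if independent. The neural and glial progenitor list had a median log2 ratio of WK4 to WK2 of -0.13 (95% CI -0.16 to -0.11) and an astrocyte precursor list one of 0.58 (95% CI 0.40 to 0.96). Since these cells were defined or named with *FABP7* and *SOX3* in recomputed cluster 1 and *PAX2* and *VAX1* in recomputed cluster 14, a higher share there follows in part from the procedure.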

Cells in clusters 1 and 13 expressed markers indicative of populations of differentiating glial-like cells, including oligodendrocyte-like cells expressing *PLP1*, *FABP7* and *SOX3*, and astrocyte-like cells expressing *PAX2* and *VAX1* (Supplementary Fig. 3a, b). 

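Epithelial cells were few at WK4 and carried *EPCAM* and *CDH1*, while *PAX6*, also detected in them, did not set them apart. Recomputed cluster 15 held 1.39% (95% CI 1.05 to 1.79%) of 4111 kept cells. *EPCAM* was detected in 82.5% (95% CI 70.1 to 91.3%, 100.0% unthinned) of its 57 thinned cells, against 0.733% (5.86% unthinned) in the retinal cluster 0. *CDH1* was detected in 47.4% (96.5% unthinned), against 0.147% (0.146% unthinned). *PAX6* was detected in 71.9% (95% CI 58.5 to 83.0%, 84.2% unthinned), but also in 3003 of all 3778 thinned cells. The part of its share that free RNA adds was not measured. *EPCAM* with *PAX6* was found in 2.59% (95% CI 2.11 to 3.15%) of all thinned cells, against 2.82% if independent. *TP63* was detected in 24.6% and the basal keratin gene *KRT5* in 8.77%, against 0% (thinned limit 0.440%) and 0% (thinned limit 0.440%) in cluster 0. *EPCAM* with *CDH1* was found in 0.635% (95% CI 0.407 to 0.944%) of all thinned cells at WK4 and 9.89% (95% CI 9.07 to 10.8%) at WK2. The WK2 share includes the amnion-like cluster, which was not counted as epithelial. The surface ectoderm list had a median log2 ratio of WK4 to WK2 of -3.35 (95% CI -3.48 to -3.23), with 12 of 13 genes lower. *TP63* and *KRT5* in recomputed cluster 15 served to define or name these cells, so the excess there is not a separate result.

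**Figure D2:**
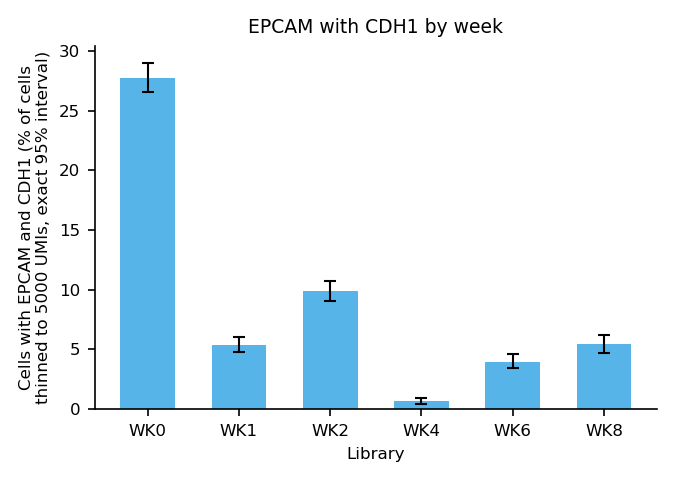
Share of cells thinned to 5000 UMIs with both *EPCAM* and *CDH1*, by library, with exact 95% intervals as bars. The share is 27.8% at WK0 and 0.635% at WK4. WK0 had no epithelium-like cluster, and 93.9% of its cells with *EPCAM* also had *POU5F1*. The fall from WK0 is therefore not a measure of lost epithelial cells. The WK2 share includes the amnion-like cluster.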

Surprisingly, only a small number of ocular epithelial cells were observed in our analysis of WK4 SEAMs, making up cluster 14 (Fig. 2h).

### Gene expression and cell lineage identity in advanced SEAMs; weeks 6–12

After culture for 6 weeks (WK6), differentiating iPSC cells are organised into a characteristic concentric multi-zone SEAM (Fig. 3a)^1^. Cells which reside in Zone 2 of 6-week-old SEAMs are known to represent those of the neural retina and RPE. Cluster analysis (Fig. 3b) revealed that like at WK4, there was a progressive delineation between RPE and neural retinal cells. Cells in cluster 5, and to a lesser extent, cluster 4, abundantly expressed RPE markers including *MITF*, *DCT*, *TYR* and *TYRP1* in a pattern which was increasingly non-overlapping with markers of neural retinal progenitor cells such as *VSX2*, *RAX* and *SOX2*, in clusters 0 and 1 (Fig. 3c). 

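Apart from *DCT*, pigment genes and neural retina genes marked largely different cells at WK6. *TYRP1*, a gene of melanin synthesis, was detected in 40.2% (95% CI 35.0 to 45.6%, 66.9% unthinned) of recomputed cluster 5 (RPE-like, 347 cells, median 24724 UMIs), against 0.186% (1.30% unthinned) in recomputed cluster 1 (retinal progenitor-like, 537 cells, median 20851 UMIs). *TYR*, the gene of tyrosinase (ENSG00000077498, chromosome 11, 89177875 to 89295759 of GRCh38), was detected in 18.5% (36.3% unthinned), against 0.186% (1.12% unthinned). *MITF* was detected in 47.7% (95% CI 42.3 to 53.1%, 92.5% unthinned) of cluster 5 and 25.7% of recomputed cluster 4 (ciliary margin-like, 415 cells, median 21639 UMIs), against 6.89%. *DCT* was detected in 73.1% of cluster 5 and 28.4% of cluster 4, but also in 40.3% of recomputed cluster 0 (retinal progenitor-like, 810 cells, median 20821 UMIs), with CPM of 3195, 141 and 149, and in 95.4% of the photoreceptor-like cluster 10. *RAX* was detected in 39.7% of cluster 0, 60.5% of cluster 1 and 9.25% of cluster 5, and *SOX2* in 37.1%, 73.2% and 1.45%. Retinal progenitor-like clusters held 40.8% (95% CI 39.3 to 42.2%) of WK6 cells, neuron-like clusters 16.0% (95% CI 14.9 to 17.1%), epithelial clusters 12.0% (95% CI 11.0 to 13.0%) and a ciliary margin-like cluster 9.47% (95% CI 8.62 to 10.4%). RPE-like, retinal neuron-like and astrocyte precursor-like clusters held 7.92%, 6.50% and 5.02%. Some of these shares depend on the procedure. The ciliary margin-like share was 20.1% at a resolution of 0.4 and 16.1% with 30 principal components, the epithelial share 7.61% without cells over 10% mitochondrial UMIs, and the astrocyte precursor-like share 3.08% at a resolution of 1.2 and 3.04% without doublet removal. The RPE list had a median log2 ratio of WK6 to WK4 of 1.32 (95% CI 1.10 to 1.40), or 0.72 as the mean of the CPM of each cell. *TYRP1*, *TYR*, *MITF* and *DCT* in recomputed cluster 5 and *RAX* in recomputed clusters 0 and 1 served to define or name these cells, so the excess there is not a separate result.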

Clusters 7 and 8 represent proliferative progenitors (Supplementary Fig. 1). Retinal progenitor cells are multipotent, generating all six types of retinal neurons and Müller glia, in an ordered, sequential process, with retinal ganglion cells (RGCs) being the first to form. Cells in cluster 12 expressed *ATOH7* and *POU4F2*, which are required for RGC competence and differentiation^49^, along with the neurotrophic receptor tyrosine kinase member *NTRK1* (Fig. 3d). 

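Genes of retinal ganglion cells (RGCs) marked a small WK6 cluster. *POU4F2*, a POU-domain gene of RGCs (ENSG00000151615, chromosome 4, 146638893 to 146642474 of GRCh38), was detected in 68.3% (95% CI 55.3 to 79.4%, 89.2% unthinned) of recomputed cluster 13 (RGC-like, 65 cells, median 20623 UMIs), against 0% (thinned limit 0.867%, 0% unthinned) in the RPE-like cluster 5. *ATOH7*, a proneural gene that RGCs need, was detected in 65.1% (81.5% unthinned), against 1.16% (2.59% unthinned). *POU4F2* with *ATOH7* was found in 0.658% (95% CI 0.437 to 0.949%) of all thinned cells, against 0.0602% if independent. Of 9 RGC genes 8 were higher at WK6 than at WK4, with a median log2 ratio of 1.08 (95% CI 0.75 to 1.16). Part of the excess of *POU4F2* and *ATOH7* in recomputed cluster 13 is built in, since the cells were defined or named by it.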

Cells in cluster 11 expressed *ATOH7*, which marks RGCs in a transitional cell state of differentiation^50^, and *VSX1*, which marks cone bipolar interneurons which connect photoreceptors to RGCs^51^. 

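*ATOH7* and the bipolar cell gene *VSX1* were found together in other small WK6 clusters, without *POU4F2*. *ATOH7* was detected in 65.8% (95% CI 54.0 to 76.3%, 72.4% unthinned) of recomputed cluster 12 (RGC-like, 76 cells, median 17792 UMIs) and 77.1% (97.1% unthinned) of recomputed cluster 15 (retinal interneuron-like, 35 cells, median 26512 UMIs). *VSX1*, a homeobox gene of cone bipolar cells, was detected in 52.6% (95% CI 40.8 to 64.2%, 80.3% unthinned) and 85.7% (95% CI 69.7 to 95.2%, 97.1% unthinned) of these clusters, against 1.59% (7.69% unthinned) in recomputed cluster 13 and 0.289% (1.73% unthinned) in the RPE-like cluster 5. *POU4F2* was detected in 0% (thinned limit 3.95%) of cluster 12 and 0% (thinned limit 8.57%) of cluster 15. *ATOH7* held 2085 CPM in cluster 12 and 555 in cluster 15. A list of 7 retinal interneuron genes had a median log2 ratio of WK6 to WK4 of 1.09 (95% CI 0.99 to 1.37). The shares in cluster 15 rest on 35 cells. By construction, *ATOH7* and *VSX1* in recomputed cluster 12 and *VSX1* in recomputed cluster 15 stood out, because the cells were defined or named with the help of such genes.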

*ATOH7* also labels progenitors which give rise to early-born cone photoreceptors^52^. In human development, the birth of cone photoreceptors precedes that of rods, and cones can be identified by the expression of markers such as *PDE6H*, which labels a cone cell-specific inhibitory subunit^53^. Cells in cluster 10 strongly and exclusively expressed *PDE6H*, along with the photoreceptor cell-type marker *CRX* (Fig. 3d), allowing us to identify spontaneously developing photoreceptors in iPSC-derived SEAMs. 

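Cells with photoreceptor genes formed a WK6 cluster of their own. *PDE6H*, the gene of the inhibitory subunit of the cone phosphodiesterase (ENSG00000139053, chromosome 12, 14973042 to 14981865 of GRCh38), was detected in 62.4% (95% CI 52.6 to 71.5%, 80.7% unthinned) of recomputed cluster 10 (photoreceptor-like, 109 cells, median 18375 UMIs). Elsewhere its highest share was 0.766%, in recomputed cluster 6. *CRX*, a homeobox gene of photoreceptors, was detected in 59.6% (95% CI 49.8 to 68.9%, 93.6% unthinned), with at most 1.32% in another cluster. In CPM, *PDE6H* was 415 and *CRX* 241 in cluster 10. *CRX* with *PDE6H* was found in 1.13% (95% CI 0.832 to 1.49%) of all thinned cells, against 0.0327% if independent, and 61.5% of the cells with *PDE6H* had *CRX*. All 10 genes of a photoreceptor list were higher at WK6 than at WK4, with a median log2 ratio of 2.12 (95% CI 1.96 to 2.24). From *PDE6H* and *CRX* in these cells, the paper concludes that photoreceptors develop spontaneously in SEAMs. *PDE6H* and *CRX* in recomputed cluster 10 took part in defining or naming these cells and carried no separate weight there.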

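At WK6 a cluster with glial genes stood apart from the retinal and neuronal cells. *PTN*, the pleiotrophin gene, was detected in 57.3% (95% CI 50.5 to 63.9%, 76.8% unthinned) of recomputed cluster 8 (astrocyte precursor-like, 220 cells, median 23334 UMIs), against 3.47% (11.0% unthinned) in the RPE-like cluster 5. *SPARCL1*, a matrix gene of astrocytes, was detected in 49.1% (95% CI 42.3 to 55.9%, 63.6% unthinned), against 0.289% (0.865% unthinned). *LAMP5* was detected in 34.1%, against 0.867%. *VIM*, the vimentin gene, was detected in 97.7% of cluster 8 and 100.0% of cluster 5, and the CPM of 7588 and 5529 separate them better. Among clusters of usual depth, cluster 8 had the highest share of each of *PTN*, *SPARCL1* and *LAMP5*, and the highest CPM of *VIM*. *PTN*, *SPARCL1* and *LAMP5* in recomputed cluster 8 helped to draw or name these cells, which accounts for part of their excess.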

Relative to other clusters, cells in cluster 9 most strongly expressed *PTN*, *SPARCL1*, *LAMP5*, *VIM* and *PLP1* (Supplementary Fig. 4a, b). This glial-like transcriptional profile combined with robust expression of *PAX2*, *VAX1* (Fig. 3d) and *SOX2* led us to identify cells in this cluster as astrocyte precursor cells. 

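The same WK6 cells held optic stalk genes together with *SOX2*. *PAX2* was detected in 36.4% (95% CI 30.0 to 43.1%, 50.0% unthinned) of recomputed cluster 8, but also in 38.9% (72.8% unthinned) of the retinal progenitor-like cluster 1, against 0% (thinned limit 0.867%, 1.15% unthinned) in the RPE-like cluster 5. *VAX1* was detected in 28.2% (95% CI 22.3 to 34.6%, 58.2% unthinned), against 2.24% (9.68% unthinned) and 0.578% (2.59% unthinned). *SOX2* was detected in 64.1% (86.8% unthinned). *PAX2* with *VAX1* was found in 0.963% (95% CI 0.692 to 1.30%) of all thinned cells, against 0.195% if independent. Astrocyte precursor-like cells held 5.02% (95% CI 4.39 to 5.71%) of WK6 cells. The excess of *PAX2* and *VAX1* in recomputed cluster 8 is partly given in advance, as the cells were defined or named from such genes.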

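*RAX* and *SIX6*, genes of the retinal progenitor-like cells, were rare in the neuronal cells of WK6. *RAX* was detected in 1.42% (95% CI 0.524 to 3.07%, 3.42% unthinned) of recomputed cluster 3 (hindbrain and spinal cord neuron-like, 439 cells, median 14171 UMIs) and 1.53% (3.42% unthinned) of recomputed cluster 6 (GABAergic neuron-like, 263 cells, median 14378 UMIs), against 47.6% of the 1786 retinal progenitor-like cells (median 21178 UMIs). *SIX6* was detected in 3.79% and 1.92%, against 67.8%. In recomputed cluster 2 (corneal epithelium-like, 470 cells, median 21223 UMIs), which should lack these genes, *RAX* and *SIX6* were detected in 1.06% and 1.06%, so the shares of *RAX* in the neurons are close to this level, while that of *SIX6* in cluster 3 is higher. *DCX* was detected in 99.3% and 100.0% of clusters 3 and 6, against 1.28% in cluster 2. The neuron list had a median log2 ratio of WK6 to WK4 of 0.57 (95% CI 0.54 to 0.60).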

Cells in clusters 3 and 6 strongly expressed neural markers in the absence of the optic markers *RAX*, *SIX6* and *VSX2*. 

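The 2 neuronal clusters of WK6 differed in GABA and *HOX* genes, though neither set was confined to a single cluster. *GAD1* and *GAD2* were detected in 41.0% (95% CI 35.0 to 47.2%, 75.7% unthinned) and 42.9% (95% CI 36.8 to 49.2%, 73.0% unthinned) of recomputed cluster 6, against 3.79% and 7.35% of cluster 3 and 0.638% and 0% (thinned limit 0.638%) of the epithelial cluster 2. *DLX2* was detected in 35.6% (67.3% unthinned), against 8.77% and 5.96%. *HOXB8*, a gene of the posterior end of the HOXB group (ENSG00000120068, chromosome 17, 48611377 to 48615292 of GRCh38), was detected in 59.5% (95% CI 54.6 to 64.2%, 64.2% unthinned) of cluster 3 and 19.2% (25.1% unthinned) of cluster 6, against 0% (thinned limit 0.638%) in cluster 2. *HOXB5* was detected in 76.8%, 47.1% and 1.28% of these clusters. All 12 genes of a hindbrain and spinal cord *HOX* list were higher at WK6 than at WK4, with a median log2 ratio of 1.99 (95% CI 1.82 to 2.30). The GABAergic list had a ratio of -0.93 (95% CI -1.01 to -0.85). Since these cells were defined or named with *GAD1*, *GAD2* and *DLX2* in recomputed cluster 6 and *HOXB8* and *HOXB5* in recomputed cluster 3, a higher share there follows in part from the procedure.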

While neurons in cluster 6 expressed the GABAergic markers *GAD1* and *GAD2* along with DLX-family transcription factors, those in cluster 3 abundantly expressed *HOX* genes, most notably of the *HOXB* family. Expression profiles for *HOXB* family members (Supplementary Fig. 4c) suggest that these cells are non-ocular and instead more representative of neurons of the hindbrain or anterior spinal cord.

**Fig. 3:**
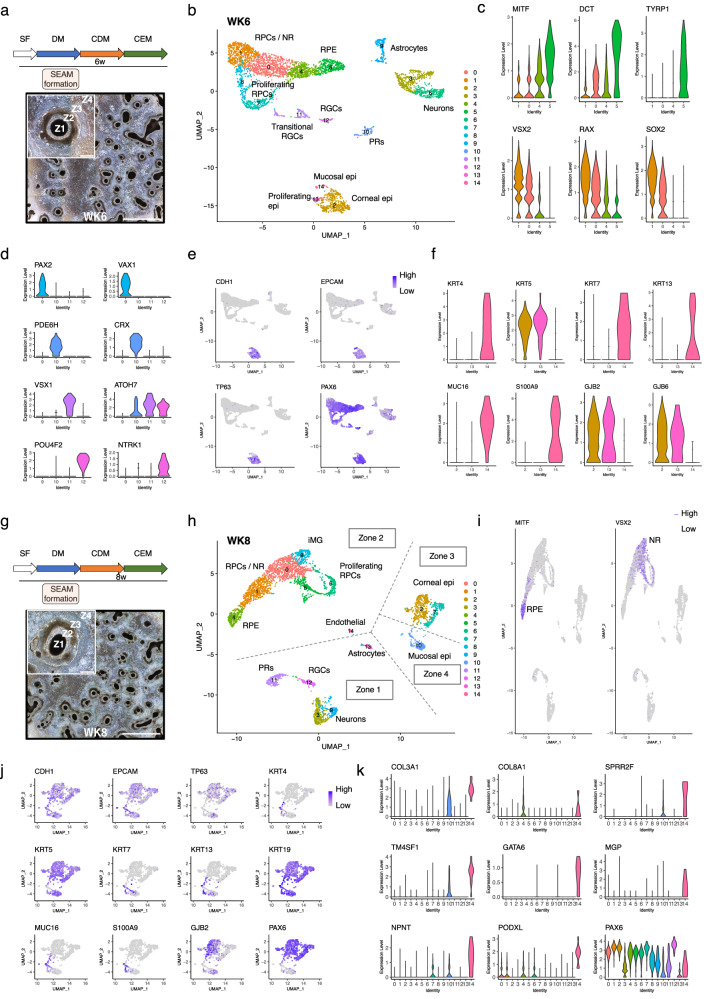
scRNAseq analysis of WK6 and WK8 SEAMs. **a** Experimental timeline and representative phase-contrast image showing WK6 SEAMs in culture. Scale bar: 5000 μm; inset, 500 μm. **b** UMAP plot of WK6 SEAMs. **c** Violin plots illustrating progressive delineation of developing RPE (*MITF*, *DCT*, *TYRP1*) and NR (*VSX2*, *RAX*, *SOX2*. **d** Violin plots showing expression patterns indicative of astrocytes (*PAX2*, *VAX1*), RGCs (*POU4F2*, *NTRK1, ATOH7*), bipolar interneurons (*VSX1*) and cone photoreceptors (*PDE6H*, *CRX*). **e** Feature plots showing expression of epithelial markers. **f** Violin plots showing expression of corneal (*KRT5*), basal epithelial (*GJB2, GJB6*) and mucosal (*KRT4*, *KRT7, KRT13, MUC16, S100A9*) markers in epithelial subsets. **g** Experimental timeline and representative phase-contrast image showing WK8 SEAMs in culture. Scale bar: 5000 μm; inset, 500 μm. **h** UMAP plot of WK8 SEAMs indicating contribution of clusters to SEAM zones. **i** Feature plots showing non-overlapping domains of NR and RPE cells in the SEAM. **j** Feature plots showing expression patterns in subsets of epithelial cells. **k** Violin plots showing expression of endothelial markers in cluster 14. Z1 Zone 1, Z2 Zone 2, Z3 Zone 3, Z4 Zone 4, SF StemFit medium, DM differentiation medium, CDM corneal differentiation medium, CEM corneal epithelium maintenance medium, PSC pluripotent stem cell, epi epithelium, PC progenitor cell, RPC retinal progenitor cell, NR neural retina, RPE retinal pigment epithelium, RGC retinal ganglion cells, PR photoreceptors, MG Müller glia. ‘i‘ denotes immature cells.

Clusters 2, 13 and 14 at WK6 contain cells derived from the surface ectoderm. These expressed epithelial markers including *EPCAM*, *CDH1* and *TP63* (Fig. 3e). 

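Epithelial genes marked 2 clusters of WK6 cells, 1 of them with little *TP63*. *EPCAM* was found in 56.0% (95% CI 51.3 to 60.5%, 91.7% unthinned) of recomputed cluster 2 and 83.6% (96.4% unthinned) of recomputed cluster 14 (mucosal epithelium-like, 55 cells, median 27515 UMIs), against 2.60% (11.1% unthinned) in the retinal cluster 0. *CDH1* was detected in 50.0% (88.7% unthinned) and 58.2% (96.4% unthinned), against 0% (thinned limit 0.371%, 0.370% unthinned). *TP63* was detected in 41.3% (95% CI 36.8 to 45.9%, 83.8% unthinned) of cluster 2 and 5.46% (95% CI 1.14 to 15.1%, 18.2% unthinned) of cluster 14, against 0.247% (0.494% unthinned). *EPCAM* with *CDH1* was found in 3.97% (95% CI 3.4 to 4.60%) of all thinned cells. The surface ectoderm list had a median log2 ratio of WK6 to WK4 of 1.66 (95% CI 1.51 to 1.81). Epithelial clusters held a larger share of the kept cells at WK6 than at WK4, whose epithelial cluster held 57 cells. *TP63* in recomputed cluster 2 served to define or name these cells, so the excess there is not a separate result.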

Cells in clusters 2 and 13 were transcriptionally similar, and expressed *KRT5*, a well-characterised marker of corneal epithelium, along with basal epithelial markers *GJB2* and *GJB6*^54,55^ (Fig. 3f). 

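*KRT5* and gap-junction genes of basal epithelium were found in the larger of the WK6 epithelial clusters, and in fewer cells of the smaller. *KRT5*, a keratin gene of basal stratified epithelia (ENSG00000186081, chromosome 12, 52514575 to 52520530 of GRCh38), was detected in 78.9% (95% CI 75.0 to 82.5%, 94.0% unthinned) of recomputed cluster 2 and 12.7% (18.2% unthinned) of cluster 14, against 0.742% (1.85% unthinned) in the retinal cluster 0. The connexin gene *GJB2* was detected in 44.3% (95% CI 39.7 to 48.9%, 73.4% unthinned) and 16.4% (36.4% unthinned), against 0.124% (0.494% unthinned). Its relative *GJB6* was detected in 48.1% (95% CI 43.5 to 52.7%, 72.1% unthinned) and 7.27% (21.8% unthinned), against 0.124% (0.864% unthinned). In CPM, *KRT5* was 499 in cluster 2 and 71.5 in cluster 14. All 9 scored genes of a stratified epithelium list were higher at WK6 than at WK4, with a median log2 ratio of 4.65 (95% CI 4.33 to 4.81). *KRT5*, *GJB2* and *GJB6* in recomputed cluster 2 served to define or name these cells, so the excess there is not a separate result.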

Cells in both clusters also robustly expressed *PAX6* (Fig. 3e) and were therefore annotated as basal corneal epithelial cells. 

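*PAX6* was found in nearly all cells of the *KRT5*-rich WK6 cluster. It was detected in 95.5% (95% CI 93.3 to 97.2%, 98.9% unthinned) of 470 cells of recomputed cluster 2 and held 967 CPM (95% CI 949 to 986). Its lowest share in a cluster of usual depth was 23.9%, in the photoreceptor-like cluster 10. *KRT5* with *PAX6* was found in 8.76% (95% CI 7.93 to 9.65%) of all thinned cells, against 7.05% if independent, and 92.8% of the cells with *KRT5* had *PAX6*. From *KRT5*, *GJB2*, *GJB6* and *PAX6* in these cells, the paper reasons that they were basal corneal epithelial cells.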

Cluster 13 represents mitotic cells of this subtype, characterised by *MKI67*, *TOP2A* and *UBE2C* expression (Supplementary Fig. 1). 

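*CD200*, the gene of a membrane glycoprotein of stem cells and neurons, was rarer in epithelial cells than in neurons at WK6 and WK8. At WK6 it was detected in 4.47% (95% CI 2.79 to 6.75%, 19.8% unthinned) of recomputed cluster 2 and 1.82% (16.4% unthinned) of cluster 14, against 45.0% (77.9% unthinned) and 51.7% (89.7% unthinned) of the neuronal clusters 3 and 6 and 7.79% of the retinal cluster 0. Over the WK6 library it held 35.9 CPM (95% CI 34.7 to 37.1). At WK8 *CD200* was detected in 2.08% (5.66% unthinned) of recomputed cluster 3 (corneal epithelium-like, 336 cells, median 21736 UMIs), 5.46% of recomputed cluster 5 (corneal epithelium-like, 239 cells, median 24108 UMIs) and 4.14% of recomputed cluster 10 (mucosal epithelium-like, 169 cells, median 27683 UMIs), against 51.4% (87.7% unthinned) of recomputed cluster 2 (neuron-like, 383 cells, median 15825 UMIs). The epithelial shares are near the lowest of any cluster, a level that free RNA could also give.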

*CD200*, which is expressed during iPSC differentiation but absent from mature corneal epithelial cell lineages^56^, was present at lower levels in epithelial clusters, and this pattern was maintained during the remainder of the SEAM culture protocol (Supplementary Fig. 5). 

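A small WK6 epithelial cluster held mucosal keratins and little *PAX6*. *PAX6* was found in 25.5% (95% CI 14.7 to 39.0%, 56.4% unthinned) of recomputed cluster 14. *S100A9*, the gene of a calprotectin subunit (ENSG00000163220, chromosome 1, 153357854 to 153361023 of GRCh38), was detected in 32.7% (95% CI 20.7 to 46.7%, 45.5% unthinned), against 0.851% (1.70% unthinned) in the corneal epithelium-like cluster 2. *KRT4* and its partner *KRT13*, keratin genes of moist stratified epithelia, were detected in 30.9% and 25.5%, against 1.49% and 2.77%. *KRT7* was detected in 38.2%, against 3.19%. In CPM, *S100A9* was 1684, *KRT13* 644, *KRT4* 604 and *KRT7* 246 in cluster 14, so a part of its 55 thinned cells held many UMIs of these genes. Part of the excess of *S100A9*, *KRT4*, *KRT7* and *KRT13* in recomputed cluster 14 is built in, since the cells were defined or named by it.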

Cells in cluster 14 expressed lower levels of *PAX6* but showed strong expression of *S100A9* and the keratins *KRT4*, *7* and *13*, suggesting a non-ocular mucosal epithelial identity. This was corroborated by expression of the mucins *MUC4* and *MUC16* in these cells (Fig. 3f).

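Genes of membrane mucins were found in the same WK6 cells. *MUC16*, the gene of a transmembrane mucin of the ocular surface and other mucosae (ENSG00000181143, chromosome 19, 8848844 to 9010390 of GRCh38), was detected in 67.3% (95% CI 53.3 to 79.3%, 92.7% unthinned) of recomputed cluster 14, against 4.47% (11.3% unthinned) in cluster 2 and 0.371% in the retinal cluster 0. *MUC4* was detected in 9.09% (95% CI 3.02 to 20.0%, 25.5% unthinned), against 0.426% (1.28% unthinned) and 0.247%. *KRT13* with *PAX6* was found in 0.423% (95% CI 0.251 to 0.667%) of all thinned cells, and *KRT13* with *KRT5* in 0.376% (95% CI 0.215 to 0.610%). Of 10 genes of a mucosal epithelium list 9 were higher at WK6 than at WK4, with a median log2 ratio of 3.44 (95% CI 3.01 to 3.64). By construction, *MUC16* and *MUC4* in recomputed cluster 14 stood out, because the cells were defined or named with the help of such genes.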

Cells from all four zones of the developing SEAM were well represented in our WK8 analyses (Fig. 3g, h). In Zone 2, expression in cluster 4 was dominated by the RPE marker *MITF* and factors known to be important for melanin production and RPE homeostasis^44^, whereas *VSX2* expression was prevalent in the developing neural retina cells of cluster 0. 

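At WK8 *MITF* and *TYR* marked 1 cluster apart from the retinal progenitor-like cells, while *DCT* was shared. *MITF* (ENSG00000187098, chromosome 3, 69739456 to 69968336 of GRCh38) was detected in 70.7% (95% CI 64.4 to 76.6%, 97.8% unthinned) of recomputed cluster 6 (RPE-like, 230 cells, median 30263 UMIs), against 7.67% (28.8% unthinned) in recomputed cluster 0 (retinal progenitor-like, 718 cells, median 24540 UMIs) and 0% (thinned limit 0.893%, 0.893% unthinned) in the corneal epithelium-like cluster 3. *TYR* was detected in 44.1% (95% CI 37.6 to 50.8%, 72.6% unthinned), against 0.418% (1.11% unthinned). *DCT* was detected in 96.1%, against 38.5%, and its CPM was 6419 and 152. It was also detected in 88.7% of the photoreceptor-like cluster 11. Retinal progenitor-like clusters held 35.5% (95% CI 34.0 to 37.0%) of WK8 cells, epithelial clusters 18.8% (95% CI 17.6 to 20.0%), a ciliary margin-like cluster 13.6% (95% CI 12.5 to 14.7%) and a neuron-like cluster 9.67% (95% CI 8.77 to 10.6%). Retinal neuron-like, RPE-like, astrocyte precursor-like and mesenchyme and corneal endothelium-like clusters held 6.14%, 5.81%, 1.49% and 1.34%. With log-normalization the last 3 were 8.77%, 5.20% and 2.02%. The mesenchyme and corneal endothelium-like share was 0.657% at resolutions of 0.4 and 1.2 and 0.679% without doublet removal, and the epithelial share 11.1% without cells over 10% mitochondrial UMIs. Of 13 RPE genes 12 were higher at WK8 than at WK6, with a median log2 ratio of 0.58 (95% CI 0.57 to 0.67). *MITF*, *TYR* and *DCT* in recomputed cluster 6 took part in defining or naming these cells and carried no separate weight there.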

(Fig. 3i). 

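Genes of dividing cells and of retinal progenitors were found together in WK8 cells. *TOP2A* was detected in 100.0% (95% CI 98.3 to 100.0%, 100.0% unthinned) of recomputed cluster 8 (retinal progenitor-like, 221 cells, median 35981 UMIs), 71.4% (95.2% unthinned) of recomputed cluster 15 (retinal progenitor-like, 42 cells, median 30448 UMIs) and 44.8% (73.8% unthinned) of recomputed cluster 9 (retinal progenitor-like, 202 cells, median 20724 UMIs), against 1.58% (7.05% unthinned) in the neuron-like cluster 2. *MKI67* was detected in 86.4%, 19.1% and 27.9%, against 0.263%. *RAX* was detected in 51.1%, 57.1% and 58.2% of the same clusters, against 1.58%. *PAX6* was detected in 86.9%, 83.3% and 90.6%. The proliferation list had a median log2 ratio of WK8 to WK6 of -0.19 (95% CI -0.20 to -0.14). *TOP2A* and *RAX* in recomputed cluster 8 and *RAX* in recomputed clusters 15 and 9 helped to draw or name these cells, which accounts for part of their excess.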

Cells in clusters 5 and 6 expressed mitotic markers (Supplementary Fig. 1a) together with *VSX2*, *PAX6* and *RAX* (Supplementary Fig. 6a) and were annotated as proliferative RPCs. Relative to other clusters, cells in cluster 8 most strongly expressed *SPP1*, *PLP1* and *PAX2* in combination with the RPC marker *VSX2* (Supplementary Fig. 6a). 

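*SPP1* and *PAX2* were both frequent in a retinal progenitor-like cluster of WK8. *SPP1*, the osteopontin gene, was detected in 69.1% (95% CI 62.5 to 75.1%, 90.6% unthinned) of recomputed cluster 7 (retinal progenitor-like, 223 cells, median 22600 UMIs), against 0.437% (4.78% unthinned) in the RPE-like cluster 6. *PAX2* was detected in 52.9% (95% CI 46.1 to 59.6%, 86.1% unthinned), against 0% (thinned limit 1.31%, 0.435% unthinned). For *PAX2* the share in recomputed cluster 13 (astrocyte precursor-like, 59 cells, median 25793 UMIs) was as high, at 54.2%, and for *SPP1* it was 28.8%. In CPM, *SPP1* was 384 and 3.11 in clusters 7 and 6. The excess of *SPP1* and *PAX2* in recomputed cluster 7 is partly given in advance, as the cells were defined or named from such genes.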

*SPP1* is expressed by immature Müller glia cells^57,58^, which are the only glial cell type born from retinal progenitors, while *PAX2* has previously been shown to be expressed in chick, but not mammalian, Müller glia^59^. Meanwhile. *PLP1*, a commonly used label for enteric glia^60^, has also been reported to be expressed by Müller glia^61^. It is possible, therefore, that immature Müller glia-like cells emerge at this timepoint in the SEAM. In common with WK6, there were clusters of astrocyte-like cells expressing *PAX2*, *VAX1* and *SOX2* (cluster 13), RGCs expressing *POU4F2*, *ATOH7*, *STMN2*, *NTRK1* and *NEFM* (cluster 12) and photoreceptors expressing *CRX*, *RCVRN*, *RXRG*, *PDE6H* and *NEUROD1* (cluster 11). 

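Genes of astrocytes, RGCs and photoreceptors were most frequent in different small WK8 clusters, but several were shared with other cells. *VAX1* was detected in 52.5% (95% CI 39.1 to 65.7%, 91.5% unthinned) of recomputed cluster 13 and *SOX2* in 69.5%, against 0% (thinned limit 1.31%) and 1.75% in the RPE-like cluster 6, though *SOX2* was also in 75.3% of the retinal progenitor-like cluster 7. *POU4F2* was detected in 52.2% (95% CI 41.5 to 62.7%, 75.0% unthinned) of recomputed cluster 12 (RGC-like, 92 cells, median 19072 UMIs), against 0.873% (0.870% unthinned), and *ATOH7* in 51.1%, against 2.18%. *ATOH7* was also detected in 17.4% of the retinal progenitor-like cluster 9 and 20.5% of recomputed cluster 11 (photoreceptor-like, 151 cells, median 19056 UMIs). *STMN2*, a stathmin gene of growing neurites, was detected in 98.9% of cluster 12, but also in 96.0% of cluster 11 and 100.0% of the neuron-like cluster 2. *NEFM* was detected in 43.5% of cluster 12 and 68.2% of cluster 2. *CRX* was detected in 68.2% (95% CI 60.2 to 75.5%, 96.0% unthinned) of cluster 11 and *PDE6H* in 82.8% (95% CI 75.8 to 88.4%, 92.1% unthinned), against 1.75% and 1.31%. The recoverin gene *RCVRN*, the retinoid receptor gene *RXRG* and the proneural gene *NEUROD1* were detected in 64.2%, 53.6% and 96.7%, against 0.437%, 0% (thinned limit 1.31%) and 0.437%. *CRX* with *PDE6H* was found in 2.39% (95% CI 1.92 to 2.93%) of all thinned cells. The photoreceptor list had a median log2 ratio of WK8 to WK6 of 0.74 (95% CI 0.62 to 0.81), and the RGC list one of -0.08 (95% CI -0.24 to -0.03). Since these cells were defined or named with *VAX1* in recomputed cluster 13, *POU4F2* and *ATOH7* in recomputed cluster 12, and *CRX*, *PDE6H*, *RCVRN*, *RXRG* and *NEUROD1* in recomputed cluster 11, a higher share there follows in part from the procedure.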

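*OTX2* was most frequent in the photoreceptor-like and pigmented cells of WK8. It was found in 68.9% (95% CI 60.8 to 76.2%, 98.0% unthinned) of recomputed cluster 11 and 53.3% (95% CI 46.6 to 59.9%, 91.7% unthinned) of cluster 6, against 1.26% (8.50% unthinned) in the retinal progenitor-like cluster 0. *OTX2* held 272, 147 and 4.22 CPM in these clusters. The next highest share was 12.7%, in recomputed cluster 1 (ciliary margin-like, 537 cells, median 24770 UMIs), and no *OTX2* was detected in the RGC-like cluster 12 (0 of 92 cells, at most 3.26%).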

*OTX2*, which is expressed by both photoreceptor cells and RPE and is essential for their development^62^, was robustly expressed by cells in clusters 11 and 4 (Supplementary Fig. 6b, c). 

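Neuronal genes at WK8 were concentrated in a cluster outside the retinal cells, and were shared with RGC-like and photoreceptor-like cells. *DCX* was detected in 99.7% (95% CI 98.6 to 100.0%, 100.0% unthinned) of recomputed cluster 2, 98.9% of cluster 12 and 72.2% of cluster 11, against 0.437% (7.39% unthinned) in the RPE-like cluster 6. *NEFL* was detected in 84.5% (95% CI 80.5 to 88.0%, 94.0% unthinned), 42.4% and 10.6%, against 0% (thinned limit 1.31%). *NEFM* was detected in 68.2% (95% CI 63.3 to 72.9%, 86.4% unthinned) of cluster 2, against 2.18%. *HOXB8* was detected in 43.3% of cluster 2, against 0% (thinned limit 3.26%) in cluster 12. All 9 genes of the neuron list were lower at WK8 than at WK6, with a median log2 ratio of -0.40 (95% CI -0.41 to -0.38). *DCX*, *NEFL*, *NEFM* and *HOXB8* in recomputed cluster 2 served to define or name these cells, so the excess there is not a separate result.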

Clusters 3 and 9 contain *DCX*, *NEFL* and *NEFM*-expressing neuronal cells similar to those seen in younger SEAMs, completing the Zone 1 profile. 

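*RAX*, a gene of retinal progenitors, was rare in the neuron-like cells of WK8. It was detected in 1.58% (95% CI 0.580 to 3.4%, 6.01% unthinned) of recomputed cluster 2, against 2.10% (95% CI 0.686 to 4.83%, 4.60% unthinned) of the corneal epithelium-like cluster 5, which should lack it. In the retinal progenitor-like cells, *RAX* was detected in 59.1% of 1404 thinned cells. Its CPM was 13.7 in cluster 2, against 206. *PAX6* was found in 30.7% of cluster 2.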

Compared with the neural retinal cells of Zone 2, cells in clusters 3 and 9 expressed much lower levels of *VSX2* and *RAX*, and are likely non-ocular in derivation. Meanwhile, *FOXG1* was expressed in both the neuronal (Zone 1) and retinal (Zone 2) clusters, reflecting its role in forebrain development and known expression in retinal tissues^63^ (Supplementary Fig. 6b).

Clusters 2, 7 and 10 represent cells expressing the epithelial cell markers *CDH1*, *EPCAM* and *TP63*. 

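*CDH1*, *EPCAM* and *TP63* were found in 3 clusters of WK8 cells. *EPCAM* was detected in 55.1% (95% CI 49.6 to 60.5%, 94.6% unthinned) of recomputed cluster 3, 44.5% of cluster 5 and 62.7% of cluster 10, against 2.51% (7.66% unthinned) in the retinal cluster 0. *CDH1* was detected in 49.4%, 49.2% and 53.9%, against 0.837% (1.81% unthinned). *TP63* was detected in 34.5%, 32.8% and 27.8%, against 0.140% (0.836% unthinned). *EPCAM* and *CDH1* were also detected in 64.4% and 20.0% of recomputed cluster 14 (mesenchyme and corneal endothelium-like, 53 cells, median 25346 UMIs), but *TP63* in 2.22%. *EPCAM* with *CDH1* was found in 5.42% (95% CI 4.71 to 6.19%) of all thinned cells. The surface ectoderm list had a median log2 ratio of WK8 to WK6 of 0.60 (95% CI 0.56 to 0.64). *TP63* in recomputed clusters 3 and 5 served to define or name these cells, so the excess there is not a separate result.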

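Basal and simple keratins were widespread in the WK8 epithelial cells, and mucosal keratins were found in 1 part of them. *KRT5* was detected in 99.1% (95% CI 97.4 to 99.8%, 100.0% unthinned) of recomputed cluster 3, 97.9% of cluster 5 and 81.1% of cluster 10, against 2.37% (12.7% unthinned) in the retinal cluster 0. *KRT19* was detected in 97.3%, 98.3% and 100.0%, against 13.5%. *KRT13* was detected in 49.1% (95% CI 41.4 to 56.9%, 69.2% unthinned) of cluster 10, against 3.57% and 4.20% in clusters 3 and 5. *KRT4* was detected in 34.3%, against 2.08% and 3.36%, and *KRT7* in 40.8%, against 2.38% and 5.88%. *KRT7* was also detected in 33.3% of cluster 14. The stratified epithelium list had a median log2 ratio of WK8 to WK6 of 2.56 (95% CI 2.52 to 2.60), and the mucosal list one of 1.37 (95% CI 1.24 to 1.53). Part of the excess of *KRT5* in recomputed clusters 3 and 5 and *KRT13*, *KRT4* and *KRT7* in recomputed cluster 10 is built in, since the cells were defined or named by it.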

Detailed analysis of these clusters revealed widespread expression of *KRT5* and *19*, with expression of the mucosal keratins *KRT4*, *7* and *13* restricted to a sub-population of cells (Fig. 3j). Further analysis of *PAX6* expression patterns suggests that cluster 10 contains a mixed population of cells, consisting of a small *PAX6*-positive population of cells which co-express *KRT13* and likely represent conjunctival epithelium^64^, alongside a larger proportion of Zone 4 *PAX6*-negative cells belonging to non-ocular mucosa. 

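The mucosal epithelium-like cells of WK8 held *KRT13* with and without *PAX6*. *PAX6* was detected in 21.3% (95% CI 15.4 to 28.3%, 43.8% unthinned) of 169 cells of recomputed cluster 10, and in 5.09% of the astrocyte precursor-like cluster 13, the lowest of any cluster. Over the library, *KRT13* with *PAX6* was found in 1.80% (95% CI 1.40 to 2.28%) of thinned cells, against 2.80% if independent. Of the 135 cells with *KRT13*, 67 had *PAX6*, but 52 of these *KRT13* cells lay outside recomputed cluster 10, and 43 of them had *PAX6*. Within cluster 10 it was 24 of 83, or 28.9% (95% CI 19.5 to 39.9%). *KRT13* with *KRT5* was found in 2.5% (95% CI 2.02 to 3.05%), against 0.766%. From the split of *PAX6*, the paper proposes a small conjunctival part of the cluster beside a larger part of non-ocular mucosa. By construction, *KRT13* in recomputed cluster 10 stood out, because the cells were defined or named with the help of such genes.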

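The corneal epithelium-like cells of WK8 held *PAX6* and *KRT5* with little *KRT13*, and differed in their connexin genes. *PAX6* was found in 98.5% (95% CI 96.6 to 99.5%, 100.0% unthinned) of recomputed cluster 3 and 97% (100.0% unthinned) of cluster 5. *KRT5* with *PAX6* was found in 17.5% (95% CI 16.3 to 18.8%) of all thinned cells. *GJB2* was detected in 69.6% (95% CI 64.4 to 74.5%, 84.5% unthinned) of cluster 3, 22.3% (95% CI 17.2 to 28.1%, 37.2% unthinned) of cluster 5 and 39.1% (66.3% unthinned) of the mucosal cluster 10, against 0.279% (1.39% unthinned) in the retinal cluster 0. *GJB6* was detected in 58.0% (95% CI 52.6 to 63.4%, 81.9% unthinned), 13.5% and 32.0%, against 0.279% (2.09% unthinned). *TOP2A* was detected in 17.7% of cluster 5 and 5.66% of cluster 3. *KRT13* held 106 CPM in cluster 3, 22.0 in cluster 5 and 1118 in cluster 10. *GJB2* and *GJB6* in recomputed clusters 3 and 5 took part in defining or naming these cells and carried no separate weight there.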

Cells in clusters 2 and 7 were transcriptionally similar and robustly expressed *PAX6* and *KRT5* in the absence of *KRT13*, indicating a Zone 3 corneal epithelial phenotype^55,64^, with substantial expression of the basal corneal epithelial cell markers *GJB2* and *GJB6* restricted to cells in cluster 2 (Fig. 3j). The cells in the smallest cluster at this stage, cluster 14, represent a population of endothelial-like cells. These cells expressed *PAX6* and high levels of *COL3A1*, *TM4SF1*, *SPRR2F*, *GATA6* and *PODXL* in addition to *COL8A1*^65^, a corneal endothelial marker. 

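A small WK8 cluster held *COL3A1*, *TM4SF1* and *GATA6*, most of them in 1 part of its cells. *COL3A1*, the gene of type III collagen (ENSG00000168542, chromosome 2, 188974373 to 189012746 of GRCh38), was detected in 60.0% (95% CI 44.3 to 74.3%, 54.7% unthinned) of recomputed cluster 14, against 0.558% in the retinal cluster 0 and 34.3% in the mucosal cluster 10. *TM4SF1*, a tetraspanin-like gene of endothelium, was detected in 62.2% (95% CI 46.5 to 76.2%, 64.2% unthinned), against 0.140% and 23.1%. *SPRR2F* and the zinc finger gene *GATA6* were detected in 46.7% and 40.0%, against 17.2% and 0.592% in cluster 10. *PODXL*, the podocalyxin gene, was detected in 33.3%, against at most 8.01% in another cluster. *COL8A1*, the gene of a collagen of the corneal endothelial basement membrane, was detected in 6.67% (95% CI 1.40 to 18.3%, 30.2% unthinned), against 12.2% (95% CI 8.28 to 17.2%, 41.3% unthinned) in the RPE-like cluster 6. *PAX6* was detected in 26.7% (95% CI 14.6 to 41.9%, 69.8% unthinned), less often than in most retinal and corneal cells. A finer clustering set 26 of its 53 cells (median 25725 UMIs) apart from the other 27 (median 16764 UMIs). Unthinned, *COL3A1* was detected in 100.0% of the first part and 11.1% of the rest, *GATA6* in 96.2% and 0%, *COL8A1* in 53.9% and 7.41%, and *PAX6* in 65.4% and 74.1%. The 12 genes of a mesenchyme and corneal endothelium list were all higher at WK8 than at WK6, with a median log2 ratio of 1.24 (95% CI 1.2 to 1.46). *COL3A1*, *TM4SF1*, *SPRR2F*, *GATA6*, *PODXL* and *COL8A1* in recomputed cluster 14 helped to draw or name these cells, which accounts for part of their excess.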

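*NPNT* and *MGP* were most frequent in the same small WK8 cluster. *NPNT*, the nephronectin gene (ENSG00000168743, chromosome 4, 105894775 to 106004027 of GRCh38), was detected in 40.0% (95% CI 25.7 to 55.7%, 52.8% unthinned) of recomputed cluster 14, against 9.47% (95% CI 5.51 to 14.9%, 32.5% unthinned) in the mucosal cluster 10 and 0.140% in the retinal cluster 0. *MGP*, the matrix Gla protein gene, was detected in 26.7% (95% CI 14.6 to 41.9%, 32.1% unthinned), against 2.96% and 0.558%. In CPM, *NPNT* was 105 and *MGP* 172 in cluster 14. Unthinned, *NPNT* was detected in 84.6% of the 26 cells that a finer clustering set apart and 22.2% of the rest, and *MGP* in 65.4% and 0%. The excess of *NPNT* and *MGP* in recomputed cluster 14 is partly given in advance, as the cells were defined or named from such genes.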

Expression of *NPNT*, which has been reported to play a role in the migration of periocular neural crest cells during chick corneal development^66^, and *MGP*, which is expressed in both the trabecular meshwork and the corneal endothelium^67^, was also observed in these cells (Fig. 3k).

In WK10 SEAMs (Fig. 4a, b) there was further demarcation between the NR and RPE cell clusters, with expression of RPE markers restricted to cluster 5 (Fig. 4c). Photoreceptors expressing *CRX*, *RCVRN*, *RXRG*, *THRB* and *PDE6H* make up cluster 14, whilst RGCs expressing *POU4F2*, *ATOH7* and *NTRK1* are found in cluster 10. *PAX2* + /*VAX1*+ astrocytic cells are located in cluster 6, and these cells co-expressed *SOX2* and glial-like markers such as *PLP1*, *LGI4*^68^, *SPARCL1* and *METRN*^69,70^. Similar to in WK8 SEAMs, a small population of cells (cluster 15) expressed the RPC marker *VSX2* together with glial cell-type markers including *PAX2* and *PLP1*, and therefore likely represent early Müller glia progenitors (Fig. 4c). At this developmental timepoint, clusters 7 and 13 are comprised of proliferative retinal progenitor cells co-expressing *VSX2*, *SOX2*, *RAX* and *SFRP2* in combination with mitotic markers (Supplementary Fig. 1). A small number of *HOX* gene expressing neurons co-expressing prototypical markers including *TUBB3*, *DCX* and *NEFL/M* make up cluster 16 (Fig. 4c).

**Fig. 4:**
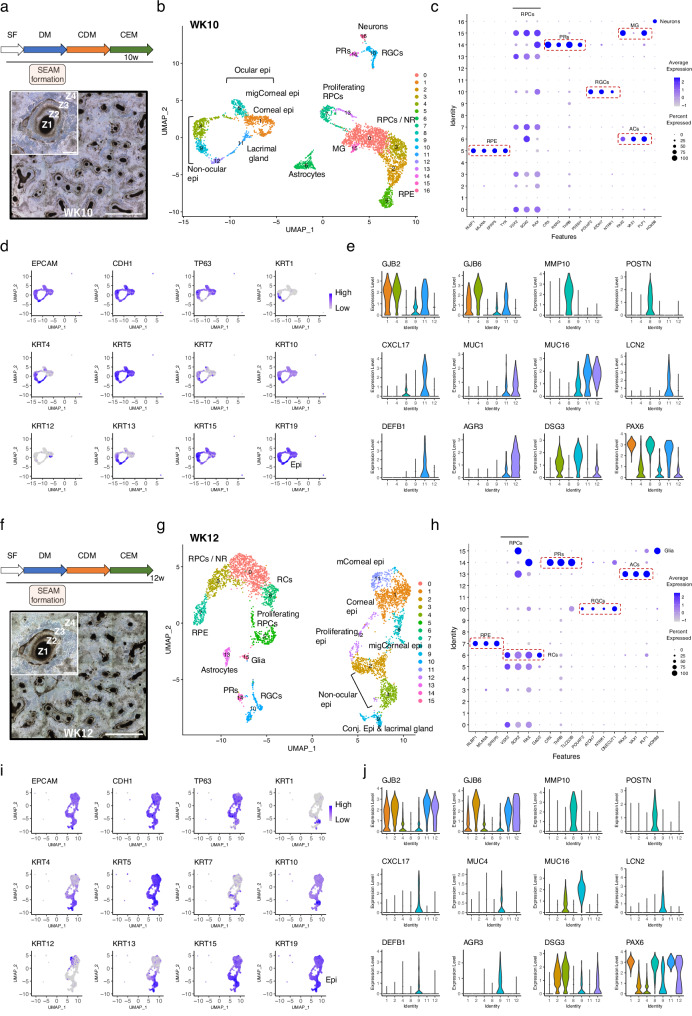
scRNAseq analysis of WK10 and WK12 SEAMs. **a** Experimental timeline and representative phase-contrast image showing WK10 SEAMs in culture. Scale bar: 5000 μm; inset, 500 μm. **b** UMAP plot of WK10 SEAMs. **c** Dot plot showing expression profiles of specialised cells in the SEAM. **d** Feature plots showing expression of epithelial markers and keratin subtypes across clusters. **e** Violin plots illustrating expression of basal epithelium (*GJB2*, *GJB6*), lacrimal gland (*LCN2*, *DEFB1*), skin & mucosal (*DSG3, CXCL17, MUC1, MUC16*), mucociliary (*AGR3*) and migratory cell (*MMP10*, *POSTN*) markers. **f** Experimental timeline and representative phase-contrast image showing WK12 SEAMs in culture. Scale bar: 5000 μm; inset, 500 μm. **g** UMAP plot of WK12 SEAMs. **h** Dot plot showing expression profiles of specialised cells in the SEAM. **i** Feature plots showing expression of epithelial markers and keratin subtypes across clusters. **j** Violin plots illustrating expression of basal epithelium (*GJB2*, *GJB6*), lacrimal gland (*LCN2*, *DEFB1*), skin & mucosal (*DSG3, CXCL17, MUC4, MUC16*), and migratory cell (*MMP10*, *POSTN*) markers. Z1 Zone 1, Z2 Zone 2, Z3 Zone 3, Z4 Zone 4, SF StemFit medium, DM differentiation medium, CDM corneal differentiation medium, CEM corneal epithelium maintenance medium, epi epithelium, mig migratory, PC progenitor cell, RPC retinal progenitor cell, NR neural retina, RPE retinal pigment epithelium, RGC retinal ganglion cells, PR photoreceptors, ACs astrocytes, RCs retinal cells, MG Müller glia. ‘m’ denotes mature cells.

Epithelial cell populations derived from surface ectoderm were well represented at WK10, with 2045/4260 (48%) of retained cells belonging to this lineage. Six clusters of *EPCAM* and *CDH1*-expressing epithelial cells were present, with various keratin expression profiles illustrated in Fig. 4d. Cells in cluster 1 strongly expressed *PAX6*, *TP63*, *KRT5* and the basal epithelial markers *GJB2* and *GJB6* (Fig. 4d, e) and were annotated as basal corneal epithelial cells. Cells in cluster 8 were *PAX6*+ /*KRT5*+ and were transcriptionally similar to those in cluster 1. However, these cells also expressed markers typically associated with cell migration and corneal wound healing, including *MMP10*^71^ and *POSTN*^72^ (Fig. 4e). It is conceivable that this transcriptional profile is applicable to cells undergoing tissue remodelling or migration during development. Cells in cluster 11 expressed *PAX6*, the mucosal chemokine *CXCL17*^73^ and the functional lacrimal gland markers *LCN2* and *DEFB1*^6^. The remaining clusters (4, 9, 12) contain cells typically found in Zone 4 of the SEAM. These cells expressed lower levels of *PAX6* and are likely non-ocular in derivation. Cells in clusters 4 and 9 expressed *DSG3*, which is found in squamous epithelium in skin and oral mucosa^74^. Some cells in cluster 9 expressed *KRT1* and increased levels of its heterodimer partner *KRT10*, both of which are expressed in suprabasal keratinocytes in the skin^75^, while expression of the mucociliary epithelial marker *AGR3*^76^, was observed in cells in cluster 12 (Fig. 4e).

In the WK12 SEAM (Fig. 4f, g), the sequential emergence of retinal neurons continued. Clusters 0, 3 and 6, for example, contain retinal progenitor cells at varying stages of maturation. Cells in cluster 7 expressed various RPE markers including *RLBP1*, *BEST1*, *MITF*, *MLANA*, *SFRP5*, *COL8A1*, *WNT2B* and *TYR*. However, we were unable to reliably detect expression of the late RPE marker *RPE65*. (Fig. 4h, Supplementary Fig. 7). Cells in cluster 14 strongly expressed multiple photoreceptor markers and high levels of *TLCD3B*, a gene recently discovered to be associated with recessive retinal dystrophy^77^. RGCs in cluster 10 expressed the prototypical markers *POU4F2*, *ATOH7*, *SLC17A6*, *STMN2* and *NTRK1* together with the homeobox transcription factors *ONECUT1* and *ONECUT2*, which function during development in the specification of RGCs and horizontal cells^78^ (Fig. 4h). Cluster 13 represents *PAX2* + /*VAX1* + /*SOX2*+ astrocytes, while cells in cluster 15 expressed glial-like markers including *SPARCL1*, *METRN* and *PTN*, together with posterior *HOX* family members such as *HOXB8* and *HOXB9* (Fig. 4h).

Clusters 1 and 11 represent *PAX6*-positive corneal epithelium robustly expressing *KRT5* but not *KRT 4*, *7* or *13*. While cells in both clusters expressed *TP63*, *GJB2* and *GJB6*, indicating a basal origin, cells in cluster 11 also expressed *KRT12*, which marks terminally differentiated corneal epithelial cells^79^, indicating a more fully developed phenotype (Fig. 4i, j). Cells in cluster 9 were *KRT7* + /*KRT13*+ and expressed *CXCL17* together with the mucosal markers *MUC4* and *MUC16* and the lacrimal gland markers *DEFB1* and *LCN2* (Fig. 4j), suggesting that these are conjunctival epithelial and lacrimal gland cells^6,80^. Cells in cluster 12 expressed mitotic markers (Supplementary Fig. 1) along with *PAX6* and *KRT5*, and are presumably proliferating corneal epithelial cells, whilst those in cluster 8 had a transcriptional profile similar to the migratory cell population described in WK10 SEAMs. The putatively annotated non-ocular clusters of stratified oral mucosal and skin epithelial cells were also present at WK12, located in clusters 2 and 4. Heatmaps showing the top 5 genes expressed by cells of each of the returned clusters at each timepoint are shown in Supplementary Fig. 8 and all results generated by FindAllMarkers are available in Supplementary Data 1.

### Integrative analysis of developmental trajectories

In order to follow changes in gene expression as differentiation within the SEAM progressed, individual Seurat objects were merged and normalised to correct for heterogeneity in sequencing depth. For clarity, and due to the over-representation of neuronal cells at WK4, this timepoint was excluded from the combined analyses. UMAP representations of the combined dataset were prepared according to Seurat cluster (Fig. 5a) and original timepoint identity (Supplementary Fig. 9a), and differential expression analysis was performed to reveal specific cluster markers (Supplementary Data 2). We next used Monocle3 to identify modules of co-regulated genes which may drive differentiation (Fig. 5b, Supplementary Data 3) and to explore cellular dynamics by performing trajectory and pseudotime inference^81^. Figure 5c shows a clear trajectory progression along two principal pathways which emerge as cells transition from a pluripotent state at WK0 into either a surface ectodermal or neuroectodermal lineage, eventually giving rise to the multiple cell types depicted in Fig. 5a. These cell clusters are shown ordered according to Monocle3 pseudotime in Fig. 5d, beginning with pluripotent cells in cluster 10 and ending with photoreceptors in cluster 21. Pseudotime values were assigned to all cells in the UMAP space (Fig. 5e), and trajectory-variable genes were collated into co-expression modules (Supplementary Fig. 9b and Supplementary Data 4). These analyses provide a reconstruction of linked developmental trajectories from SEAM transcriptomic data and additionally create a resource to identify potentially novel drivers of module and cluster-specific cellular differentiation which may underpin mechanisms of eye development.

**Fig. 5:**
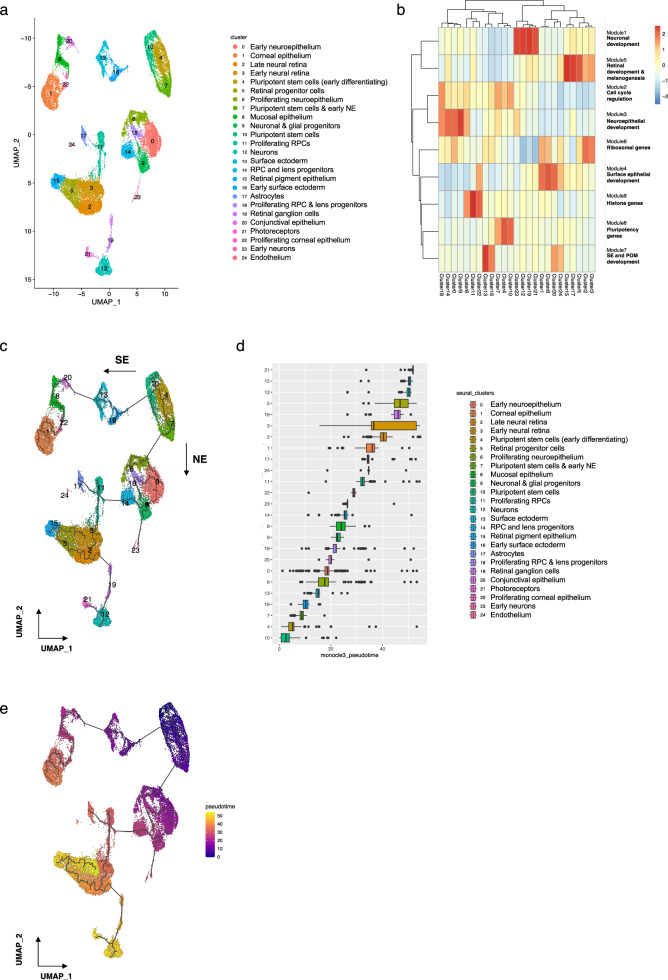
Combined data and trajectory inference. **a** UMAP representation of combined data, grouped by Seurat cluster. **b** Clustered heatmap showing aggregated expression of all genes in Monocle3 modules across Seurat clusters. Co-expressed genes were clustered into modules using find_gene_modules and heatmaps were generated using the ‘pheatmap’ package. **c** Monocle3 trajectory inference predicted by learn_graph. Surface ectodermal vs. neuroectodermal lineages are indicated by arrows. **d** Boxplot showing distribution of Monocle3 pseudotime values within each Seurat cluster, with clusters reordered based on their median pseudotime values. **e** UMAP plot with cells coloured by pseudotime. The root of the trajectory is labelled (1). SE surface ectoderm, NE neuroectoderm.

## Discussion

Here, we provide a comprehensive prolife of the transcriptomic landscape of hiPSC-derived SEAMs as they differentiate and grow in vitro as representations of human eye development. We have identified and molecularly characterised cellular populations which form within each of the concentric zones of the growing SEAM and have observed the generation of highly specialised cell types such as RGCs and photoreceptors, highlighting the intrinsic potential of this system to spontaneously generate multiple ocular tissues. Our data also reveal that two lineages emerge soon after the cells transition from a pluripotent state. Indeed, even at the initial WK0 timepoint, presumptive neural and epithelial lineage cells can be distinguished, likely because the hiPSCs have begun to partially differentiate during their initial 10-day pre-cultivation in StemFit medium. By WK1 of SEAM formation, distinct partitions representing either presumptive surface ectoderm or neuroectoderm are present. The predominance of cells with a neuroectodermal signature at this stage is in accordance with previous immunohistochemical findings showing that the innermost zone of the SEAM, the neuroectodermal Zone 1, is the first to form^1^. The current data indicate an underlying genomic bifurcation (i.e. surface ectoderm vs. neuroectoderm) that signifies an early commitment to distinct cellular lineages.

By WK2 of SEAM formation there is significant overlap in clusters containing progenitors of both lens and retinal cells. In vivo, the optic vesicle (which gives rise to the neural retina and RPE) and the surface ectoderm (which forms the lens) are initially in close proximity and are influenced by similar sets of signals. It is likely that as development progresses and the tissue architecture begins to establish, these progenitor cells receive more specific cues leading to their spatial and functional delineation, and this is perhaps similarly occurring during SEAM development. In support of this notion is the initial overlap in cells expressing the RPE marker *MITF* and the retinal progenitor cell marker *VSX2*. It is well established that *MITF* is initially expressed uniformly throughout the optic vesicle and that repression by VSX2 is a critical step in delineation of RPE and neuronal retinal territories^32^, and this is strikingly well conserved during SEAM development and maturation. Mixed progenitor pools of glia and neurons are also evident at this stage. During embryonic neurogenesis, pools of multipotent progenitor cells give rise to both neurons and glial cells in a carefully coordinated manner. The intricate balance between proliferation and differentiation of these progenitors is crucial for the generation of the appropriate numbers of neurons and glia, suggesting that these clusters represent a transitional state of progenitor cells within the SEAM that are likewise actively engaged in the process of fate determination.

The large proportion of cells belonging to a neural or glial identify at WK4 was initially surprising, particularly as this was accompanied by an unexpectedly small ocular epithelial cell population. However, it should be noted that during the SEAM differentiation protocol, it is at this point (i.e. WK4) that the initial differentiation medium (DM) is substituted for corneal differentiation medium (CDM)^2^, which contains KGF and the ROCK inhibitor Y-27632. KGF is a well characterised mitogen which specifically simulates the growth and survival of epithelial cells^82^, while Y-27632 has been reported to promote the proliferation of limbal epithelial cells and acceleration of corneal wound healing^83^. It is conceivable, therefore, that the results obtained at WK4 reflect SEAM cultures before the addition of factors which are critical for their sustained epithelial differentiation. For this reason, and in the interest of clarity, we excluded the WK4 data from our trajectory analyses. By WK6, a stage at which growing SEAMs are easily identifiable by their characteristic concentric multi-zones^1,2^, epithelial cell populations are well represented. Furthermore, it is possible to identify distinct populations of corneal and mucosal epithelium, and it is likely that the growth and survival of epithelial cells from this point in the differentiation protocol is reliant on the change in media to CDM, and later, to corneal epithelial maintenance medium (CEM). This is supported by the subsequent expansion of these epithelial populations and appearance of cell clusters expressing markers of functional lacrimal gland at later stages.

*SOX10* + /*p75*+ neural crest cells have previously been identified in satellite spheres in immunohistochemical analyses^1^ and our analysis has revealed evidence of neural crest-derived periocular mesenchyme in immature SEAMs, consistent with this finding. Corneal endothelial cells derive from this periocular mesenchyme, and we have identified endothelial-like cells in very limited numbers in WK8 SEAMs. However, these cells are not maintained, again indicating that additional modifications to the protocol might be needed in order to support their generation and continued development. 

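*DCN*, the decorin gene, was frequent in corneal epithelium-like cells, while *KERA* and *LUM*, genes of small proteoglycans of the stroma, were rare. At WK6 *DCN* was detected in 54.0% (95% CI 49.4 to 58.6%, 73.4% unthinned) of recomputed cluster 2, against 0.494% in the retinal cluster 0 and 5.46% in the mucosal cluster 14. At WK8 it was detected in 65.8% (95% CI 60.4 to 70.8%, 83.6% unthinned) of cluster 3, 67.2% of cluster 5 and 54.4% of the mucosal cluster 10, against 0.140% in the retinal cluster 0. *KERA* was detected in 1 of 4258 thinned cells at WK6 and 2 of 3728 at WK8. *LUM* was detected in 38 and 34 of these cells, with at most 7.27% in a WK6 cluster and 4.44% in a WK8 cluster of usual depth. Over the WK8 library, *DCN* held 93.4 CPM (95% CI 91.4 to 95.3), *LUM* 4.63 CPM (95% CI 4.21 to 5.09) and *KERA* 0.0850 CPM (95% CI 0.0367 to 0.168). The 3 genes together had a median log2 ratio of WK8 to WK6 of 1.10 (95% CI 0.88 to 1.29). *DCN* is among the 10 genes that define recomputed cluster 2 of WK6, so part of its excess there is built in.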

The corneal stroma is also derived from periocular mesenchyme, and although we observed widespread expression of the stromal marker *DCN*, there was no significant expression of the classical stromal markers *KERA* and *LUM*. Given that *DCN* has also been reported to be expressed in the limbus and peripheral cornea and in the skin^84^, it is unlikely that these cells represent stromal keratocytes, but we cannot exclude the possibility that a small population of stromal cells are found interspersed within the epithelial clusters.

As the SEAM matures, discrete clusters representing specialised cell types such as RGCs or photoreceptors become readily identifiable due to their distinct transcriptomic signatures. Furthermore, temporal specification appears to be largely conserved during SEAM growth and maturation. For example, RGCs, developmentally the earliest born of the retinal neurons, first emerge as a distinct population in WK6 SEAMs. Retinal neuron subtypes are generated in chronologically overlapping waves, and cones, which are born shortly after RGCs, are also identifiable in the SEAM at this stage. Some cell populations in our dataset are more challenging to classify. For instance, we observed a population of cells co-expressing retinal progenitor markers like *VSX2* and *RAX* along with markers indicating a glial-like identity. These cells likely represent immature Müller glia, considering their developmental origin from retinal progenitor cells. However, it is notable that these cells express *PAX2*, which is not typically associated with mammalian Müller glia^59^, while classical Müller glia markers such as *GLUL*, *CLU* and *RLBP1* were either absent or showed no specific upregulation. 

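*GLUL* and *CLU* were spread over nearly all cell types, and *RLBP1* was found mainly in pigmented cells. *GLUL*, the glutamine synthetase gene, was detected in 56.1% (95% CI 49.3 to 62.7%, 95.5% unthinned) of recomputed cluster 7 at WK8, where *PAX2* and *SPP1* were frequent, against 57.6% in the retinal cluster 0, 36.6% in the corneal epithelium-like cluster 3 and 27.8% in the neuron-like cluster 2. *CLU*, the clusterin gene, was detected in 86.1% (95% CI 80.9 to 90.4%, 99.6% unthinned) of cluster 7, but also in 96.6% of the astrocyte precursor-like cluster 13 and 94.3% of the RPE-like cluster 6. *RLBP1*, the gene of a retinaldehyde-binding protein, was detected in 0.448% (1.79% unthinned) of cluster 7, against 29.3% (95% CI 23.5 to 35.6%, 64.4% unthinned) of cluster 6. *RLBP1* is among the 10 genes that define cluster 6 of WK8, so part of its excess there is built in. At WK6 the astrocyte precursor-like cluster 8 held *GLUL* in 43.6%, *CLU* in 79.6% and *RLBP1* in 0.455% of its cells. All 8 genes of a Muller glia list were higher at WK8 than at WK6, with a median log2 ratio of 0.15 (95% CI 0.12 to 0.21). Against WK2, the WK4 ratio of the list was 0.70 (95% CI 0.67 to 0.72). From WK4 to WK6 the list was lower, with a ratio of -0.19 (95% CI -0.22 to -0.16), 3 genes higher and 5 lower.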

Overlapping expression profiles between developing Müller glia and retinal progenitor cells are well-documented^85^, and transcriptomic studies of hESC-derived retinal organoids indicate early emergence of Müller glia-like cell populations during retinal organoid development^86^. Evaluating the upregulated genes within this cluster may shed light on the mechanisms driving functional differentiation of these immature cells. We also noted the absence of some other mature cell-type-specific markers in our data. For example, in WK12 SEAMs, while we were able to detect expression of multiple prototypical RPE markers, we were unable to reliably detect expression of *RPE65*, which typically marks ‘late’ RPE^87^. Our SEAM culture protocol drives cell autonomous ocular differentiation in the absence of exogenous stimuli, but mature RPE has successfully been generated from hiPSCs by using defined media components and by using modified protocols which promote retinal organoid formation and expansion of the RPE^88–90^. Similarly, while we were able to follow the emergence and continued development of photoreceptors in our cultures, we were unable to detect expression of rhodopsin (*RHO*), or the cone opsins (*OPN1SW*, *OPN1MW* and *OPN1LW*), suggesting that these cells may not have reached maturity or that the culture conditions are sub-optimal for promoting expression of these specific genes at the timepoints studied. Indeed, while opsin-expressing photoreceptors have been generated from hiPSCs using specific protocols, detectable levels of these markers typically emerged only after the period covered by our study^91–93^. For example, it has been reported that photoreceptors derived from hiPSCs under directed pro-neural differentiation methods do not express mature markers until week 14 of culture, while in hiPSC-derived optic cups, opsin expression is not detected until week 21^94,95^. 

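Few or no UMIs of the cone opsin genes were counted in the libraries. *OPN1SW*, the gene of the blue cone opsin (ENSG00000128617, chromosome 7, 128772485 to 128775794 of GRCh38), was detected in 1 of 109 photoreceptor-like cells at WK6 and 0 of 151 at WK8. *OPN1MW* and *OPN1LW*, the genes of the green and red cone opsins, were detected in none of them. Over all kept cells, *OPN1SW* held 0.106 CPM (95% CI 0.0509 to 0.195) at WK8. *OPN1SW* was higher at WK1, with 0.60 CPM (95% CI 0.484 to 0.736), where no photoreceptor-like cluster was found. *OPN1MW* and *OPN1LW* had no UMI in the kept cells of WK1 to WK8. These genes have near-identical sequences, so reads that match both were not counted by the aligner for either, and a count of 0 sets no limit on them.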

The absence of opsin expression in our data, therefore, could reflect intrinsic developmental timing or be because our two-dimensional adherent cell culture protocol and standard media composition does not support expression of a full complement of mature photoreceptor markers without the inclusion of growth factors to promote continued differentiation.

The UMAP projection during SEAM retinal cell maturation reveals a distinct transition from clusters characterised by RPE markers to those of a neural retinal identity. 

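*ZIC1* was most frequent in the ciliary margin-like clusters of WK6 and WK8, while *GJA1*, *OTX1* and *AQP1* were shared with RPE-like cells, and *GJA1* and *OTX1* with epithelial cells too. *ZIC1*, a zinc finger gene of the ciliary margin (ENSG00000152977, chromosome 3, 147393422 to 147510293 of GRCh38), was detected in 42.0% (95% CI 37.2 to 46.9%, 70.4% unthinned) of recomputed cluster 4 at WK6 and 46.4% (95% CI 42.1 to 50.7%, 75.4% unthinned) of cluster 1 at WK8, against 6.36% and 0.873% in the RPE-like clusters and 0.426% and 0.298% in corneal epithelium-like cells. At WK6 it was also detected in 20.0% of the astrocyte precursor-like cluster 8 and 18.9% of the retinal progenitor-like cluster 0. *GJA1*, the connexin 43 gene, was detected in 83.3% and 82.7% of the ciliary margin-like clusters, but in 99.4% and 98.7% of RPE-like cells and 61.1% and 64.3% of the corneal epithelium-like clusters 2 and 3, against 4.60% and 3.15% in neurons. *OTX1* was detected in 14.8% and 16.6%, with 15.3% and 8.30% in RPE-like cells, 18.5% and 9.52% in clusters 2 and 3, and 0% (thinned limit 1.15%) and 0.263% in neurons. *AQP1*, a water channel gene, was detected in 1.70% and 8.01%, with 6.07% and 17.5% in RPE-like cells and 0.213% and 0% (thinned limit 0.893%) in corneal epithelium-like cells. All 6 genes of a ciliary margin list were higher at WK6 than at WK4, with a median log2 ratio of 1.30 (95% CI 1.2 to 1.37). *ZIC1*, *GJA1*, *OTX1* and *AQP1* helped to define or name recomputed cluster 4 of WK6, so part of their excess there is built in. The same holds for recomputed cluster 1 of WK8, which the ciliary margin list named and *ZIC1* helped to define.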

Notably, cells clustered around the border of this transition frequently expressed genes such as *GJA1*, *OTX1*, *AQP1* and *ZIC1*, suggestive of a ciliary margin identity. Ciliary margin-like niches have previously been reported to form in hESC and hiPSC / SEAM culture systems using modified protocols^88,96^ but our results imply that this region has the potential to spontaneously generate independently without culture modifications. The ciliary marginal zone as a source of retinal stem and progenitor cells has been well studied in lower vertebrates such as fish, frogs and birds, although the functional presence of an analogous structure in the mammalian eye is broadly debated^97^. Nevertheless, this remains an interesting focus for future study and once again highlights the spontaneous co-induction of different ocular regions in the absence of exogenous factors.

In previous work, Zone 4 of the SEAM has been identified as non-ocular surface ectoderm, owing to expression of epithelial markers such as *CDH1* and *TP63* in the absence of *PAX6*. It was proposed that these cells would likely differentiate into epidermal keratinocytes^1,5^. P63+ cells are able to terminally differentiate into stratified epithelium of the cornea, skin, or oral mucosa^20,41^, with an ocular phenotype being dependent on the expression of *PAX6*. Oral mucosal epithelium and ocular surface epithelium share many phenotypic and morphological characteristics, and oral mucosal epithelial cell sheets have been used to reconstruct damaged ocular surface in limbal stem cell deficiency models and have shown good efficacy in clinical trials^98–100^. Our analysis has also revealed transcriptional similarity between clusters of ocular epithelial and putative oral mucosa cells and suggests that these clusters may contain a mixed population of cells. This is illustrated by the relatively low overall expression of *PAX6* in the annotated conjunctival epithelial cell cluster, although it should be noted that lower levels of endogenous *PAX6* expression in the conjunctiva compared with cornea have also been previously reported^98^. Mixed populations of conjunctival and non-ocular epithelium have additionally been identified in the same fraction following FACS analysis to isolate specific ocular surface lineages from growing SEAMs, and HOXB4 expression was seen in cells which did not express PAX6^1^. This is mirrored in our recent data which shows expression of several *HOX* genes, which are not expressed at the ocular surface, in isolated cells belonging to epithelial clusters. 

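*HOXB2* to *HOXB4* were found in a minority of mucosal epithelium-like cells and were nearly absent from corneal epithelium-like cells. *HOXB2* was detected in 34.6% (95% CI 22.2 to 48.6%, 52.7% unthinned) of recomputed cluster 14 at WK6, against 1.28% in cluster 2. At WK8 it was detected in 22.5% (95% CI 16.4 to 29.5%, 61.0% unthinned) of cluster 10, against 0% (thinned limit 0.893%) in cluster 3 and 0% (thinned limit 1.26%) in cluster 5. *HOXB4* was detected in 16.4% and 20.1% of the mucosal clusters at WK6 and WK8, against 0.426% and 0.298% in corneal epithelium-like cells. *HOXB3* was detected in 16.4% and 9.47%, against 1.06% and 0.298%. *HOXB8*, which was frequent in neurons, was detected in 0% (thinned limit 5.46%) and 0% (thinned limit 1.78%) of the mucosal clusters. *HOXB2* was also detected in 22.2% (95% CI 11.2 to 37.1%, 47.2% unthinned) of the mesenchyme and corneal endothelium-like cluster 14 at WK8.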

We have also found expression of *HOX* genes in other groups of cells, most notably in neuronal cell clusters. *HOX* genes are not expressed in the retina^101^, so these *HOX*-expressing neuronal cells represent a broader neuroectodermal differentiation capacity within the SEAM. The *HOX*-expressing neuronal cluster at WK6, for example, shows robust and widespread expression of *HOXB* members *HOXB2* through to *HOXB8*. 

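*HOXB2* to *HOXB8* were each found in WK6 neurons, with shares that differed between the genes and the clusters. Recomputed cluster 3 held *HOXB2* in 63.7% (95% CI 59.0 to 68.3%, 72.4% unthinned), *HOXB3* in 55.2%, *HOXB4* in 43.8%, *HOXB6* in 55.5% and *HOXB7* in 24.4% (95% CI 20.4 to 28.8%, 42.1% unthinned) of its cells. In the GABAergic neuron-like cluster 6 these genes were detected in 23.0%, 16.5%, 11.5%, 12.6% and 5.36%. The RPE-like cluster 5, which should lack them, held *HOXB6* in 0.578% of its cells and none of *HOXB2*, *HOXB3*, *HOXB4*, *HOXB7* and *HOXB8* (at most 0.865%). *HOXB5* had the highest CPM over the library, with 264 CPM (95% CI 261 to 268), against 48.7 for *HOXB2* and 10.6 for *HOXB7*. *HOXB2*, *HOXB3*, *HOXB4*, *HOXB5*, *HOXB6*, *HOXB7* and *HOXB8* in recomputed cluster 3 served to define or name these cells, so the excess there is not a separate result.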

*HOXB2* is expressed in developing hindbrain rhombomeres and plays a role in patterning during neurogenesis^102^, while *HOXB8* is expressed more posteriorly in the dorsal spinal cord^103^, indicating that some cells may be defaulting to a more posterior neuroectodermal developmental pathway, possibly in response to intrinsic or extrinsic cues that are yet to be defined. One potential candidate for this is retinoic acid (RA). *HOX* genes are long established to be direct effectors of RA signalling in embryogenesis and development, and RA signalling confers posterior identity during patterning of the developing nervous system^104^. RA also plays a number of roles in vertebrate eye development^105^, and consistent with this, our data show that the RA-metabolising enzymes *RDH10* and *ALDH1A1 – ALDH1A3* are expressed in developing SEAMs.

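*ALDH1A1*, *ALDH1A3* and *RDH10* were higher in the later libraries, while *ALDH1A2* was low throughout. *ALDH1A1*, the gene of a retinaldehyde dehydrogenase of the dorsal retina (ENSG00000165092, chromosome 9, 72900671 to 73080442 of GRCh38), held 0.854, 18.9, 223, 288, 265 and 202 CPM at WK0, WK1, WK2, WK4, WK6 and WK8. *ALDH1A3*, the gene of the ventral enzyme, held 0.961, 12.0, 31.9, 56.7, 52.9 and 51.5 CPM. *RDH10*, the gene of a retinol dehydrogenase, held 2.82, 2.49, 12.7, 30.1, 67.6 and 88.2 CPM, and *ALDH1A2* 2.93, 3.12, 0.181, 0.368, 0.362 and 0.606 CPM. At WK2 *ALDH1A1* was detected in 79.8% (95% CI 77.2 to 82.2%, 96.0% unthinned) of the lens-like cluster 1, against 2.90% in the surface epithelium-like cluster 2. At WK4 it was detected in 91.6% of the RPE-like cluster 3, against 2.35% in the glutamatergic neuron-like cluster 5. *ALDH1A3* was detected in 71.2% (95% CI 58.8 to 81.7%, 89.4% unthinned) of the astrocyte precursor-like cluster 14 at WK4, against 0.671% in cluster 5. *RDH10* was detected in 61.1% of the corneal epithelium-like cluster 2 at WK6, against 0.237% in the neurons of cluster 3. The 9 genes of a retinoic acid list had a median log2 ratio of WK2 to WK1 of 1.42 (95% CI 1.32 to 1.5).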

Analysis of time-series transcriptomic data from differentiating stem cells is a powerful approach to further our understanding of the dynamic and temporal changes in gene expression which shape developmental processes^106–108^. Our results here illustrate progressive development of SEAMs from iPSCs over a 12-week period and provide detailed analyses at key junctures which follow the transition from initial pluripotency though to generation of specialised ocular tissues. Further, we provide a clear snapshot of the contribution of cells from SEAMs of different ages and zones to the range of structures generated. By reconstructing developmental trajectories and extracting modules of co-regulated genes we are also able to identify less well studied candidate genes, highlighting the usefulness of these tools in examining potential drivers of specific differentiation pathways and offering important avenues for further study. While this work has allowed for us to explore, in fine molecular detail, the formation of the SEAM in vitro and the establishment of its characteristic zones, it has also revealed remarkable complexity and the innate self-directed differentiation of ocular components along divergent lineages at a transcriptional level. Further, our study not only advances our understanding of ocular development but also establishes a robust methodological framework for examining and customising SEAM development in vitro.

## Methods

### SEAM cell culture

SEAMs were generated from human iPS cells (clone 201B7^7^, RIKEN BioResource Center, Tsukuba, Japan) as described previously^1,2,6^. Briefly, hiPSCs were maintained on 0.5 μg/cm^2^ LN511E8 (iMatrix-511 silk, 892021, Nippi, Tokyo, Japan) coated culture dishes in serum-free StemFit medium (AK03N, Ajinomoto, Tokyo, Japan) for at least 2 cell passages for stabilisation. Cells were harvested using dissociation solution (DS) containing 50% TrypLE Select (13567-84, Nacalai Tesque, Kyoto, Japan) and 50% 0.5 mM EDTA/PBS solution (13567-84, Nacalai Tesque) and seeded at 4500 cells per well in 6 well culture plates (353046, Corning, NY, USA) coated with 0.5 μg/cm^2^ LN511E8. Cells were then cultivated for a further 10 days in StemFit medium, and differentiation was initiated by culture in differentiation medium (DM) following established protocols^2^. After culture for 4 weeks, DM was substituted for corneal DM (CDM) containing growth factors (KGF, 112-00813, Wako Pure Chemical Corporation, Osaka, Japan) and the ROCK inhibitor Y-27632 (030-24-26, FUJIFILM Wako Pure Chemical Corporation) to promote epithelial cell growth and survival. After an additional 4 weeks of CDM culture (8 weeks in total), the medium was changed to corneal epithelial maintenance medium (CEM) consisting of DMEM/F12 (1:1; 11320033, Life Technologies, Carlsbad, CA, USA) containing KGF, Y-27632 and B-27 supplement (17504-044, Life Technologies). Medium changes were performed once every 2-3 days throughout the SEAM cell culture period. The composition of the culture medium for each stage of SEAM culture is shown in Supplementary Table 1.

### Single-cell library generation and sequencing

Whole SEAMs were harvested from individual wells at eight successive intervals spanning 0 – 12 weeks (every 2 weeks, with the addition of the WK1 sample to capture very early differentiation) in the same single series experiment using methods optimised for cells at each timepoint. Specifically, cells were harvested (1 well/timepoint) using dissociation solution (DS; WK0, 4 min), TrypLE Express (13567-84, Nacalai Tesque; WK1, 10 min) or Accutase (12679-54, Nacalai Tesque; WK2, 10 min; WK4 – WK12, 60 min). For every timepoint, harvested single-cell suspensions containing cells from all zones were sorted using a FACSAriaII cytometer (BD Biosciences, Franklin Lakes, NJ, USA) and living cells were selected by 7’AAD (559925, BD Biosciences) staining. Sorted single-cell suspensions were prepared according to current 10x Genomics guidelines and single-cell libraries were prepared using Chromium Next GEM Single Cell 3ʹ Reagent Kits with v3.1 chemistry (16 rxns PN-1000127, 10x Genomics, Pleasanton, CA, USA) following the manufacturer’s protocols. Single cells were partitioned into GEMs in a Chromium Single Cell Controller at a recommended concentration for targeted recovery of 5000 cells per timepoint, and libraries were constructed according to published user guidelines. Following library construction, libraries were sequenced with 10x Genomics dual indexing on an Illumina NovaSeq 6000 platform using a high-output flow cell to obtain paired-end reads.

### Single-cell data processing and analysis

Sequencing data files were transformed into single-cell gene count matrices with Cell Ranger 6.1.1 using default parameters and mRNA reads were mapped to the human reference genome GRCh38-2020-A (Supplementary Fig. 10a, b). Data pre-processing and cell cluster analyses were performed in R using Seurat v4^109,110^. Briefly, quality control metrics were first applied to the raw data to filter out cells with unique feature count values less than 500 or with greater than 15% mitochondrial reads (Supplementary Fig. 10c). Any additional putative low-quality cells were filtered out post-processing and heterotypic doublets were excluded using DoubletFinder^111^ with parameters: PCs (principal components) = 1:50, pN (defined doublet proportion) = 0.25, pK (PC neighbourhood size) = pK_choose. pK was adjusted programmatically for each dataset to provide optimal values. Data were normalised and scaled using SCTransform v2^8^ and dimensionality reduction was performed by PCA and UMAP embedding. Clustree^112^ was used to assess cluster stability and a clustering resolution of 0.8 with 50 PCs was used in all downstream analyses. Differential expression analysis was performed using the FindAllMarkers function with min.pct = 0.25 and logfc.threshold = 0.25. Clusters were annotated according to differential expression profiles with reference to canonical markers, and where indicated, were correlated with respective SEAM zones by comparison with known SEAM zone markers and cell phenotypes. For the combined analysis, individual Seurat objects were integrated using the merge function, and PrepSCTFindMarkers was applied before differential expression analysis in order to correct for heterogeneity in sequencing depth. Monocle3^81,113^ was used for trajectory and pseudotime inference. Briefly, the as.cell_data_set function from SeuratWrappers was used to convert a Seurat object into a Monocle data structure and learn_graph() was used to fit a principal graph. The root of the trajectory was determined programmatically and order_cells() was applied to order the cells in pseudotime. Differential expression analysis was performed using graph_test() with neighbor_graph = “knn”. Modules of co-regulated genes were extracted using find_gene_modules with resolution=1e-4. To analyse genes which change as a function of pseudotime, graph_test() was passed to neighbor_graph = ”principal_graph” and find_gene_modules() applied with resolution=1e-4.

### Statistics and reproducibility

Statistical analyses were performed using R version 4.1.2 (The R Project for Statistical Computing) and designated packages. Data were obtained from single cells with targeted recovery of 5000 cells per time point in a single-series experiment. To ensure reproducibility, SEAMs were cultured using established protocols and closely monitored for the appearance of concentric multi-zones. Single-cell expression data confirmed the consistent generation of ocular cell types over continuous cellular states across all samples.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Peer Review file

## Data Availability

scRNA-seq datasets have been deposited in NCBI GEO under accession number GSE263987. Source Data are provided in Supplementary Data files 1–4.

# Supplementary material for: Single-cell transcriptomics reveals the molecular basis of human iPS cell differentiation into ectodermal ocular lineages
**Source:** Commun Biol. 2024 Nov 12;7:1495. doi: 10.1038/s42003-024-07130-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Single-Cell Transcriptomics Reveals the Molecular Basis of Human iPS Cell Differentiation into Ectodermal Ocular Lineages**

Laura Howard,<sup>1,2</sup> Yuki Ishikawa,<sup>3, 5</sup> Tomohiko Katayama,<sup>3, 5</sup> Sung-Joon Park,<sup>4</sup> Matthew J. Hill,<sup>2</sup> Derek J. Blake,<sup>2</sup> Kohji Nishida,<sup>5,6</sup> Ryuhei Hayashi,<sup>3, 5</sup> Andrew J. Quantock<sup>1</sup>

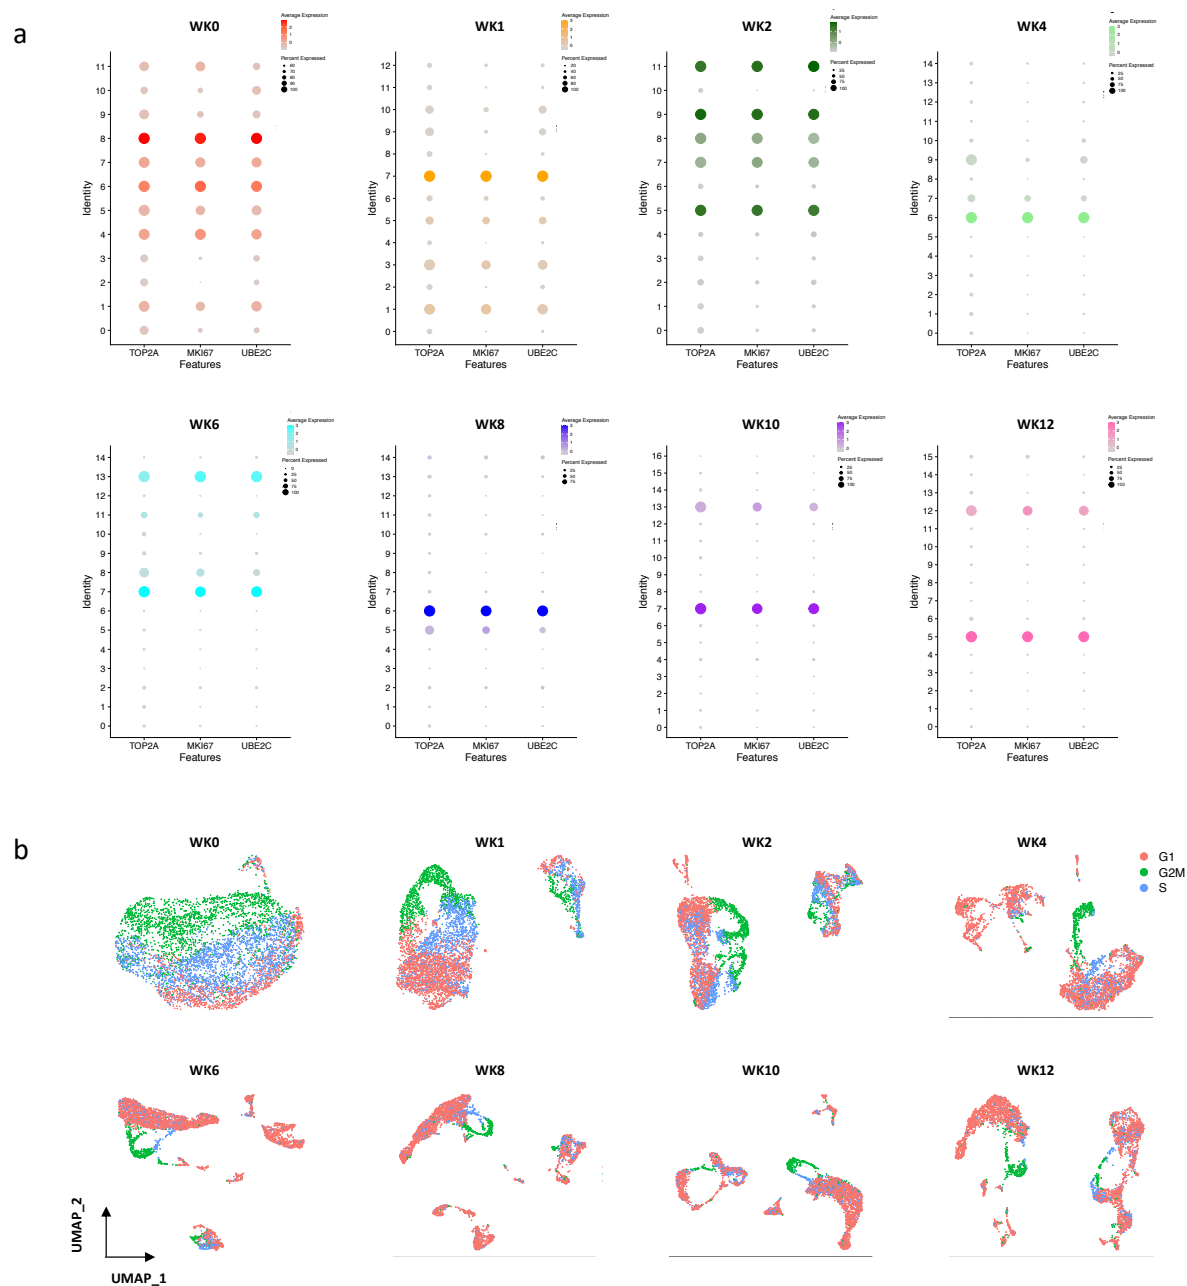

**Supplementary Fig. 1: Cell cycle analysis during SEAM formation and development.** (a) Dot plots showing cluster-specific expression of TOP2A, MKI67 and UBE2C at each developmental stage. (b) Feature plots showing proportion of cells in G1, G2/M and S phases of the cell cycle.

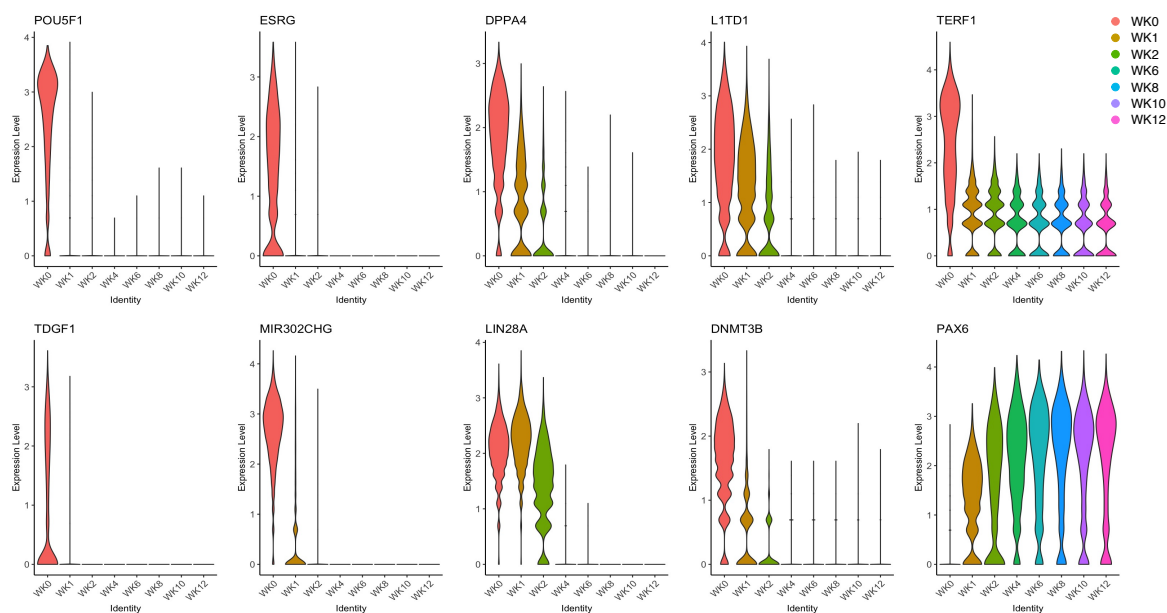

**Supplementary Fig. 2: Progressive loss of pluripotency-associated genes over time.** Violin plots showing expression levels of candidate pluripotency markers at each developmental stage. Reciprocal expression of PAX6 is also shown.

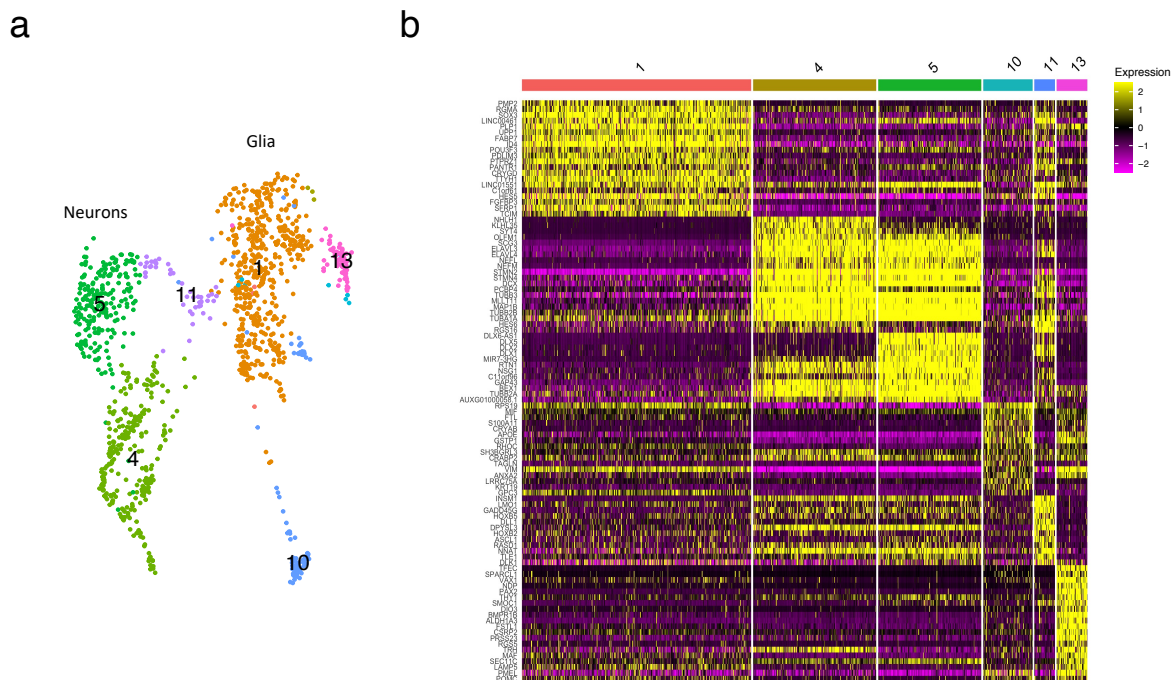

**Supplementary Fig. 3: Neuronal and glial expression in WK4 SEAMs.** (a) UMAP plots of neuronal and glial cell populations in WK4 SEAMs. (b) Heatmap showing the top markers expressed by cells in these clusters.

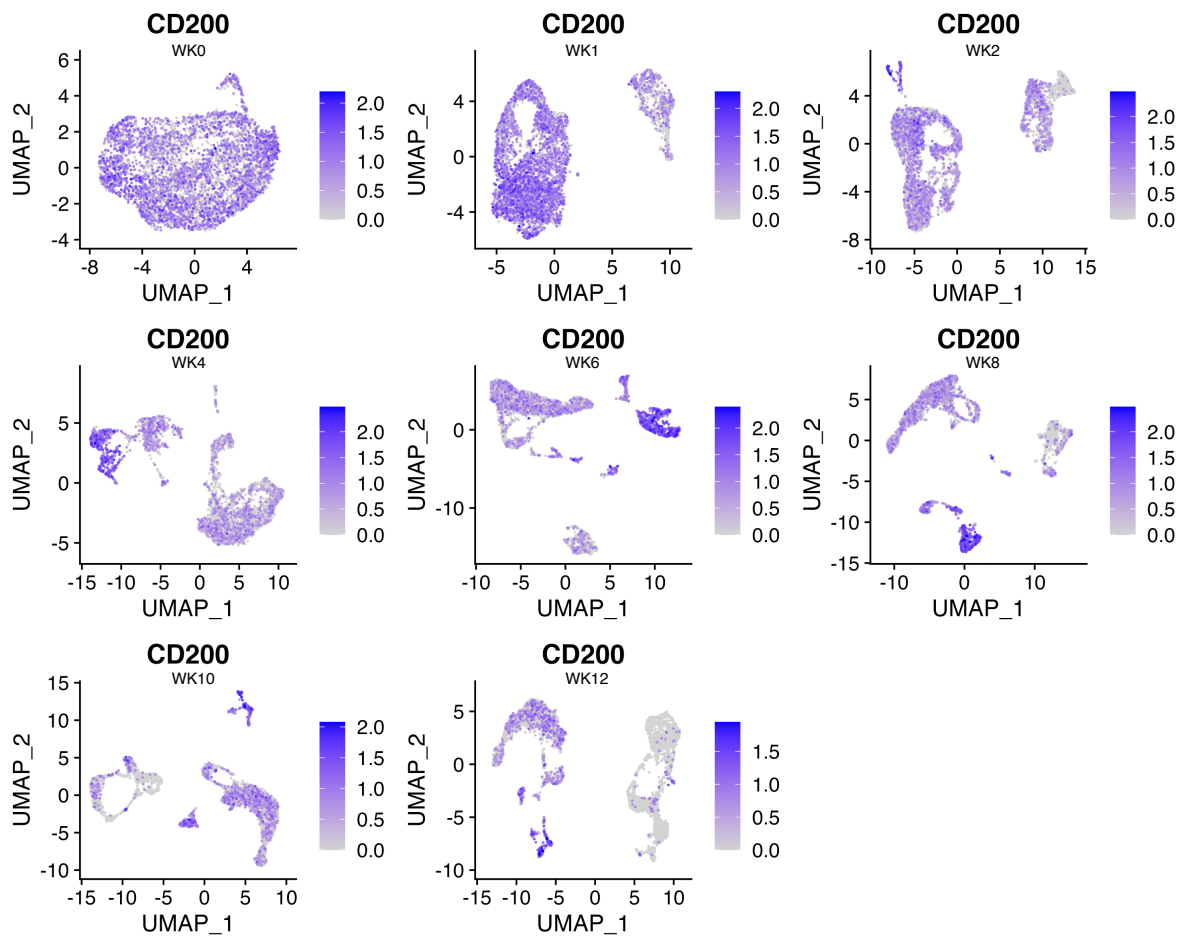

**Supplementary Fig. 5: Expression of CD200 during SEAM development.** Feature plots showing expression of CD200 from WK0 – WK12.

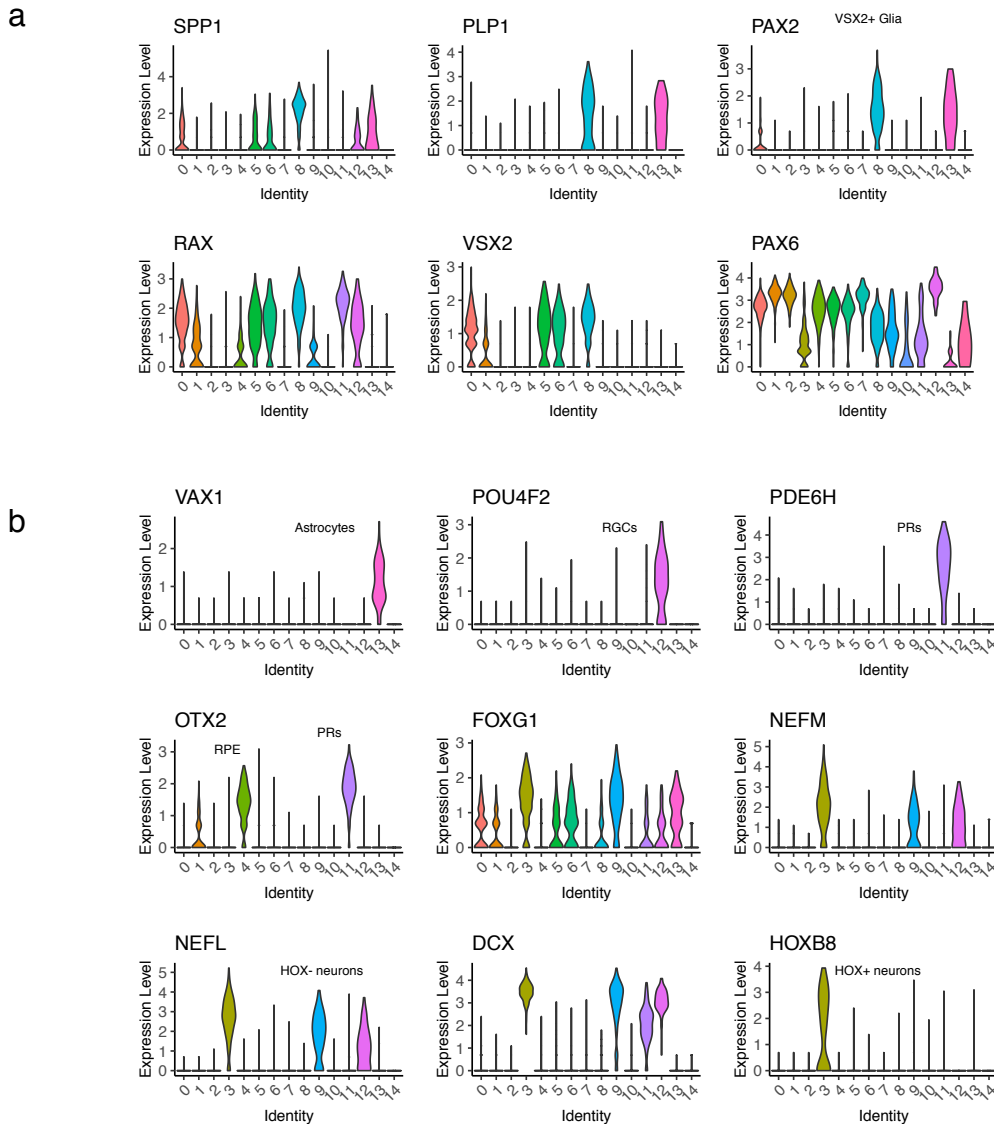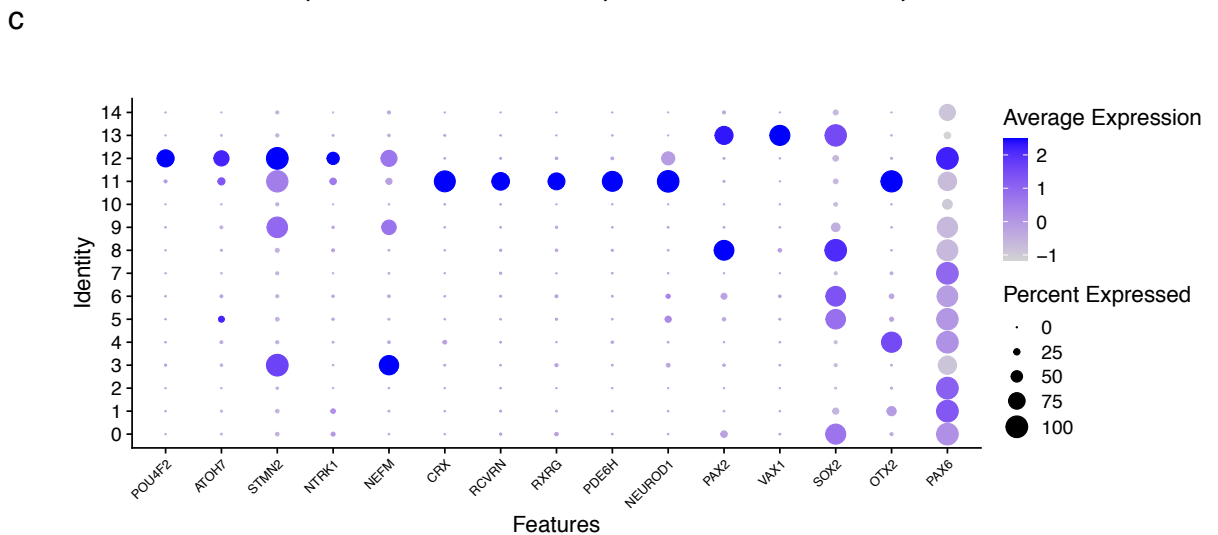

**Supplementary Fig. 6: Cluster-specific expression of specialised ocular markers in WK8 SEAMs.** (a) Violin plots showing co-expression of glial (PLP1, PAX2), RPC (VSX2) and ocular (RAX, PAX6) markers in cells in cluster 8, indicating a Müller glial-like identity. (b) Violin plots showing cell-specific expression of key ocular and neural markers. (c) Dot plot showing expression of RGC, photoreceptor and astrocyte markers in WK8 SEAMs.

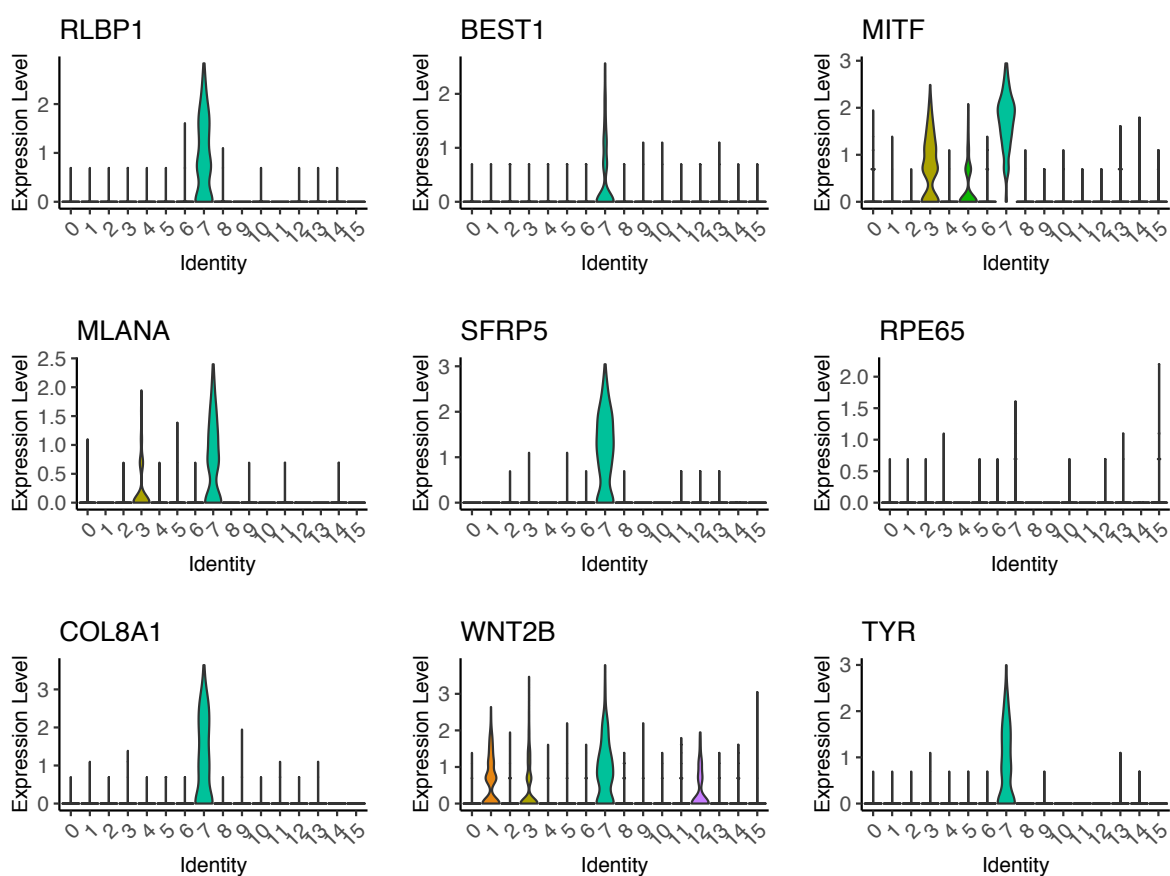

**Supplementary Fig. 7: Cluster-specific expression of RPE markers in WK12 SEAMs.** Violin plots showing co-expression of RPE markers in cluster 7.

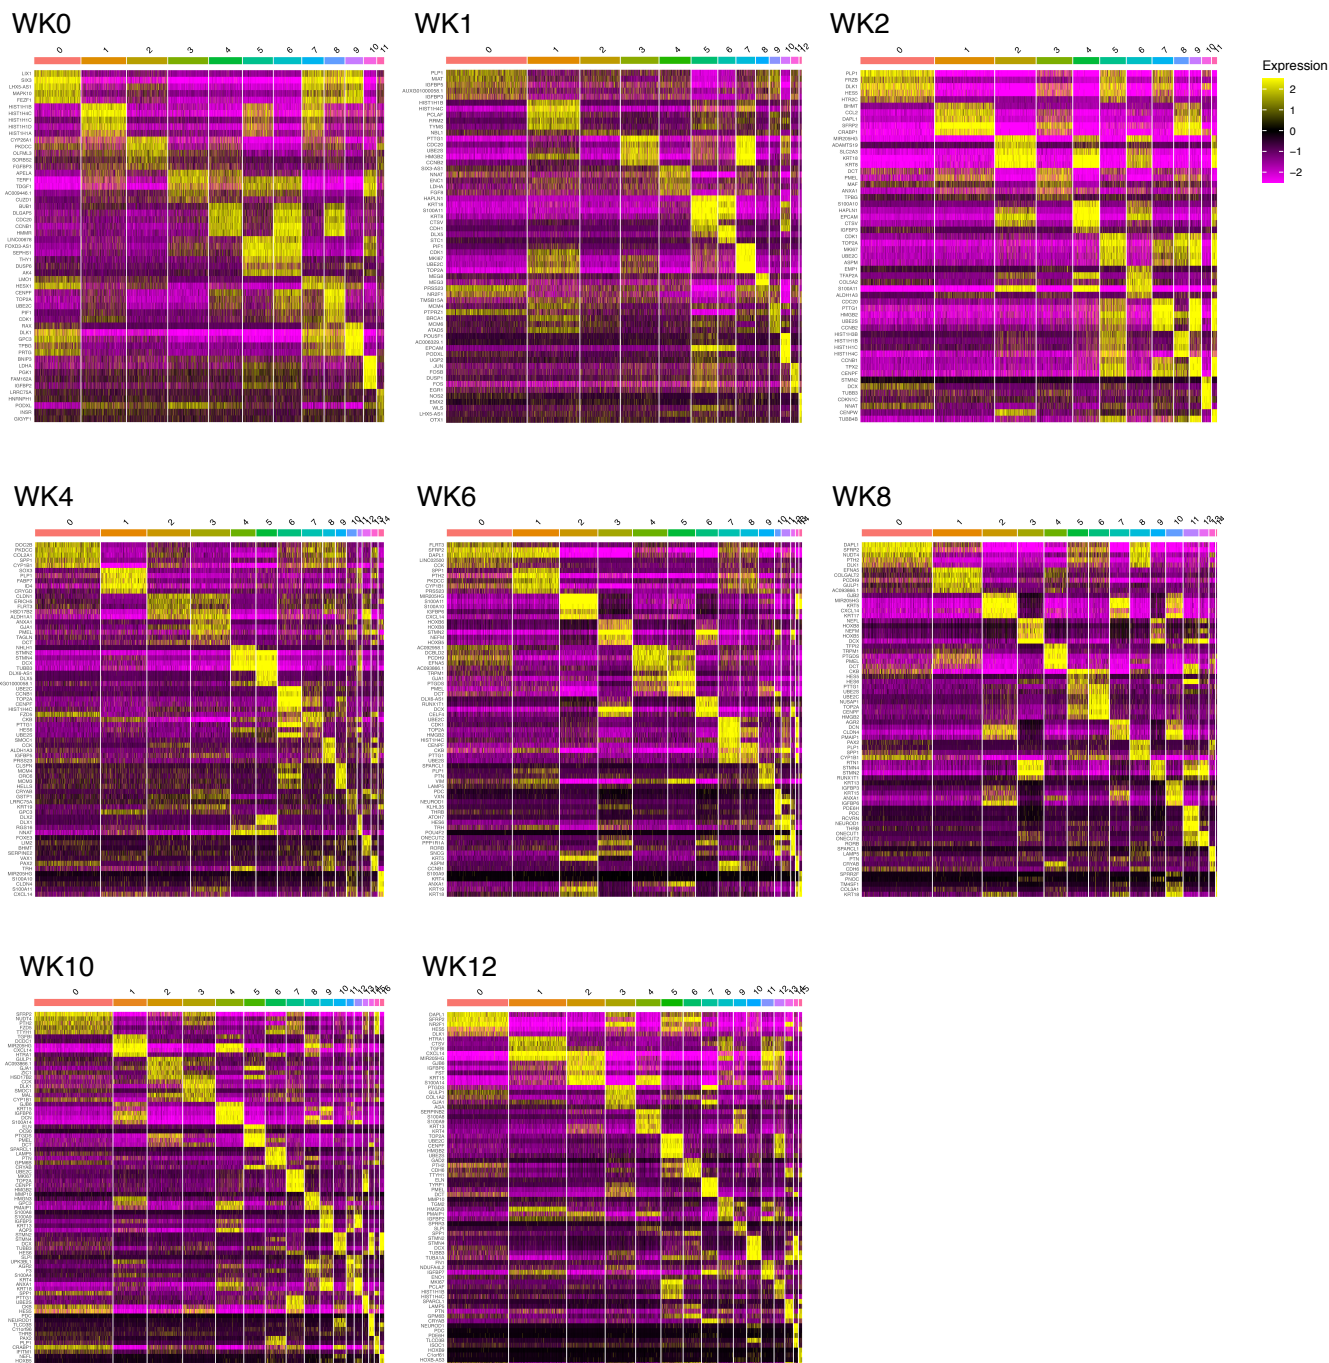

**Supplementary Fig. 8: Heatmaps showing gene expression at all SEAM stages.** Heatmaps showing the top\_n = 5 genes returned by FindAllMarkers for each returned cluster at each developmental stage studied. Full gene lists are shown in Supplementary Data 1.

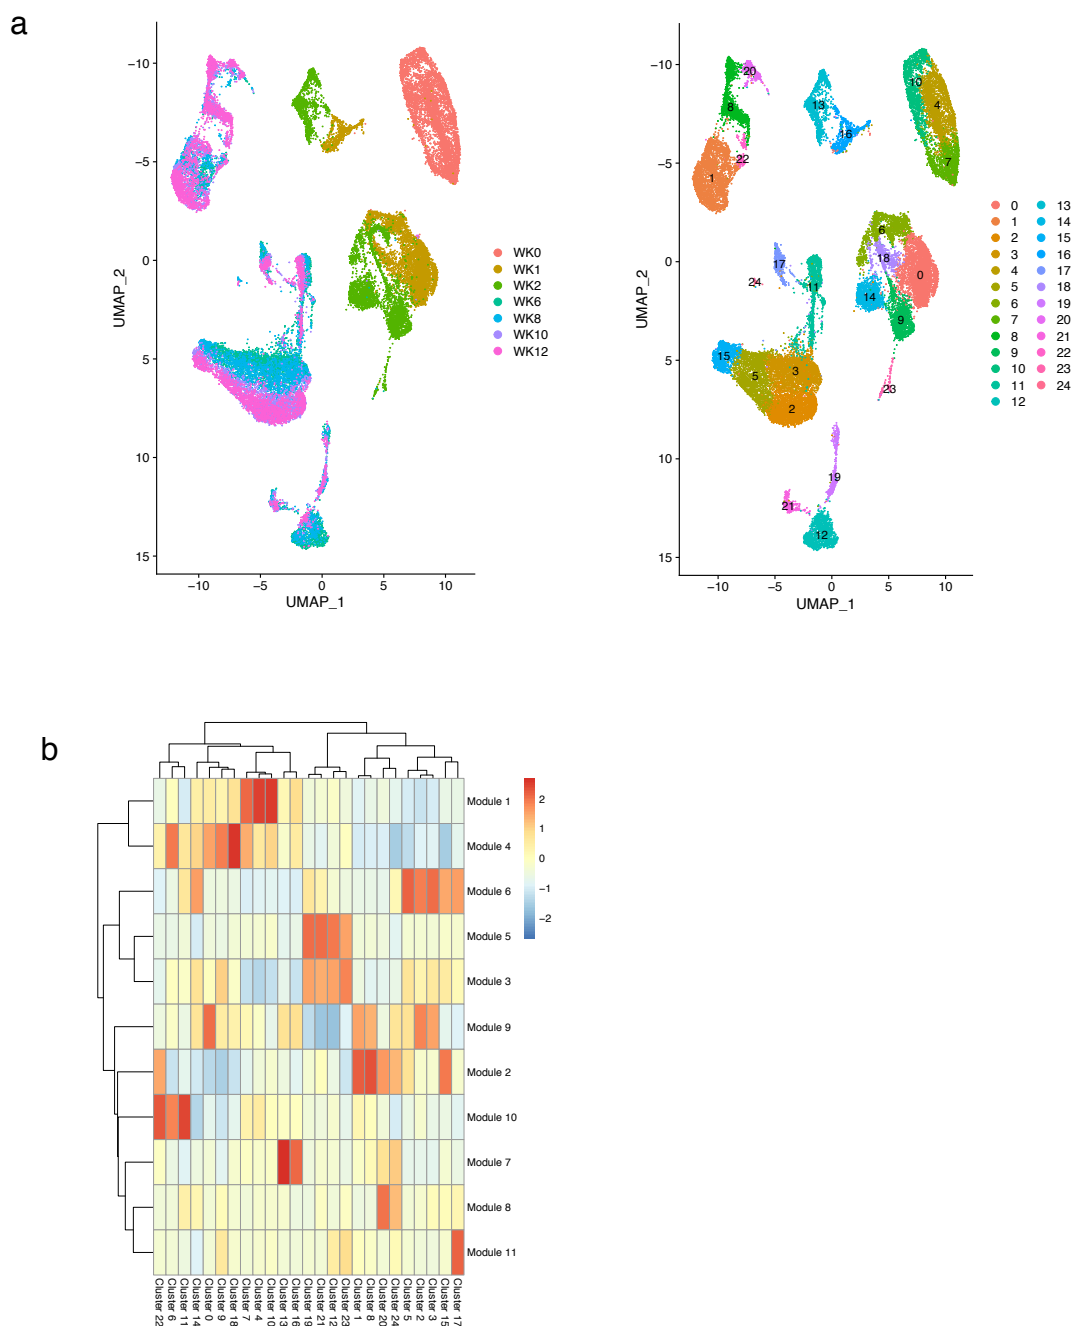

**Supplementary Fig. 9: Integrative analysis of SEAM development.** (a) UMAP plots of combined data, labelled according to sample identity and Seurat cluster. (b) Monocle3 analysis showing modules of co-regulated genes which change as a function of pseudotime. Full gene lists are shown in Supplementary Data 4.

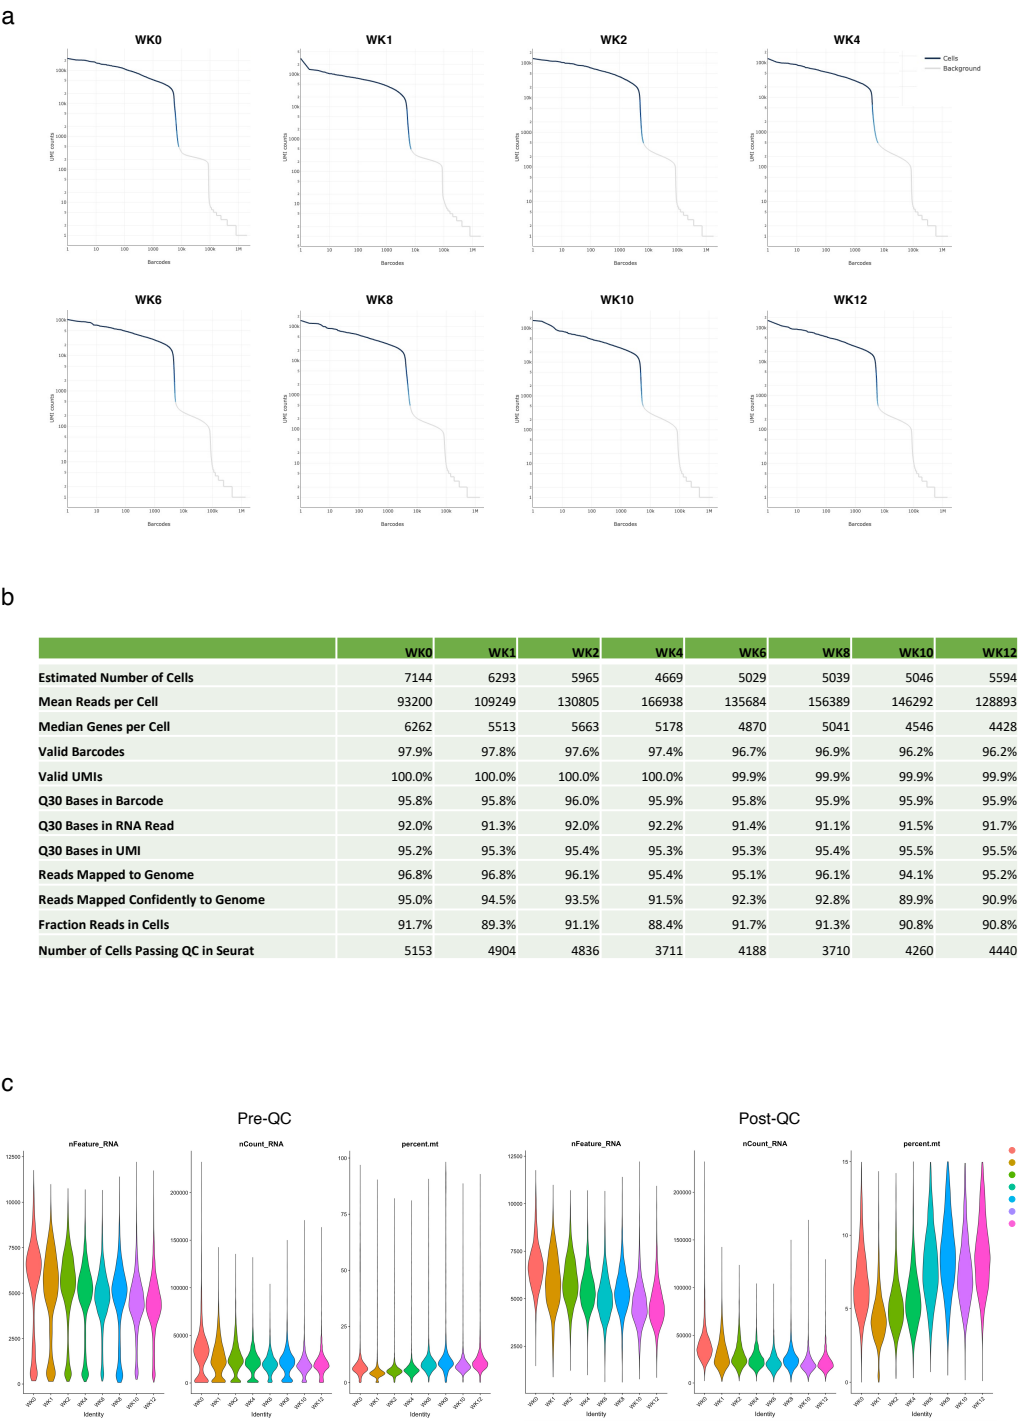

**Supplementary Fig. 10: Quality control and selection of cells for analysis.** (a) Barcode rank plots showing distribution of UMI counts in barcodes. (b) Sequencing metrics. (c) Violin plots showing QC plots pre- and post- QC processing.

## Supplementary Table 1

### Composition of culture medium for SEAM culture

#### DM (differentiation medium)

| Reagent                                             | Manufacturer                     | Cat. No.  | Final concentration |
|-----------------------------------------------------|----------------------------------|-----------|---------------------|
| G-MEM                                               | Life Technologies                | 11710035  | n/a                 |
| L-Glutamine 200mM (100X)                            | Life Technologies                | 25030081  | 2 mM                |
| MEM Non-Essential Amino Acids Solution (100X)       | Life Technologies                | 11140050  | 0.1 mM              |
| Sodium pyruvate (100mM)                             | Life Technologies                | 11360070  | 1 mM                |
| StemSureR 50mmol/L Monothioglycerol Solution (×100) | Fujifilm Wako                    | 195-15791 | 55 μM               |
| KnockOut™ Serum Replacement                         | Life Technologies                | 10828028  | 20%                 |
| PENICILLIN G POTASSIUM                              | Meiji Seika Pharma, Tokyo, Japan | 876111    | 100 unit/mL         |
| STREPTOMYCIN SULFATE                                | Meiji Seika Pharma               | 876161    | 0.1 mg/ml           |

#### CDM (corneal differentiation medium)

| Reagent                      | Manufacturer                                      | Cat. No.   | Final concentration |
|------------------------------|---------------------------------------------------|------------|---------------------|
| DM (differentiation medium)  | self-produced                                     | n/a        | 50%                 |
| CnT-Prime (w/o; EGF and FGF) | CELLnTEC Advanced Cell Systems, Bern, Switzerland | CnT-PR-EF  | 50%                 |
| Recombinant Humman KGF       | Fujifilm Wako                                     | 112-00813  | 20 ng/ml            |
| CultureSure® Y-27632         | Fujifilm Wako                                     | 030-24-026 | 10 μM               |
| PENICILLIN G POTASSIUM       | Meiji Seika Pharma                                | 876111     | 100 unit/mL         |
| STREPTOMYCIN SULFATE         | Meiji Seika Pharma                                | 876161     | 0.1 mg/ml           |

#### CEM (corneal epithelial maintenance medium)

| Reagent                            | Manufacturer       | Cat. No.   | Final concentration |
|------------------------------------|--------------------|------------|---------------------|
| DMEM/F12                           | Life Technologies  | 11320033   | n/a                 |
| Recombinant Humman KGF             | Fujifilm Wako      | 11200813   | 20 ng/ml            |
| CultureSure® Y-27632               | Fujifilm Wako      | 030-24-026 | 10 μM               |
| B-27™ Supplement (50X), serum free | Life Technologies  | 17504-044  | 2%                  |
| PENICILLIN G POTASSIUM             | Meiji Seika Pharma | 876111     | 100 unit/mL         |
| STREPTOMYCIN SULFATE               | Meiji Seika Pharma | 876161     | 0.1 mg/ml           |

# Supplementary material for: Single-cell transcriptomics reveals the molecular basis of human iPS cell differentiation into ectodermal ocular lineages
**Source:** Commun Biol. 2024 Nov 12;7:1495. doi: 10.1038/s42003-024-07130-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Cluster-specific differential expression analysis for each individual time point studied. Data were generated using the Seurat FindAllMarkers function.

**File name:** Supplementary Data 2

**Description:** Differential expression analysis for all identity classes (combined data). Data were generated using the Seurat PrepSCTFindMarkers followed by the FindAllMarkers function, and are shown annotated by both Seurat cluster and sample identity.

**File name:** Supplementary Data 3

**Description:** Monocle3 module groupings indicating co-regulated genes. Expression analysis was performed using `graph_test()` with `neighbor_graph="knn"` and modules of co-regulated genes were extracted using `find_gene_modules` with `resolution=1e-4`.

**File name:** Supplementary Data 4

**Description:** Monocle3 module groupings indicating co-regulated genes which change as a function of pseudotime. Expression analysis was performed using `graph_test()` with `neighbor_graph="principal_graph"` and modules of co-regulated genes were extracted using `find_gene_modules` with `resolution=1e-4`.

# Supplementary material for: Single-cell transcriptomics reveals the molecular basis of human iPS cell differentiation into ectodermal ocular lineages
**Source:** Commun Biol. 2024 Nov 12;7:1495. doi: 10.1038/s42003-024-07130-4
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Library preparation was performed using the 10x Genomics Chromium system. Sequencing was performed using a Novaseq 6000 platform.                                                                                                                                                                             |
| Data analysis   | Sequencing data files were transformed into single-cell gene count matrices with Cell Ranger 6.1.1 using default parameters and reads were mapped to the human reference genome GRCh38-2020-A. All data analyses were performed using standard 'R' packages and functions as reported in the methods section. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

scRNAseq data deposited into the Gene Expression Omnibus database under accession number GSE263987

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Exact sample metrics shown in Supplementary Fig. 10.

Data exclusions Cells excluded following QC are shown in Supplementary Fig. 10 and described in methods section.

Replication Reproducibility was assessed through consistency of gene expression patterns across sequential developmental stages across many thousands of cells.

Randomization This study design did not involve treatment groups or conditions requiring random assignment.

Blinding Data analysis was performed using automated and unbiased computational methods.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).

Research sample State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.

Sampling strategy Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a

|                   |                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                   | <i>rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.</i>                                                                                                                                                                        |
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i> |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                          |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                     |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                    |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                              |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample          | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy        | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection          | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions          | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility          | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization            | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                 | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used *Describe all antibodies used in the study; as applicable, provide supplier name, catalog number, clone name, and lot number.*

Validation *Describe the validation of each primary antibody for the species and application, noting any validation statements on the manufacturer's website, relevant citations, antibody profiles in online databases, or data provided in the manuscript.*

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s) Human iPS cells (clone 201B7, RIKEN BioResource Center, Tsukuba, Japan).

Authentication iPS cells were examined by morphology, doubling time, colony-forming efficiency, and for expression of pluripotent stem cell markers.

Mycoplasma contamination Human iPS cells were identified as mycoplasma negative by the supplier and by regular inspections using a PCR-based method.

Commonly misidentified lines (See [ICLAC](#) register) No commonly misidentified cell lines were used in the study.

## Palaeontology and Archaeology

Specimen provenance *Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.*

Specimen deposition *Indicate where the specimens have been deposited to permit free access by other researchers.*

Dating methods *If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight *Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals *For laboratory animals, report species, strain and age OR state that the study did not involve laboratory animals.*

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i>                                                                                                       |
| Reporting on sex        | <i>Indicate if findings apply to only one sex; describe whether sex was considered in study design, methods used for assigning sex. Provide data disaggregated for sex where this information has been collected in the source data as appropriate; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex-based analyses where performed, justify reasons for lack of sex-based analysis.</i> |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                                                                                                                      |
| Ethics oversight        | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                      |                            |
|-------------------------------------|--------------------------|----------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                      |                                                                             |
|-------------------------------------|--------------------------|-----------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                            |                                                                                                                                                                                                             |
|----------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><small>May remain private before publication.</small> | For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.                                         |
| Files in database submission                                               | Provide a list of all files available in the database submission.                                                                                                                                           |
| Genome browser session<br><small>(e.g. <a href="#">UCSC</a>)</small>       | Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents. |

### Methodology

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Describe the experimental replicates, specifying number, type and replicate agreement.                                                                                      |
| Sequencing depth        | Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end. |
| Antibodies              | Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.                                |
| Peak calling parameters | Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.                                   |
| Data quality            | Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.                                        |
| Software                | Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.        |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                            |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.                                                        |
| Instrument         | Identify the instrument used for data collection, specifying make and model number.                                                                                        |
| Software           | Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details. |

Cell population abundance

Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.

Gating strategy

Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

### Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models & analysis

| n/a                      | Involvement in the study                                              |
|--------------------------|-----------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

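Poly(A) RNA of single cells was measured in SEAM cultures of the human iPSC line 201B7 with 10x Genomics 3′ chemistry, in 6 libraries, 1 each for WK0, WK1, WK2, WK4, WK6 and WK8. Each library came from 1 well and stands alone in its condition. The authors made the deposited matrices with Cell Ranger 6.1.1 and a human reference built on GRCh38, and their values are counts of UMIs per gene and barcode. Whole numbers from 1 upwards, and totals that differ between libraries, were found on reading them, so no normalization is in them. They hold the barcodes that Cell Ranger took as cells, and no filter on genes or on mitochondrial UMIs. Each matrix has 36601 features, of which 20 share a symbol with another and were kept apart by their Ensembl identifier. Gene coordinates are from GENCODE release 44. WK10 and WK12 were not analysed here.

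Following the methods, a barcode was kept with at least 500 genes and at most 15% mitochondrial UMIs. The number of barcodes that passed was 6081, 5565, 5464, 4270, 4567 and 4125 in the order of the weeks. DoubletFinder, which the authors used, was replaced by Scrublet in scanpy 1.11.5, with 30 principal components. Its highest-scoring barcodes were removed, their number set at 0.8% per 1000 barcodes of the library, which took away 348, 280, 261, 159, 184 and 166 barcodes with a median of 67018, 39240, 46309, 42052, 34728 and 44292 UMIs. The further filtering of low-quality cells that the methods mention gives no threshold and was not repeated. The kept cells held medians of 34962, 26598, 25568, 22490, 20396 and 23187 UMIs and 6455, 5715, 5747, 5258, 4928 and 5253 genes, with median mitochondrial shares of 6.45, 4.25, 5.05, 5.52, 7.89 and 8.53%.

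Each library was clustered alone with SCTransform v2 (sctransform 0.4.2) and Seurat 5.3.0 in R 4.3.3, with 50 principal components and a resolution of 0.8, as in the methods. The package glmGamPoi was absent, so the fitting of sctransform itself was used. Cluster numbers are those of the recomputed clusters and are not those of the paper. A total of 27 marker lists and 6 lists of pathways or gene families, with 272 genes, and 19 gene pairs were fixed, and several of their genes come from the text and tables of the paper. A cluster was named after the list with the highest mean score of its markers among the lists that met the rules below. Each marker was a log2 CPM with 5 CPM added, scaled over the clusters of all libraries together. A score therefore also reflects the contrast with other weeks. The name needed at least 3 markers in at least 25% of the cells, and no other list could hold 2 more of the 10 genes that define the cluster. A cluster with a median UMI count under 1 in 3 of that of its library also needed 2 markers among those 10 genes. For 7 of 78 named clusters a list that did not meet these rules scored higher. They were cluster 0 of WK0 (pluripotency over eye field), cluster 1 of WK1 (neural and glial progenitor over eye field), clusters 5 and 15 of WK4 (neuron over glutamatergic neuron, and amnion over corneal epithelium), clusters 12 and 13 of WK6 (skeletal muscle and neuron over RGC) and cluster 12 of WK8 (neuron over RGC). The rules on these 10 genes and the joining of names into classes were set after the first results were seen. Of 86 clusters, 8 stayed unnamed, all of them of low depth. A class was compared between weeks only where no list of another class held more of the defining genes of its clusters, which left out the retinal progenitor-like class at every week, the pluripotent-like class at WK0 and the epithelium-like class at WK2.

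Levels are CPM of the UMIs summed over kept cells, with exact Poisson 95% intervals. The log2 ratio of a gene between consecutive weeks adds 0.5 UMI to both counts. A list is given as the median log2 ratio of its members with at least 10 UMIs in the pair of libraries, with an interval from 1000 redraws of the counts. It is placed as a percentile among 10000 lists of the same size drawn from the 200 genes nearest to each member in mean level. A member at 0 in one library was set to the bound that 3 UMIs give. The opsin genes held too few UMIs for a median. Shares of cells with at least 1 UMI of a gene, and of cells with both genes of a pair, are over cells thinned at random to 5000 UMIs, with exact binomial 95% intervals. Beside a pair stands the share expected if its genes were spread independently within the library. With 1 library per week no test between weeks was made, and no p-value is given. The intervals leave out differences between wells, cultures and library preparations.

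The genes given by name are the 126 that the paper names for WK0 to WK8, the 10 genes with the largest ratio of CPM to the other cells of the library for each named cluster, the 10 highest and 10 lowest log2 ratios of each step between weeks among genes with at least 100 CPM, and up to 4 members of each list. Mitochondrially encoded genes, ribosomal protein genes, *XIST* and Y-linked genes were left out of the genes of a step. Values in the tables and figures of the paper had been seen when this rule was written. Which list medians, shares and pairs are reported at a claim, and which count as main results, was chosen after the values were seen. Some of these genes and pairs, and the shares of these genes in the supplement of the paper, are not reported here. A pair of further lists, each of 6 genes, for mesothelium and corneal endothelium, were written after the clusters of WK8 were seen and before their own test.

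The procedure was tested on simulated data. Over the 5 steps between weeks, the 95% interval held the simulated ratio for 95.3 to 95.7% of genes set to be unchanged, 90.0 to 98.0% of genes raised 2-fold and 93.0 to 98.0% of genes raised 4-fold. A list of raised genes lay above every random list in each step, and 90.0 to 100.0% of 20 lists of unchanged genes lay within the middle 95 percentiles. Thinning gave shares within 3.45 percentage points of their expected value for 40 genes in 500 cells. The naming found the right list for 26 of 26 simulated clusters. This does not measure its accuracy on the real clusters, where for 7 of 78 named ones another list scored higher.

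The alternatives were a minimum of 1000 genes, a maximum of 10% mitochondrial UMIs, no removal of doublets, all barcodes, resolutions of 0.4 and 1.2, 30 principal components, log-normalization to 10000 UMIs per cell with 3000 variable features, cells thinned to 10000 UMIs or not at all, at least 2 UMIs as detection, the mean of the CPM of each cell, a total without mitochondrially encoded and ribosomal protein genes, and list members with at least 100 UMIs. Shares of classes without the clusters of low depth were added after the data were seen. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.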

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

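*HAND1*, *GABRP*, *TLX3*, *HMX3* and *WT1* stand out as genes that the paper does not discuss, each detected in the cluster given below far above the limit that a count of 0 allows, and all were chosen after their values were seen. *GABRP* and *HMX3* are not confined to that cluster. *GABRP* was also detected in 24.6% of the corneal epithelium-like cluster 15 of WK4, where it is among the 10 defining genes, and in 45.5% and 17.2% of the mucosal epithelium-like clusters of WK6 and WK8, and *HMX3* in 22.3% of the surface ectoderm-like cluster 2 of WK2. Tests chosen only after the result was seen were those of free RNA and of doublets with a cell of the WK1 profile at WK2, and of a mesothelium-like part and of a second epithelial kind of cell at WK8, for which mucosal genes replaced *EPCAM*. All 5 genes are among the 10 that define their cluster, and *HAND1* and *GABRP* also named theirs, so their excess is part of how the clusters were drawn.

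Genes of amnion and trophoblast were detected at WK2 in recomputed cluster 6, the cluster that also held *POU5F1*. *HAND1* was detected in 18.3% (95% CI 14.4 to 22.7%, 50.1% unthinned) of 361 cells, against 0.217% (0.578% unthinned) of the lens-like cells (median 28308 UMIs), the highest share in another class. *GABRP* was detected in 29.6% (95% CI 25.0 to 34.6%, 56.8% unthinned), against 0.919% (3.78% unthinned) of the epithelium-like cells (median 29085 UMIs). The 5 genes of an amnion and trophoblast list had a median log2 ratio of WK2 to WK1 of 5.90 (95% CI 5.39 to 6.59), above every random list, with 4 higher and 1 lower. The 10 pluripotency genes were all lower over the same step, with a median of -1.81 (95% CI -1.88 to -1.73).

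Doublets of a pluripotent cell and another cell would keep the other pluripotency genes at their ratio to *POU5F1*. Relative to the pluripotent-like cluster of WK1, the median ratio was 0.771, as doublets would give. Yet 4 of 9 genes, *MIR302CHG*, *NANOG*, *TDGF1* and *USP44*, lay under 0.5 times theirs beyond their counting intervals, down to 0.00592 for *TDGF1* (3 against 1664 UMIs). This argues against doublets with a cell of the WK1 profile. WK2 had no pluripotent-like cluster, so doublets with a pluripotent cell of another profile stay open. Free RNA would reach all classes alike. Of the 9 pluripotency genes that did not define the cluster, 4 stood there at over 2 times their highest CPM in another class beyond their counting intervals, namely *ESRG* (15.6 times), *FOXH1* (14.8), *L1TD1* (2.60) and *MIR302CHG* (33.7), which argues against free RNA as their source. The other 5 did not, and *USP44* stood at 0.0558. For the amnion genes the share with *HAND1*, 84.3 times that of the lens-like cells, decides nothing, because *HAND1* helped to define and name the cluster, so free RNA as their source was not excluded. An amnion-like differentiation of part of the culture between WK1 and WK2 stays open too, as a hypothesis found on the same cells.

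Recomputed cluster 15 of WK6, named after retinal interneurons and with 35 cells (median 26512 UMIs), held homeobox genes of hindbrain, spinal cord and sensory neurons. *TLX3* was detected in 25.7% (95% CI 12.5 to 43.3%, 60.0% unthinned) of them, against 0.0562% (0.0560% unthinned) of the retinal progenitor-like cells (median 21178 UMIs). *HMX3* was detected in 31.4% (95% CI 16.9 to 49.3%, 65.7% unthinned), against 1.03% (2.85% unthinned) of the neuron-like cells (median 14238 UMIs). With 9 and 11 cells the intervals are wide, no explanation was tested, and the name of the cluster says only which marker list scored highest.

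*WT1*, a zinc finger gene of mesothelium and kidney, was detected in 37.8% (95% CI 23.8 to 53.5%, 47.2% unthinned) of 45 thinned cells of recomputed cluster 14 at WK8, against 0.808% (3.36% unthinned) of the epithelium-like cells (median 24044 UMIs). A resolution of 1.2 set 26 of its 53 cells apart. Unthinned, *WT1* was detected in 25 of the 26 and in none of the other 27. *MSLN* was detected in 80.8% against 11.1% of these parts, *UPK3B* in 65.4% against 0%, *BNC1* in 61.5% against 0% and *LRRN4* in 42.3% against 0%, while *MUC16* was detected in 15.4% against 51.9%. A resolution of 0.4 also gave a class of 26 cells, 0.657% of those kept.

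The 10 genes that define the mucosal epithelium-like cluster held a median of 0.0306 of their CPM there in the whole cluster and 0.0532 in the 27 cells. This argues against cells of that mucosal cluster, but the bound set for it took no account of mucosal cells of another kind, so a mixture of mucosal epithelial and mesenchymal cells stays open. In the whole cluster, 3 of 6 mesothelium markers were detected in at least 25% of the cells and 4 of 6 corneal endothelium markers were over 2 times the CPM of the other kept cells. The counts rest on different measures, so mesothelium-like cells and corneal endothelium-like cells cannot be told apart by these lists. In the part that resolution 1.2 separates, 4 of the 6 mesothelium markers, *MSLN*, *UPK3B*, *LRRN4* and *BNC1*, were in at least 25% of its cells and under 10% of the other kept cells. Mesothelium-like cells would give this, but the corneal endothelium list was not tested in that part. *COL8A1*, which the paper gives as a corneal endothelial marker, was in most of its cells unthinned. The split therefore does not decide between these identities. In the rest, 5 of the 10 genes of the mucosal list were in at least 25% of the cells and at over 2 times their share in the 26 cells, among them *AGR2* in 66.7% against 3.85% and *CXCL17* in 51.9% against 0%, both named after their values were seen, which is consistent with a second, epithelial kind of cell, found and tested on the same cells. *EPCAM* does not separate the parts, with 77.8% and 73.1%. Time in culture and the medium with KGF and Y-27632, in use at WK6 and WK8, are the conditions in the design that give a biological explanation, and neither was tested.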

How the results depend on the processing

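Of the settings below, the share of classes without clusters of low depth was chosen after the values were seen, and the others were chosen in advance. No paired analysis was possible because each week has 1 library. None of the 41 list medians put through the alternatives changed its sign, and the other list medians given here were not varied. A value is called the same where the alternative lies within its 95% interval, and the value under the procedure as described stands in brackets.

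The share of barcodes kept, reported as 80.3%, 84.0%, 87.2%, 88.1%, 87.2% and 78.6% from WK0 to WK8, was 75.8%, 80.0%, 83.6%, 84.0%, 85.7% and 76.3% with at least 1000 genes. It was 72.6%, 81.8%, 85.3%, 84.8%, 68.2% and 55.3% with at most 10% mitochondrial UMIs, and 85.1%, 88.4%, 91.6%, 91.5%, 90.8% and 81.9% with no doublet removal. These follow from what each filter removes.

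Of 32 shares of classes, 28 stayed the same with 30 principal components, 21 stayed the same with resolution 0.4, 24 stayed the same with resolution 1.2, 20 stayed the same with log-normalization, 22 stayed the same with no doublet removal, 20 stayed the same with cells over 10% mitochondrial UMIs left out and 19 stayed the same with clusters of low depth left out. With 30 principal components, the shares of classes that moved were, at WK6 ciliary margin 16.1% (9.47%) and retinal progenitor 34.8% (40.8%), and at WK8 mesenchyme and corneal endothelium 0.909% (1.34%) and RPE 4.55% (5.81%). A resolution of 0.4 gave, at WK0 neuroectoderm progenitor 26.1% (19.7%) and pluripotent 62.6% (69.0%), and at WK1 epithelium 16.1% (13.7%), neuroectoderm progenitor 74.3% (77.3%) and pluripotent 0% (2.35%). It also gave, at WK2 lens 20.0% (26.6%), and at WK4 RPE 20.7% (9.29%) and retinal progenitor 36.8% (48.6%). Lastly it gave, at WK6 ciliary margin 20.1% (9.47%) and retinal progenitor 30.1% (40.8%), and at WK8 mesenchyme and corneal endothelium 0.657% (1.34%). A resolution of 1.2 gave, at WK0 neuroectoderm progenitor 21.6% (19.7%) and pluripotent 67.1% (69.0%), and at WK2 lens 18.6% (26.6%). It also gave, at WK6 astrocyte precursor 3.08% (5.02%) and neuron 13.6% (16.0%), and at WK8 ciliary margin 11.8% (13.6%), mesenchyme and corneal endothelium 0.657% (1.34%) and RPE 7.55% (5.81%). Log-normalization gave, at WK0 neuroectoderm progenitor 8.32% (19.7%) and pluripotent 81.7% (69.0%), and at WK2 neuroectoderm progenitor 44.5% (38.1%). It also gave, at WK4 retinal progenitor 46.2% (48.6%), and at WK6 ciliary margin 11.2% (9.47%), neuron 11.8% (16.0%) and RPE 7.07% (7.92%). Lastly it gave, at WK8 ciliary margin 11.8% (13.6%), astrocyte precursor 5.20% (1.49%), mesenchyme and corneal endothelium 2.02% (1.34%), retinal neuron 7.83% (6.14%) and RPE 8.77% (5.81%). Clustering again without doublet removal gave, at WK0 neuroectoderm progenitor 21.4% (19.7%) and pluripotent 67.5% (69.0%), and at WK2 neuroectoderm progenitor 44.3% (38.1%). It also gave, at WK4 astrocyte precursor 4.64% (1.61%), lens 2.01% (2.48%) and retinal progenitor 45.5% (48.6%), and at WK6 ciliary margin 8.50% (9.47%) and astrocyte precursor 3.04% (5.02%). Lastly it gave, at WK8 epithelium 20.1% (18.8%) and mesenchyme and corneal endothelium 0.679% (1.34%). In each of these the clusters were drawn anew and the cause was not tested. Leaving out cells over 10% mitochondrial UMIs gave, at WK0 neuroectoderm progenitor 21.2% (19.7%) and pluripotent 66.8% (69.0%), and at WK6 epithelium 7.61% (12.0%), neuron 19.4% (16.0%), retinal neuron 5.36% (6.50%), RPE 6.56% (7.92%) and retinal progenitor 44.2% (40.8%). It also gave, at WK8 epithelium 11.1% (18.8%), neuron 13.3% (9.67%), retinal neuron 4.70% (6.14%), RPE 4.63% (5.81%) and retinal progenitor 39.9% (35.5%). There the cause was not tested either. Leaving out clusters of low depth gave, at WK0 neuroectoderm progenitor 22.2% (19.7%) and pluripotent 77.8% (69.0%), and at WK1 epithelium 14.7% (13.7%) and neuroectoderm progenitor 82.8% (77.3%). It also gave, at WK2 epithelium 20.3% (18.8%), lens 28.7% (26.6%) and neuroectoderm progenitor 41.0% (38.1%), and at WK4 neuroectoderm progenitor 14.0% (12.7%), neuron 16.5% (15.0%) and retinal progenitor 53.4% (48.6%). Lastly it gave, at WK8 ciliary margin 14.7% (13.6%), epithelium 20.4% (18.8%) and retinal progenitor 38.5% (35.5%). The denominator is smaller by construction in that setting. The share of members of the endothelial-like cluster at resolution 1.2 taken alone was 0.657%.

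Of the 41 list medians that were varied, 20 stayed the same as the mean of the CPM of each cell and 35 with all barcodes. Without mitochondrial and ribosomal protein genes in the total, 37 stayed the same. With members of at least 100 UMIs, 33 did of the 39 that could be computed. For the main results, the mean of the CPM of each cell gave -3.62 (-3.30) for pluripotent (WK1 over WK0), 0.63 (0.76) for eye field and anterior neuroectoderm (WK1 over WK0), 5.19 (5.90) for amnion and trophoblast (WK2 over WK1), -2.90 (-3.35) for surface ectoderm epithelium (WK4 over WK2), 2.40 (2.64) for neuron (WK4 over WK2), -1.17 (-0.97) for proliferation (WK4 over WK2), 0.72 (1.32) for RPE (WK6 over WK4) and 2.42 (2.12) for photoreceptor (WK6 over WK4). All barcodes gave 4.25 (4.65) for stratified epithelium (WK6 over WK4), the smaller total gave 0.82 (0.76) for eye field and anterior neuroectoderm (WK1 over WK0), and members with at least 100 UMIs gave 4.22 (2.16) for lens (WK2 over WK1) and 6.99 (5.90) for amnion and trophoblast (WK2 over WK1). For these medians the cause was not tested.

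Shares of cells with both genes of a pair depend on depth by construction, and all 21 moved when cells were thinned to 10000 UMIs, left unthinned, or required at least 2 UMIs, here in this order. *POU5F1* with *SIX3* at WK0 was 34.2%, 45.4% and 8.94% (24.3%), and *RAX* with *EPCAM* at WK1 was 8.31%, 21.0% and 0.184% (3.05%). *EPCAM* with *CDH1* at WK2 was 18.4%, 24.7% and 2.40% (9.89%), and *EPCAM* with *CDH1* at WK4 was 1.26%, 1.61% and 0.132% (0.635%). *EPCAM* with *CDH1* at WK6 was 7.09%, 10.4% and 0.681% (3.97%), and *CRX* with *PDE6H* at WK6 was 1.55%, 1.96% and 0.423% (1.13%). *KRT13* with *PAX6* at WK8 was 3.26%, 5.73% and 0.537% (1.80%). Without doublet removal 19 of 21 pairs stayed the same, and *POU5F1* with *SIX3* at WK0 was 25.9%, where the cause was not tested. Of 21 shares of single genes, 21 moved unthinned and 21 with at least 2 UMIs. The share that independence would give was computed at 5000 UMIs only. Depth therefore limits how small a share can be read, and thinning to 10000 UMIs left out 638, 566, 433, 454, 319 and 366 of the kept cells.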

Differences from the paper's values

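For *BMP4* at WK1 the share of cells was 34.0% in recomputed cluster 4 against the paper's 80.16% in its cluster 5, and 50.8% in recomputed cluster 8 against the paper's 86.89% in its cluster 6. The clusters were paired by size, as both are the only epithelial ones at WK1 in each source. Of the alternatives set before the data were examined, unthinned cells gave 81.6% and 90.3%, which differ from the paper's values by less than 1.5-fold, and at least 2 UMIs gave 11.4% and 27.3%, which do not.

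The supplement of the paper gives the share of all cells of a week with a gene. Over 25 such shares, 8 lay more than 1.5-fold from the shares of cells thinned to 5000 UMIs. They were 48.2% against the paper's 75.1% for *RAX* and 40.0% against the paper's 77.6% for *OTX2* at WK1. Shares were 19.8% against the paper's 32.7% for *FOXE3*, 27.0% against the paper's 46.5% for *UBE2C*, 27.0% against the paper's 42.4% for *MKI67* and 16.5% against the paper's 38.3% for *MITF* at WK2. The values were 25.1% against the paper's 42.2% for *DCT* and 40.0% against the paper's 64.5% for *SIX6* at WK6. With unthinned cells, 0 of 25 differed by this measure, and with at least 2 UMIs 19 of 25 did, among them all 8 named here. The cell filters were not identical, since the paper's extra filtering of low-quality cells gives no threshold.

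The number of clusters at WK0, 12, equals the paper's. It was 7 at a resolution of 0.4, which is more than 1.5-fold fewer, and 10 to 15 under the other alternatives for clustering.

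At WK8 the paper restricts substantial *GJB2* and *GJB6* to 1 corneal epithelial cluster. *GJB2* was detected in 69.6% of recomputed cluster 3, 22.3% of recomputed cluster 5 and 39.1% of the mucosal epithelium-like cluster 10. For *GJB6* the shares were 58.0%, 13.5% and 32.0%. The paper gives *PAX6* and *COL8A1* as genes of its smallest cluster at WK8. In recomputed cluster 14 *PAX6* was detected in 26.7% (69.8% unthinned), less than in all but 2 of the other clusters of usual depth, or all but 4 unthinned. *COL8A1* was detected in 6.67% (30.2% unthinned), against 12.2% (41.3% unthinned) of the RPE-like cluster 6 and at most 0.559% of any other such cluster, or 3.39% unthinned. Among the 26 cells that a resolution of 1.2 separates, the unthinned shares were 65.4% and 53.9%. Unthinned, *PAX6* is thus in most cells of the cluster and *COL8A1* in most of this part, in line with the paper. On the other genes the paper names there, *COL3A1* in 60.0% and *TM4SF1* in 62.2% of the cells were the highest shares of any such cluster. At WK6 the paper gives *TP63* among the markers of all its epithelial clusters. It was detected in 41.3% of the corneal epithelium-like cluster 2 and 5.46% of the mucosal epithelium-like cluster 14, where *EPCAM* was in 83.6% and *CDH1* in 58.2%.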

Other observations

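The tests of the Accutase harvest, of the medium and of both together at WK4 were chosen after the result was seen. So were those of barcodes with 5000 UMIs. The unthinned test of removed against kept barcodes was chosen before. Epithelial cells were few at WK4, with *EPCAM* and *CDH1* together in fewer cells than at WK2, WK6 or WK8. A loss in the 60 min Accutase harvest as the whole cause, whatever the medium, is argued against, since the lower of the shares at WK6 and WK8, after the same harvest, was 6.25 times that at WK4. Removal by the filters and the doublet step stays open. The unthinned ratio of removed to kept barcodes, 1.67, decides nothing. Of 558 removed barcodes 362 had under 5000 UMIs, where both genes are seldom read together. Among WK4 barcodes with 5000 UMIs the ratio was 5.14, with both genes in 4.08% (95% CI 1.78 to 7.88%) of 196 removed and 0.794% of 3778 kept. Removed barcodes of that depth were also higher at WK6, with 9.90% against 3.29%, and at WK8, with 12.9% against 5.39%. Over all barcodes with 5000 UMIs, thinned before any filter, the lower of the shares at WK6 and WK8 was 4.04 times that at WK4 (bounds 2.54 to 6.57), and its lower bound fell short of the 3 set for an exclusion. This draw of the thinning had both genes in 0.794% of kept cells at WK4 and 3.29% at WK6, where the main draw had 0.635% and 3.97%. The medium without KGF and Y-27632 was also in use at WK2, where the share was 15.6 times that at WK4, after a harvest of 10 min. The WK2 share includes the amnion-like cluster, in which *EPCAM* and *CDH1* were also detected. The 60 min harvest and the medium without KGF and Y-27632 together were in use in 1 library, that of WK4, so a loss from the combination was not tested and stays open. A loss in the well or library of WK4 alone and a passing fall in epithelial cells at that age stay open too, and these cannot be separated with 1 library.

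Between consecutive weeks, several of the strongest ratios belong to genes that fit no claim. Among those lower at the later week were 625 and 181 CPM for *SOX2* at WK1 and WK2, 221 and 5.22 CPM for *LIN28A* at WK2 and WK4, and 111 and 0.284 CPM for *HAPLN1* at the same weeks. The neural and glial progenitor list, which holds *SOX2*, had 5 of 10 genes higher from WK1 to WK2, with a median log2 ratio of 0.10 (95% CI 0.08 to 0.12), and 4 of 10 from WK2 to WK4. The 8 proliferation genes were all lower at WK4 than at WK2, with a median of -0.97 (95% CI -1.02 to -0.93), below every random list. From WK4 to WK6 the values were 539 and 35.8 CPM for *HES5* and 113 and 28.7 CPM for *FABP7*, and all 10 neural and glial progenitor genes were lower, with a median log2 ratio of -1.61 (95% CI -1.65 to -1.57). Of 9 astrocyte precursor genes 6 were lower over this step, with a median of -0.56 (95% CI -0.89 to -0.32), and of 12 lens genes 10 were, with a median of -1.29 (95% CI -1.44 to -1.17). *TTR*, the transthyretin gene, was higher at WK6, with 9.39 and 286 CPM. At WK6 and WK8 the keratin genes held 11.9 and 150.1 CPM for *KRT15* and 94.6 and 831 CPM for *KRT17*. The 8 retinal progenitor genes were all higher at WK4 than at WK2, with a median log2 ratio of 1.69 (95% CI 1.65 to 1.73), above every random list.

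Genes that respond to stress were higher as a list at each week from WK2 on than at the week before. The immediate early and heat shock list had a median log2 ratio of -0.63 (95% CI -0.67 to -0.59) from WK0 to WK1, with 3 of 9 genes higher (at percentile 0.1900 of random lists), 0.85 (95% CI 0.77 to 0.89) from WK1 to WK2, with 7 of 9 (above every random list), and 0.36 (95% CI 0.34 to 0.38) from WK2 to WK4, with 6 of 9 (at percentile 99.39 of random lists). It was 0.88 (95% CI 0.87 to 0.90) from WK4 to WK6, with 8 of 9, and 0.45 (95% CI 0.44 to 0.49) from WK6 to WK8, with 9 of 9, both above every random list. The 9 hypoxia and glycolysis genes had a median of -0.33 (95% CI -0.41 to -0.29) from WK0 to WK1 (at percentile 6.220 of random lists), -0.29 (95% CI -0.35 to -0.28) from WK1 to WK2 (at percentile 0.4300 of random lists) and 0.29 (95% CI 0.25 to 0.32) from WK6 to WK8 (at percentile 99.98 of random lists).

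Genes of blood vessels, immune cells, skeletal muscle, and mesoderm or endoderm named no cluster in any week. The vascular endothelium list had a median log2 ratio of -0.77 (95% CI -0.84 to -0.71) from WK1 to WK2 (at percentile 0.1500 of random lists), and the mesoderm and endoderm list, with 4 of its 7 genes read, 1.44 (95% CI 1.17 to 1.77) (at percentile 97.62 of random lists). The immune list, with 3 of 5 genes read, had 2.07 (95% CI 1.76 to 2.43) from WK2 to WK4 (at percentile 96.91 of random lists), and the skeletal muscle list, with 4 of 5 genes read, 3.97 (95% CI 3.11 to 4.54) over the same step (above every random list) and, with all 5 read, 1.2 (95% CI 0.76 to 1.47) from WK4 to WK6 (at percentile 99.48 of random lists). Their levels were low: *CDH5* held 0.798 CPM at WK2, *PTPRC* 0.0210 CPM at WK4 and *MYOG* 0.448 CPM at WK6. *HOXB8* with *DLX2* was found in 1.15% (95% CI 0.853 to 1.52%) of thinned cells at WK6, against 0.338% if the genes were independent.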
